# Identification and gene expression analysis of serine proteases and their homologs in the Asian corn borer *Ostrinia furnacalis*

**DOI:** 10.1038/s41598-023-31830-2

**Published:** 2023-03-23

**Authors:** Lei Yang, Xiaoli Xu, Wei wei, Xiaoyun Chen, Cheng Peng, Xiaofu Wang, Junfeng Xu

**Keywords:** Biochemistry, Computational biology and bioinformatics, Immunology, Molecular biology

## Abstract

Serine proteases (SPs) and their homologs (SPHs) are among the best-characterized gene families. They are involved in several physiological processes, including digestion, embryonic development and immunity. In the current study, a total of 177 SPs-related genes were characterized in the genome of *Ostrinia furnacalis*. The activation site of SPs/SPHs and enzyme specificity of SPs were identified, and the findings showed that most of the SPs analyzed possessed trypsin substrate specificity. Several SPs/SPHs with similar simple gene structures had tandem repeat-like distributions on the scaffold, indicated that gene expansion has occurred in this large family. Furthermore, we constructed 30 RNA sequencing libraries including four with developmental stage and four middle larval stage tissues to study the transcript levels of these genes. Differentially upregulated and downregulated genes were obtained via data analysis. More than one-quarter of the genes were specifically identified as highly expressed in the midgut in compared to the other three tissues evaluated. In the current study, the domain structure, gene location and phylogenetic relationship of genes in *O. furnacalis* were explored. Orthologous comparisons of SPs/SPHs between model insects and *O. furnacalis* indicated their possible functions. This information provides a basis for understanding the functional roles of this large family.

## Introduction

Chymotrypsin-like serine proteases (SPs) and their homologs constitute a large gene family that plays essential roles in various insect physiological processes. SP-related peptides in inactive zymogen form are converted into their active forms by proteolytic cleavage of a particular peptide bond^1,2^. A specific catalytic triad comprising His57, Ser195, and Asp102 amino acid residues is harbored in the active center of SPs. Amino acid residues 189, 216 and 226 in chymotrypsin near the active site form the primary substrate-binding pocket, which is the predominant factor for determining SP substrate specificity^3,4^. This specific molecular recognition ability enables SPs to activate downstream enzymes, amplify signals, and form a cascade pathway. In addition to SPs, some members are enzymatically inactive owing to mutation of one or more catalytic residues. These proteins are known as serine protease homologs (SPHs) and are predicted to be cofactors of SPs. The roles played by SPs and SPHs have been extensively studied in invertebrates and found to range from the digestion of ingested proteins to immune defenses directed against various microbes and the establishment of embryo dorsoventral polarity^5–14^. SPs dominate the larval gut environment and contribute to approximately 95% of total digestive activity^5^. The functions of SPs and SPHs involved in epithelial morphogenesis of imaginal discs^6,7^ and somatic muscle attachment in embryos^8,9^ have been illustrated in *Drosophila*. The immune responses induced by SPs and SPHs have been reported in insect species^10–14^ and include melanotic encapsulation and induction of antimicrobial peptides.

Most SPs comprise fewer than 300 residues and harbor a single serine protease domain. These enzymes are mainly found in the gut and are involved in food digestion^5^. In addition, some SPs have disulfide-stabilized structures at the N-terminus; this structure is known as the clip domain and is formed by six conserved cycteine residues^15,16^. SPs and SPHs with clip domains are called CLIPs^17^. The roles played by CLIPs in the extracellular SP cascade, in which one SP activates the zymogen of another SP to trigger a rapid response, have been extensively explored in several insects^18^. In tobacco hornworm, HP6 activates HP8 to convert proSpatzle into Spatzle, thus inducing the synthesis of antimicrobial peptides (AMPs). Autoactivated HP14 activates proHP21, which further activates proPAP2 and PAP3 to induce proPO activation cascade. SPH1 and SPH2 are essential to this cascade, as they accelerate the production of high Mr active PO^10–12^. *Holotrichia diomphalia* PPAF-II and *Tenebrio molitor* SPH1 are involved in the sequential activation of proPOs to produce a melanization complex^13,14^. Some SPs present with other structural characteristics, such as a low-density lipoprotein receptor class A (LDLA) domain, Frizzled (Fz) domain, complement control protein (CCP) domain, or gastrulation defective (Gd) domain. These additional domains enable SPs to interact with other enzymes and thus participate in additional processes. For instance, *Manduca sexta* HP14 and *Drosophila melanogaster* modular serine protease (ModSP) have repeated LDLAs and CCP domain and, when initiated, receive signals from recognition receptors and activate proPAP in Toll pathway^11,19^. Limulus clotting factor C found in crayfish and horseshoe crab can form insoluble coagulin and plays a role in crosslinking^20^. Multidomain SPs, Nudel and Gd are involved in dorsal–ventral axis establishment^21,22^.

Advances in sequencing technology have increased the availability of genome data from different organisms. The number of SP-related genes in *D. melanogaster*, *Apis mellifera*, *Bombyx mori*, *M. sexta*, *Anopheles gambiae* and *Pteromalus puparum* has been identified at the genome level^4,23–27^. Sequencing technology has accelerated the identification of SP genes, in addition to the cloning and classification of single SPs. Orthologous comparison of these genes has enabled the prediction of the functional roles of newly discovered SPs/SPHs.

The Asian corn borer, *O. furnacalis* (Guenée), is an agricultural pest in Asia that causes significant damage in corn-producing countries with 20–80% yield losses^28^. The Asian corn borer has developed resistance to chemical and biotic pesticides, even in Bt crops^28–30^ making pest population control challenging. A previous study identified 13 CLIPs through transcriptome analysis^31^. The roles of four *O. furnacalis* SPs involved in the melanization pathway have been verified through biological experiments^32–34^. Although some SPs have been explored previously, the roles played by most SPs have not been elucidated. The roles of *O. furnacalis* SPs in digestion, development and immunity have not been fully elucidated. The *O. furnacalis* genome is currently available; thus, SP and SPH genes from *O. furnacalis* were characterized in the present study. Systematic analyses were conducted by determining catalytic characteristics, gene structure, and scaffold information; construction of evolution tree; and identifying expression patterns. This information enabled us to predict possible biological functions of *O. furnacalis* SP genes and provides a basis for further research.

## Results

### Overview of *O. furnacalis* SP and SPH sequences

Before the characterization of SP/SPH genes, we evaluated the completeness of the *O. furnacalis* genome by calculating the coverage for the set of single-copy orthologous genes in Arthropoda and Lepidoptera using BUSCO; the results showed genome coverage rates of 96.8% (981/1013) and 97.2% (5137/5286), respectively (Supplementary Figure S1). We also identified 971 and 5073 conserved single-copy Arthropoda and Lepidoptera genes in a BUSCO analysis of protein sequences, with 95.9% and 96.0% sequence similarity, respectively (Supplementary Figure S1).

Genomic evaluation of *O. furnacalis* indicated a total of 177 SP and SPH genes (Supplementary Table S1). The amino acid sequences of these SPs/SPHs are presented in Supplementary file in FASTA format. Twenty-eight SP/SPH genes were expressed as 2 to 4 isoforms, which were identified on the basis of structural gene annotation. The total number of SP-related genes was similar to that in *Tribolium castaneum* (175), and was significantly fewer than that in *D. melanogaster* (257) or *A. gambiae* (337) (Table 1). SPs and SPHs are synthesized as zymogens^1^. The amino acid at the P1 position of the activation site determines the enzyme specificity for SP/SPH catalysis. SPs/SPHs with Arg or Lys residue at P1 position are cleaved by trypsin-like proteases; SPs/SPHs containing Phe/Tyr/Leu residues at this position are substrates of chymotrypsin-like proteases, whereas SPs/SPHs with Ala/Gly/Val/Ile/Met/Ser residues at this position are activated by elastase-like proteases^26^. An analysis showed that 114 of 177 SPs/SPHs were activated by trypsin-like proteases, whereas 16 and 21 were presumably activated by chymotrypsin-like and elastase-like proteases, respectively. The residue at the P1 position was replaced by other amino acids in 21 SPs/SPHs, implying that they have unique features. The remaining 5 genes lacked residue at P1 position (Supplementary Table S1).

**Table 1:** Gene counts for clip-domain and non-clip-domain SPs/SPHs.

	cSP	SP	cSPH	SPH	Total
*Drosophila melanogaster*	34	156	18	49	257
*Apis mellifera*	14	32	7	6	59
*Tribolium castaneum*	34	71	20	50	175
*Bombyx mori*	7	44	11	81	143
*Anopheles gambiae*	63	157	47	70	337
*Ostrinia furnilicas*	29	105	9	34	177

*cSP* clip-domain serine protease, *cSPH* clip-domain serine protease homologs.

Notably, 43 of 177 SP-related genes were considered SPHs owing to the substitution of at least one conserved residue in the catalytic triad. These genes may encode cofactors for reactions. The remaining 134 SPs with enzymatic activity cleaved and activated downstream SPs/SPHs. An analysis showed that 80, 34 and 6 of the 134 SPs showed trypsin, chymotrypsin, and elastase substrate specificity (Supplementary Table S1).

### Clip domain SP/SPH

The clip domain can be sequentially activated to form a cascade pathway and play an important function in the immune response and embryonic development. An analysis revealed 29 cSP and 9 cSPH genes in the genome of *O. furnacalis*. Most CLIPs (30) carried a single clip domain, whereas 5 OfucSPs had 2 clip domains, and OfucSPH2, OfucSPH7, OfucSP9 had 3, 2, and 5 clip domains (Fig. 1). SP/SPH genes were assigned to four distinct clades based on the phylogenetic calculation results and were classified as CLIPAs to CLIPDs based on homologous serine protease-like genes that have been previously characterized (Fig. 2). The *O. furnacalis* genome included 8 CLIPAs, 11CLIPBs, 4CLIPCs and 15 CLIPDs. The total number of CLIPs in the Asian corn borer was within the median range compared with CLIPs in other related insect species. The ratio of *O. furnacalis* CLIPCs was the lowest among these species, whereas the number of *O. furnacalis* CLIPDs was highest among other species (Supplementary Table S2).

**Figure 1:**
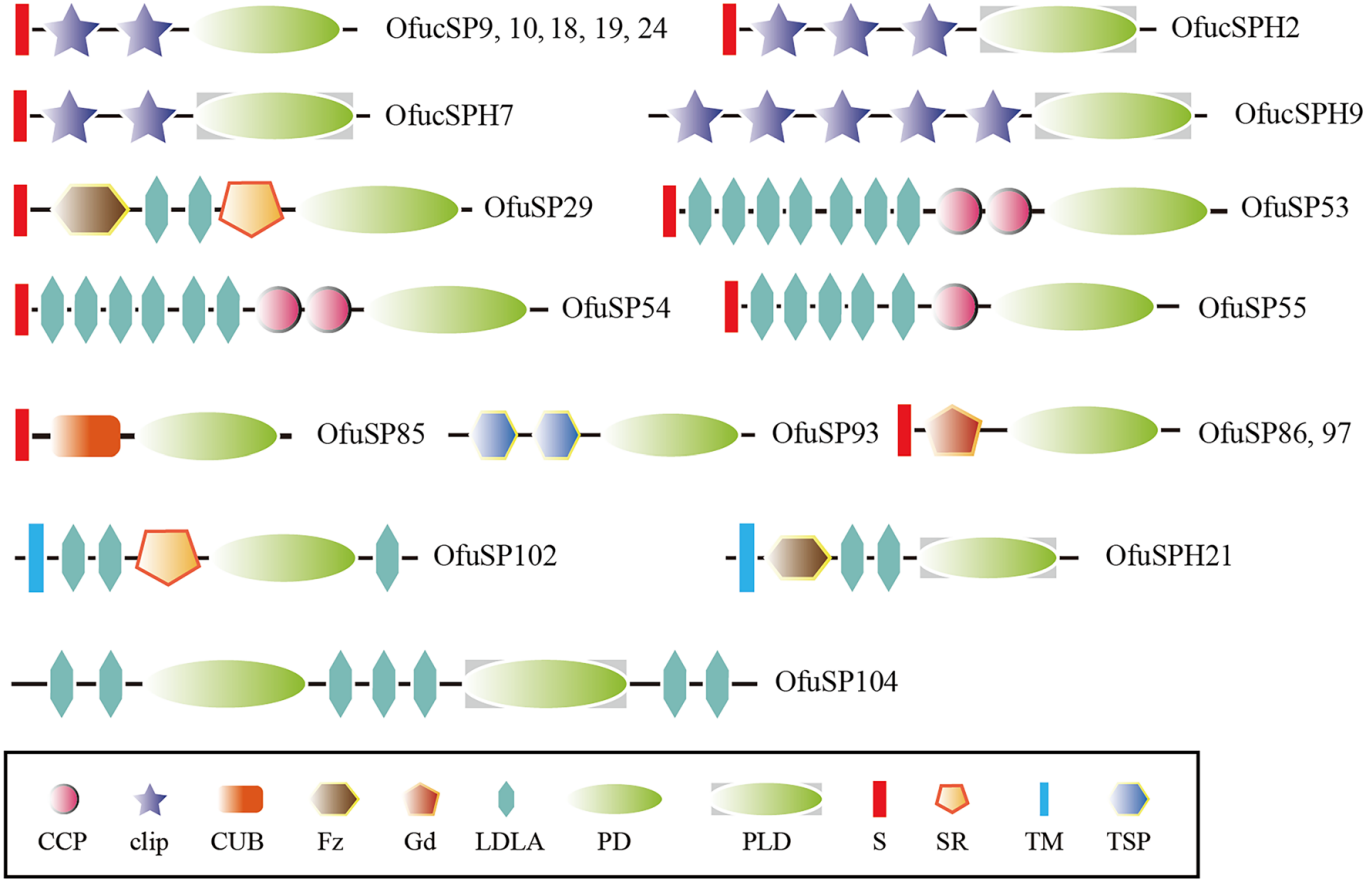
Domain organizations of SPs/SPHs with other structural elements in *Ostrinia furnacalis*. The schematic diagrams are not drawn to scale. *CCP* Sushi domain, also known as Sushi or SCR, *CUB* A domain identified in complement 1r/s, uegf, and bmp1, *Fz* Frizzled domain, *Gd* Gastrulation defective, *LDLA* LDLA-receptor class A domain, *PD* Serine protease domain, *PLD* serine protease-like domain, *S* Signal peptide, *SR* Scavenger receptor domain, *TM* Transmembrane region, *TSP* Thrombospondin.

**Figure 2:**
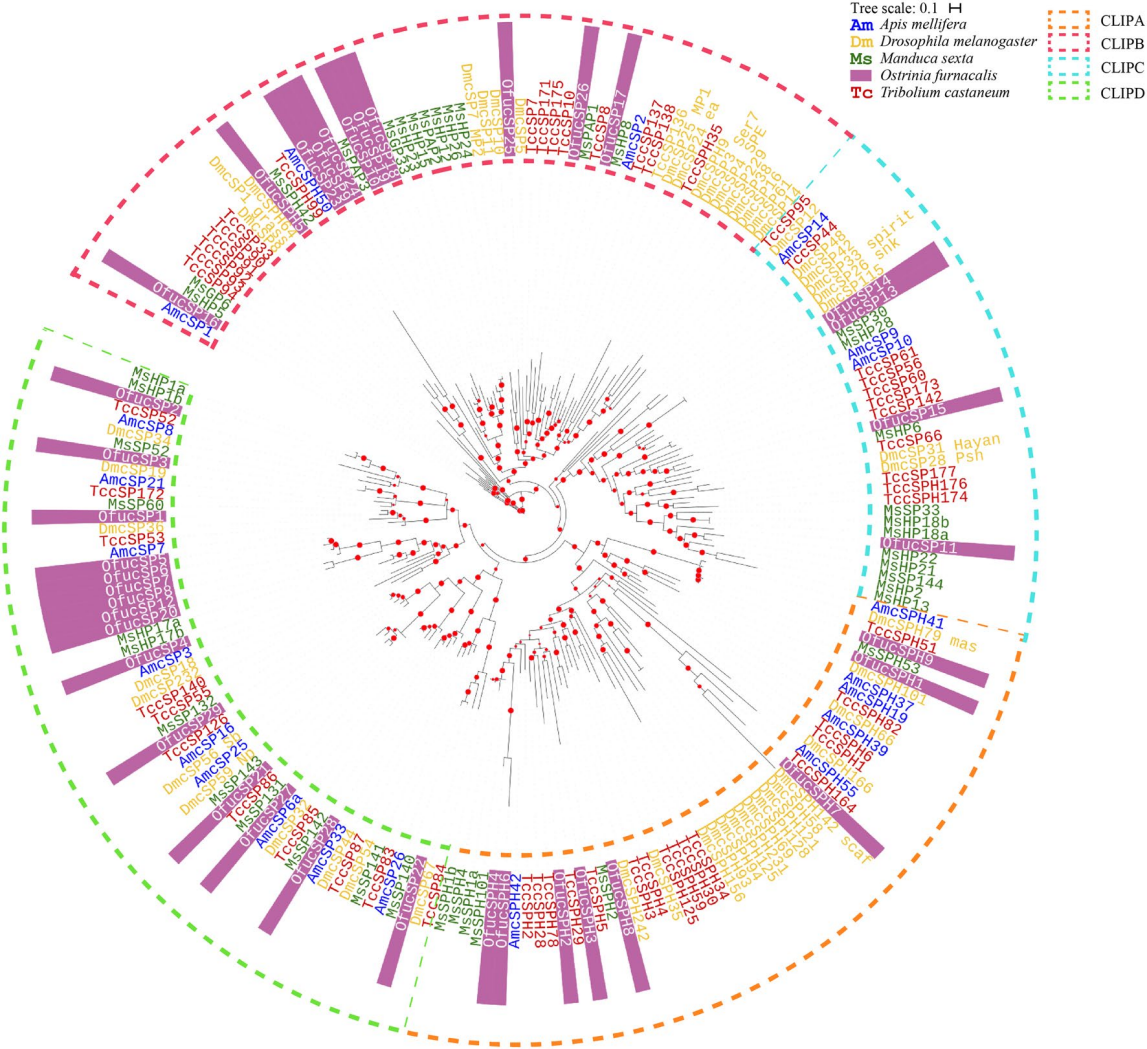
Phylogenetic relationship of CLIPAs, CLIPBs, CLIPCs and CLIPDs in five insects. The serine protease-like domains of *Ostrinia furnacalis* (Ofu), *Apis mellifera* (Am*), Manduca sexta* (Ms), *Drosophila melanogaster* (Dm) and *Tribolium castaneum* (Tc) were aligned. The phylogenetic tree was constructed by IQ-TREE. SPs/SPHs from different species were marked with different color. Red spots at the nodes denoted bootstrap values were greater than 90 from 100 trials.

Based on the phylogenetic analysis, all OfucSPHs belonged to the CLIPA group except OfucSPH5, which formed clusters with cSPH genes in the CLIPB group (Fig. 2). OfucSP26 and OfucSP17 were orthologous to MsPAP1 and MsHP8, respectively. OfucSP10, 18, 19, and 24 clustered together with MsPAP3. OfucSP15 in the CLIPC group shared high amino acid sequence identity with MsHP6. There were 24 orthologous groups characterized by bioinformatics calculation, including 7 single copy orthologous sets (six in the CLIPD group and one in the CLIPA group) and 2 *O. furnacalis* specific orthologous sets (Supplementary Table S3).

### SPs/SPHs with other domains

Eleven of the 177 SPs/SPHs with other domains were observed in the *O. furnacalis* genome. These domains included the LDLA domain, Fz domain, CCP domain, CUB domain, thrombospondin (TSP) domain, scavenger receptor Cys-rich (SR) domain and Gd domain (Fig. 1). The domain structure of *O. furnacalis* SP-like proteases was compared with that of proteases in fruit flies (Table 2). The findings showed that *O. furnacalis* SPs/SPHs were classified into 8 types of multidomain proteins, which was fewer than the number identified in *D. melanogaster*. OfuSP104 was orthologous to the Nudel gene that contains a serine protease-like domain between LDLA domains. OfuSP86 and OfuSP97 harbored Gd-like domains. OfuSP53/54/55 carried LDLAs followed by a CCP domain, and were probably ModSP-like proteases. OfuSP29 had Fz, LDLA and SR domains and shared domain similarity with Corin^35^.

**Table 2:** Domain organization of the multi-domain serine proteases and their homologs in *Ostrinia furnacalis* and *Drosophila melanogaster*.

Name	*Drosophila melanogaster*		*Ostrinia furnacalis*	
	Seq name	domain structure	Seq name	domain structure
Nudel	Ndl/SP89	TM-3LDLA-PD-2-4LDLA-PLD-3/4LDLA	OfuSP104	2LDLA-PD-3LDLA- SPH-2LDLA
Tequila	Tequila/SP72	S-2/15CBD-LDLA-SR-LDLA-SR-PD	/	/
Corin	Corin/SP75	TM-Fz-2LDLA-SR-PD	OfuSP29	S-Fz-2LDLA-SR-PD
SEA	SPH198	TM-SEA-Fz-2LDLA-PLD	OfuSPH21	TM-Fz-2LDLA-PLD
ModSP	ModSP/SP53	S-4/5 LDLA-CCP-Wonton-PD	OfuSP53	S-7LDLA-2CCP-PD
			OfuSP54	S-6LDLA-2CCP-PD
			OfuSP55	S-5LDLA-CCP-PD
TSP	SP30	S-2TSP-PD	OfuSP93	2TSP-PD
Masquerade	Mas/cSPH79	S-4/5 clip-PLD	OfucSPH9	5clip-PLD
CUB	SP120, SP80a-b	S-CUB-PD	OfuSP85	S-CUB-PD
Gd	SP186/Gd, 55, 60, 212, SPH144	S-Gd-PD	OfuSP86	S-Gd-PD
			OfuSP97	S-Gd-PD

*CBD* Type-2 chitin binding domain, *CCP* Sushi domain, also known as Sushi or SCR, *CUB* A domain identified in complement 1r/s, uegf, and bmp1, *Fz* Frizzled domain, *Gd* Gastrulation defective, *LDLA* LDLA-receptor class A domain, *PD* Serine protease domain, *PLD* Serine protease-like domain, *S* Signal peptide, *SEA* A domain identified in a sperm protein, enterokinase and agrin, *SR* Scavenger receptor domain, *TM* Transmembrane region, *TSP* Thrombospondin, *Wonton* A Sushi-like module first identified in M. sexta HP14 with six instead of four Cys residues.

### Scaffold location of SPs/SPHs

Gene duplication is common in the serine protease family. Gene duplication of 177 *O. furnacalis* SP and SPH genes was identified in the current study. Duplicated gene pairs were generated and are presented in Fig. 3. Based on this analysis, more than 40% (71/177) of the genes in the SP gene family underwent gene duplication (Fig. 3). Analysis showed that 9 SP/SPH genes on NW_021131465.1 were duplicated genes and formed the largest gene cluster. 

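In Supplementary Table S1, matched to the gene table deposited with the expression values, the SP and SPH genes lay on 108 scaffolds of the genome assembly to which the reads had been mapped. Of these scaffolds, 28 carried 2 or more SP/SPH genes, and 94 of the 174 gene models shared a scaffold with another one. NW_021131465.1 carried most of them, with 10 gene models between positions 87915 and 390523. OfuSP14 lies apart from the others, from 87915 to 99922 on the plus strand. The next gene model, OfuSP21, starts at 330258 on the minus strand and is followed in order by OfuSP18, OfuSP15, OfuSP16, OfuSP19, OfuSP20, OfuSP17, OfuSPH5 and OfuSPH6, which ends at 390523. Of these 9, OfuSP18 (339076 to 340775) is the only one on the plus strand.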

OfucSP5-8 formed a clade in the phylogenetic tree (Fig. 2), while they are also considered as duplicate genes and clustered in one scaffold.

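The 4 gene models stand side by side on the plus strand of NW_021131725.1. OfucSP7 extends from 75160 to 80631, OfucSP8 from 81042 to 86615, OfucSP5 from 89716 to 96478 and OfucSP6 from 97140 to 103961, and each is annotated as protein coding. OfucSP4, also a clip-domain gene, follows on the same strand from 112467 to 149568.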

**Figure 3:**
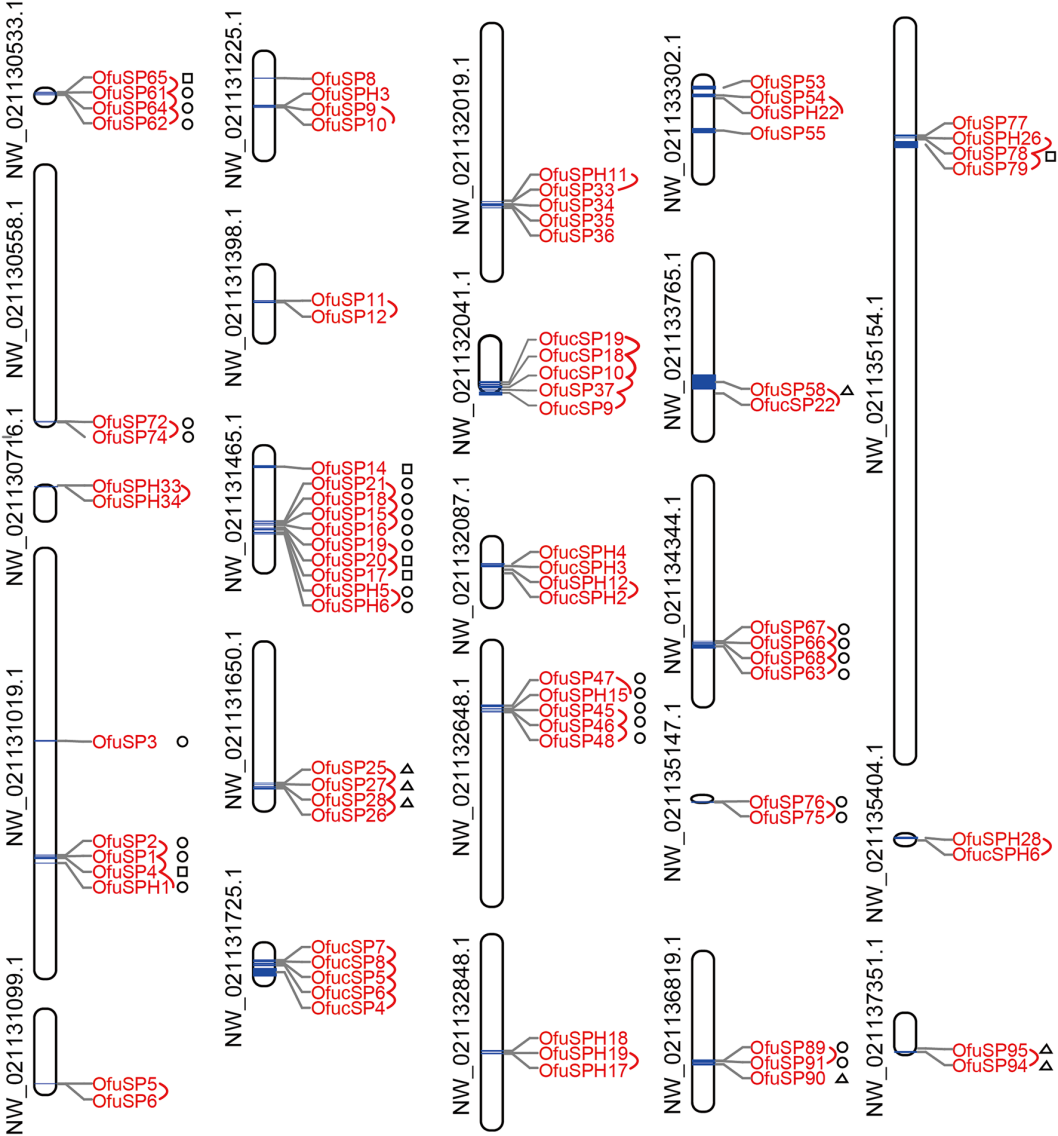
Scaffold location of *Ostrinia furnacalis* SP and SPH genes. Scaffold name and gene names were shown on the left and right of the bar, respectively. The length of scaffold and the distance of two adjacent genes were scaled in figure. Adjacent genes underwent duplications were associated with red curve. Genes differentially upregulated in midgut were marked by symbols. “○”presented genes upregulated in midgut compared to genes in other three tissues; “□”presented genes upregulated in midgut compared to genes in either two of three tissues; “△”presented genes upregulated in midgut compared to genes in one of three tissue.

### The expression patterns of SP/SPH genes

We performed deep RNA sequencing (RNA-seq) libraries of *O. furnacalis* with samples obtained from four developmental stages and from four different tissues to obtain the comprehensive expression profiles of *O. furnacalis* SPs and SPHs. 

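The data covered whole animals at 6 stages (embryo, 1st, 3rd and 5th instar larvae, pupa and adult) and 4 tissues of 3rd instar larvae (hemolymph, midgut, fat body and silk gland), with 3 libraries for each and 30 libraries in all. Each sample pooled several animals or their tissues, as the methods describe, and was sequenced as read pairs. The authors deposited 1 table with a value for each of 20852 gene models in each library. Of these gene models 17308 belonged to the annotation and the others were added by the authors without a gene name. The header of the table does not name the unit. Multiplied by the gene length given in the same table, the values of each library were whole multiples of a single amount, which is the contribution of 1 fragment (1 sequenced read pair). Among the values worth at most 200 fragments, 7721 to 11598 per library, 100.0% lay within 0.02 of a whole number in all 30 libraries. The values are therefore fragments per kilobase and per 1000000 fragments of the effective library size (FPKM), and the number of fragments on each gene could be recovered from them. The recovered fragments came to between 10908503 and 17774377 per library. Their median over the 3 libraries was 14778204 in the embryo (14623389 to 15649804), 16269531 in the 1st instar (16001116 to 17774377), 15691519 in the 3rd instar (14709897 to 16540782) and 16094679 in the 5th instar (15592402 to 17083478). In the pupa it was 13551568 (12855190 to 14156014), and in the adult 14803004 (14330440 to 15132252). Among the tissues it was 14565071 in the hemolymph (14310049 to 14599575), 14655902 in the midgut (14339938 to 15071930), 16920846 in the fat body (15439043 to 17612901) and 11738331 in the silk gland (10908503 to 12320511). The deposited values had not been divided by these totals. They had been divided by an effective library size that was 0.447 to 2.42 times the recovered total, so a scaling factor between libraries is part of the values. The factor was 2.36 to 2.42 in the embryo, 1.57 to 1.75 in the pupa, 1.61 to 1.76 in the hemolymph, 0.541 to 0.580 in the fat body and 0.447 to 0.491 in the silk gland, and it moves every gene of a library by the same amount. The methods name HISAT2 for the alignment and RSEM for the expression levels. RSEM gives estimated counts that need not be whole, and the program that counted the whole fragments behind the deposited table is not given in the sources used here. The 177 SP and SPH names of Supplementary Table S1 corresponded to 174 gene models, because OfucSP16 and OfucSP17, OfucSP18 and OfucSP19, and OfucSP25 and OfucSP26 each share a gene model. These 3 gene models were counted once each, and all 174 had fragments in at least 1 library. Each pair of stages or tissues was compared within its own 6 libraries by limma-trend on log2(FPKM + 1). The test covered genes with at least 1 FPKM in at least 3 of the 6 libraries. A gene was called when its Benjamini-Hochberg adjusted p over all genes tested was under 0.05 and its log2 fold change was at least 1 in size, which are the thresholds of the paper. The paper applied them with DESeq2, so its counts and those here come from unlike tests. A fold change on the log2(FPKM + 1) scale understates the change of genes with low values.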

Approximately 1.4 billion raw reads were obtained from 30 libraries, and approximately 43–51 million reads were generated per library. After removing the adaptor sequences, ambiguous reads and low-quality reads, approximately 1.36 billion clean reads were obtained. 

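Supplementary Table S4 lists, as the paper's values, 40919530 to 49526850 clean reads per library and 27428346 to 41278642 reads mapped to a single place. The fragments recovered from the deposited expression values were 78.1% to 88.9% of the paper's uniquely mapped read pairs in the 30 libraries.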

The average ratio of clean reads mapped to the reference genome was 83.48% (Supplementary Table S4).

A series of genome-wide expression profiling comparisons were conducted. 

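Over all genes, each pair of groups was tested on 10213 to 12388 gene models by limma-trend. The smallest number of calls was found between the 3rd and 5th instar larvae, where 475 genes were higher in the 3rd instar and 792 were higher in the 5th instar. Between the pupa and the adult 3056 genes were higher in the pupa and 2681 in the adult. Of the 174 SP/SPH gene models, the number with a mean of at least 1 FPKM was 25 in the embryo, 90 in the 1st instar, 101 in the 3rd instar, 110 in the 5th instar, 81 in the pupa and 104 in the adult. It was 47 in the hemolymph, 90 in the midgut, 80 in the fat body and 53 in the silk gland. The limit of 1 FPKM includes the scaling factor between libraries. At like depth it asks for more fragments in the embryo and the hemolymph than in the fat body and the silk gland, so these numbers are not strictly comparable. A few SP/SPH genes held a large part of the SP/SPH fragments of a group. In the embryo OfucSP10 had 713 ± 110 fragments per 1000000 (SD, n = 3), OfucSP16/OfucSP17 603 ± 33.7 and OfucSP23 317 ± 128. In the pupa OfuSP26 had 1384 ± 448 fragments per 1000000, OfuSP71 812 ± 510 (531 without pupa replicate 1) and OfuSP38 424 ± 40.9. In the adult OfuSP21 had 358 ± 162, OfuSP84 271 ± 65.0 and OfuSP57 241 ± 228 (111 without adult replicate 1), which do not differ by more than the spread between libraries. OfuSP18 had the highest mean in the 3 larval stages, with 1007 ± 1301 fragments per 1000000 in the 1st instar, 2127 ± 3508 in the 3rd instar and 1612 ± 744 in the 5th instar. It led in every library of the 1st and 5th instars, while its mean in the 1st instar was 257 without replicate 2. In the 3rd instar it led in replicate 2 alone, with 6178 fragments per 1000000. Without that library its mean was 102, the 8th highest, and OfucSP25/OfucSP26 led in replicates 1 and 3 with 277 and 390. The next highest means were those of OfucSPH7 in the 1st instar (287 ± 176, and 186 without replicate 2) and of OfuSP67 (875 ± 386) and OfuSP66 (444 ± 251) in the 5th instar. The silk gland was led by OfuSP85, which took 77.5% of its SP/SPH fragments with 1785 ± 221 per 1000000, before OfuSP41 with 245 ± 14.2 and OfuSP102 with 27.0 ± 16.1. The fat body was led by OfuSP43 with 1806 ± 1059 fragments per 1000000 (1195 without fat body replicate 1), before OfucSP16/OfucSP17 with 452 ± 128 and OfucSP9 with 315 ± 186.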

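Over the 15 pairs of stages 1009 calls of SP/SPH genes were made, and over the 6 pairs of tissues 377, each gene being counted once in every pair in which it was called. Between 53 and 140 SP/SPH gene models passed the filter on low values in a pair. Adjusted over the list alone, the SP/SPH genes gave 1029 calls among stages and 383 among tissues. The alternative that moved the sum of these totals most was to scale and test the values within the SP/SPH genes alone, with 1060 calls among stages and 497 among tissues. Scaling within the SP/SPH genes alone moved 21 of the 42 counts by more than 1.5 times, for example the genes lower in the 5th instar than in the pupa from 7 to 41. Among stages, medians of ratios within the SP/SPH genes moved the total further, to 897. Between the larval stages and the later stages, the numbers of SP/SPH genes called by limma were as follows. In the 1st instar 28 were higher and 42 lower than in the pupa, and 38 were higher and 55 lower than in the adult. In the 3rd instar 24 were higher and 21 lower than in the pupa, and 39 higher and 44 lower than in the adult. In the 5th instar 51 were higher and 7 lower than in the pupa (4 lower without 5th instar replicate 2), and 73 higher and 41 lower than in the adult. In the pupa 35 were higher and 42 lower than in the adult. With values scaled by the recovered fragments, the genes lower in the 3rd instar than in the pupa went from 21 to 44, those lower in the 5th instar than in the pupa from 7 to 25, and those higher in the pupa than in the adult from 35 to 55. Between the fat body and the silk gland 27 SP/SPH genes were higher in the fat body and 10 in the silk gland.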

Via pairwise comparison between samples at all these developmental stages and tissues, the number of differentially upregulated and downregulated genes were documented (Table 3). A Venn diagram shows the common or uniquely regulated genes at one stage or in one tissue (Figs. 4 and 5).

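A gene was counted as commonly higher or lower in a stage when it was called in the same direction against all 5 other stages, and in a tissue when it was called against all 3 other tissues. Over the 6 stages these sets held 61 SP/SPH entries, and over the 4 tissues 95. Adjusted over the list alone they held 64 and 98, with all 61 and all 95 among them. Scaling within the SP/SPH genes changed their membership most, to 70 and 124 entries, of which 45 and 64 were shared with the sets above.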

**Table 3:** A summary of significantly upregulated and downregulated genes in pairwise comparison in different developmental stages (A) and different tissues (B).

(A)						
	Embryo	1st instar larva	3rd instar larva	5th instar larva	Pupa	Adult
**Embryo**		66↑ 28↓	56↑ 27↓	81↑ 29↓	76↑ 20↓	77↑ 27↓
**1st instar Larva**			9↑ 6 ↓	30↑ 28↓	44↑ 46↓	58↑ 58↓
**3rd instar Larva**				6↑3 ↓	36↑ 27↓	53↑ 28↓
**5th instar Larva**					42↑ 50↓	55↑ 56↓
**Pupa**						47↑ 43↓
**Adult**						

(B)						
	Fat body	Hemolymph	Silk gland		Midgut	
**Fat body**		24↑ 48↓	19↑ 23↓		49↑ 30↓	
**Hemolymph**			67↑ 21↓		74↑ 42↓	
**Silk gland**					53↑ 22↓	
**Midgut**						

“↑” represent specifically upregulated genes in row compared to that in column. “↓” represent specifically downregulated genes in row compared to that in column. 1st instar larva, 3rd instar larva and 5th instar larva present the newly hatched larvae, middle stage larvae and mature larvae, respectively.

**Figure 4:**
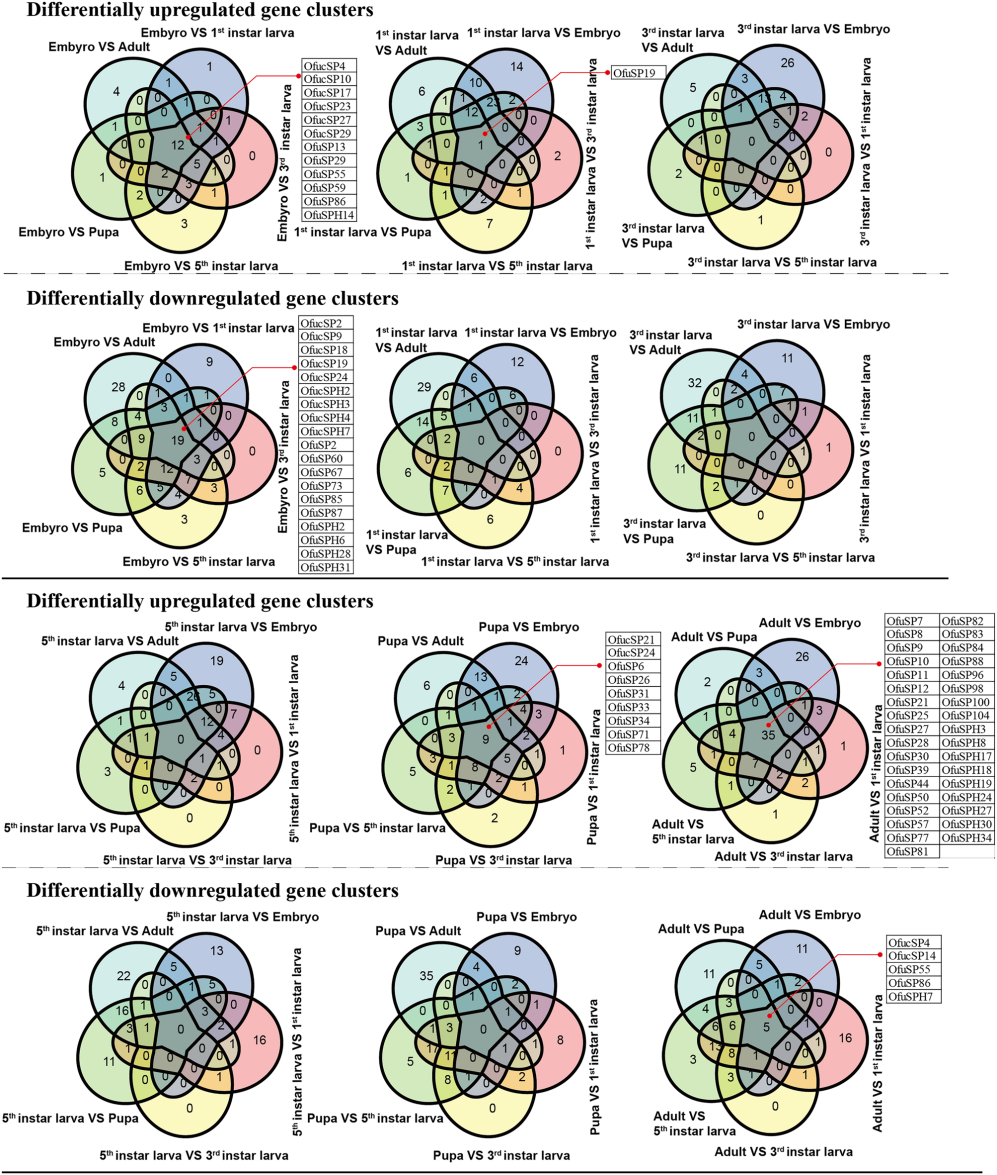
Venn diagram presented the number of upregulated or downregulated genes in embryo stage, newly hatched larval stage, middle larval stage, mature larval stage, pupal stage, and adult stage. The genes commonly upregulated or downregulated in one stage were listed. 1st instar larva, 3rd instar larva and 5th instar larva presented the newly hatched larvae, middle stage larvae and mature larvae.

**Figure 5:**
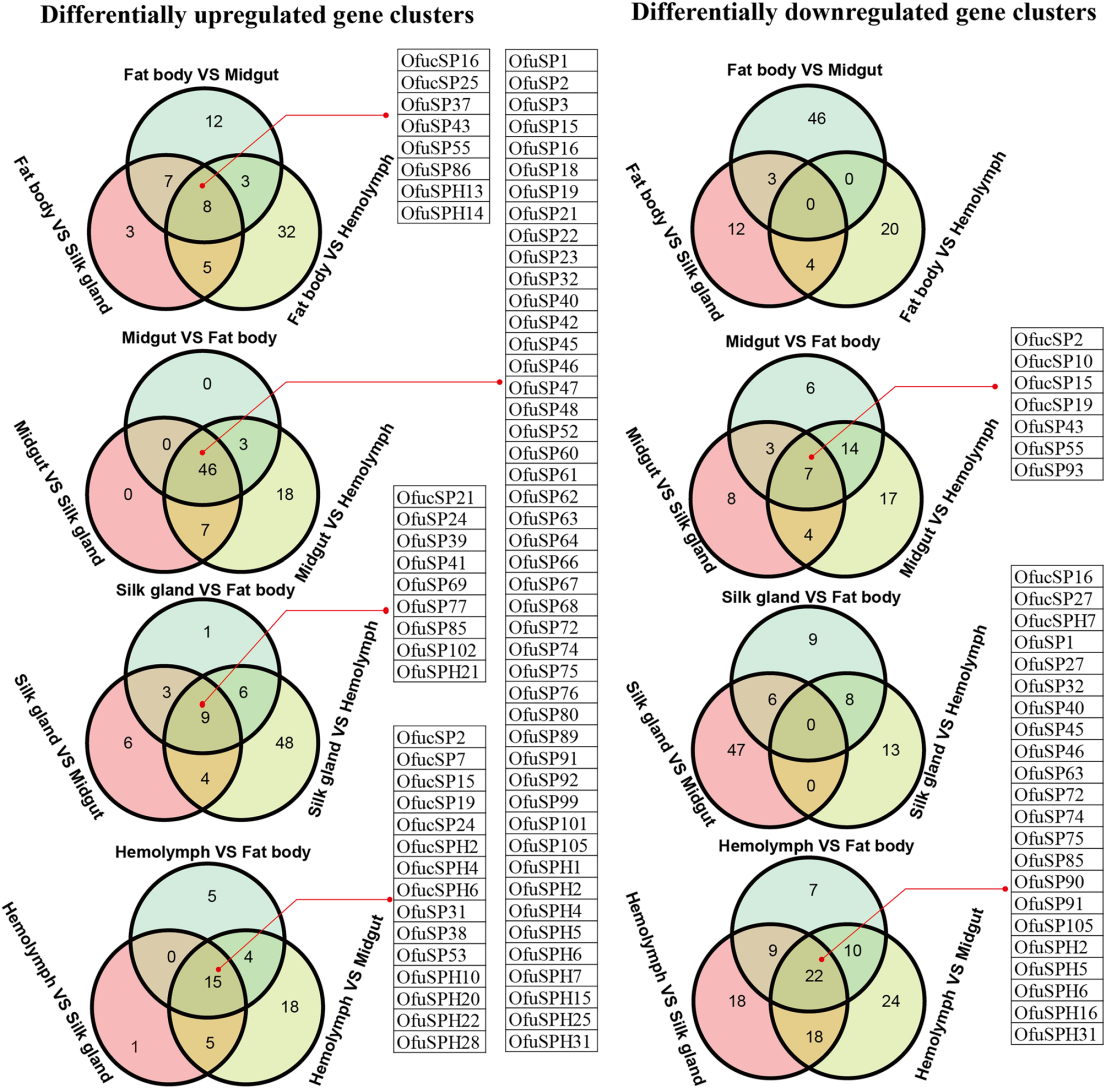
Venn diagram presented the number of upregulated or downregulated genes in midgut, fat body, silk gland and hemolymph. The genes commonly upregulated or downregulated in one stage were listed.

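Over the SP/SPH genes tested, the median log2 fold change of the embryo was -2.45 against the 1st instar, -3.71 against the 3rd instar, -3.53 against the 5th instar, -2.40 against the pupa and -2.90 against the adult. Over all genes tested in the same fits the median lay between -0.32 and -0.03. The authors' scaling lowers the embryo values by a factor of 2.36 to 2.42 relative to the recovered fragments. With values scaled by the recovered fragments alone the median of all genes rose by 0.36 to 1.42, that of the SP/SPH genes by 0.36 to 0.71, and the SP/SPH genes stayed below 0 in all 5 comparisons.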

There were more downregulated genes than upregulated genes between the embryo stage and other developmental stages. 

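By limma, 13 SP/SPH genes were higher and 54 lower in the embryo than in the 1st instar larvae, 8 higher and 57 lower than in the 3rd instar, 6 higher and 85 lower than in the 5th instar, 8 higher and 51 lower than in the pupa, and 8 higher and 72 lower than in the adult. These calls were made among 77, 80, 100, 70 and 89 SP/SPH genes tested. Scaled and tested within the SP/SPH genes alone, the genes higher in the embryo numbered 22, 17, 31, 21 and 27 in the same order, and the genes lower in the embryo 61, 55, 70, 62 and 61, so that more genes were lower in the embryo in all 5 comparisons under both ways of scaling.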

The results showed that 66, 56, 81, 76 and 77 SP/SPH genes were downregulated and 28, 27, 29, 20, and 27 SP/SPH genes were upregulated in the embryo stage compared to the newly hatched larval stage, middle larval stage, mature larval stage, pupal stage, and adult stage, respectively (Table 3). Among these genes, 31 SP/SPH genes were commonly differentially up- or downregulated in the embryo compared to the genes in the other four developmental stages, and approximately 50% (15/31) of these genes carried clip domains (Fig. 4). 

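Of the 38 SP/SPH genes tested against all 5 other stages, 3 were higher in the embryo than in every other stage and 15 were lower. The 3 genes were OfucSP23, OfucSP29 and OfucSP10. OfucSP23 had 66.7 ± 27.6 FPKM in the embryo (SD, n = 3) and a smallest log2 fold change of 3.00 (standard error 0.51, adjusted p = 0.00167, limma) against the 5th instar. OfucSP10 had 162 ± 22.6 FPKM and a smallest log2 fold change of 1.24 (standard error 0.22, adjusted p = 0.00136, limma) against the adult. OfucSP29 had 10.8 ± 1.74 FPKM and a smallest log2 fold change of 1.69 (standard error 0.47, adjusted p = 0.0148, limma) against the pupa. Among the 15 lower genes, OfuSP72, OfuSP67 and OfuSP73 had mean values of 0.0336, 0.0482 and 0.0116 FPKM in the embryo and smallest log2 fold changes of -4.13 (standard error 0.25), -3.07 (standard error 0.35) and -2.89 (standard error 0.23) against the adult, with adjusted p from limma of 9.43e-06, 1.42e-04 and 2.64e-05. OfuSP74 and OfucSPH3, which were listed at 0 in all 3 embryo libraries, were in the same set. Clip domains were carried by 9 of the 18 genes in the 2 sets (50.0%) and by 7 of the 20 other genes tested (35.0%). The difference was not significant (Fisher's exact test, two-sided, p = 0.512, adjusted p = 0.554 over 5 such tests). All 3 of the commonly higher genes carried a clip domain, against 13 of the 35 other genes (Fisher's exact test, two-sided, p = 0.0664, adjusted p = 0.111). Without the filter on low values the unadjusted exact p values of these 2 tests were 8.16e-04 and 0.00946, and with all stage libraries in 1 fit 0.00115 and 0.00624. Scaling within the SP/SPH genes gave 11 commonly higher genes and scaling by the recovered fragments gave 8. With embryo replicate 3 left out the set held 5 genes.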

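In the pupa 4 of the 65 SP/SPH genes tested in all 5 comparisons were higher than in every other stage by limma. OfuSP26 had 922 ± 284 FPKM (SD, n = 3) and a smallest log2 fold change of 3.90 (standard error 0.28, adjusted p = 6.27e-05, limma) against the adult. OfuSP71 had 429 ± 250 FPKM and a smallest log2 fold change of 3.88 (standard error 0.78, adjusted p = 0.00402, limma) against the adult. OfucSP24 had 101 ± 28.4 FPKM with a smallest log2 fold change of 1.75 (standard error 0.41, adjusted p = 0.0197, limma) against the 5th instar, and OfuSPH12 99.4 ± 18.9 FPKM with 1.11 (standard error 0.31, adjusted p = 0.0358, limma) against the 5th instar. The set held 2 genes with pupa replicate 1 or 5th instar replicate 2 left out, and 17 with values scaled by the recovered fragments. No SP/SPH gene was lower in the pupa than in every other stage, at the adjusted p or at an unadjusted p under 0.05 by limma-trend, or by limma-voom, while 1 was with embryo replicate 2 left out.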

A comparative analysis of differentially expressed genes in the pupal stage revealed limited commonality of specifically expressed genes (only nine upregulated genes). Insight into gene expression profiles in the adult stage resulted in a total of 35 commonly and specifically highly expressed genes in comparison to genes expressed in other developmental stages, and none of these SP/SPH genes carried a clip domain (Fig. 4). 

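In the adult 35 of the 85 SP/SPH genes tested in all 5 comparisons were higher than in every other stage, and 1, OfuSP86, was lower. Of the 35 genes 9 were SPHs. The 5 genes with the largest differences were OfuSP84, OfuSP57, OfuSP12, OfuSPH30 and OfuSP28, at 301 ± 68.0, 288 ± 262, 138 ± 102, 126 ± 21.6 and 191 ± 208 FPKM in the adult (SD, n = 3). Their smallest log2 fold changes were 7.92 (standard error 0.29), 7.58 (standard error 0.56), 6.74 (standard error 0.59), 6.68 (standard error 0.22) and 6.60 (standard error 0.68), with adjusted p from limma between 1.69e-06 and 2.25e-04. Over the 35 genes the smallest log2 fold change ranged from 1.22 to 7.92, with a median of 3.61. None of the 35 genes carried a clip domain, against 17 of the 50 other genes tested (34.0%). This difference was significant over genes (Fisher's exact test, two-sided, p = 4.39e-05, adjusted p = 1.10e-04 over 5 such tests), although genes are not independent replicates. OfuSP86 had 5.01 ± 2.11 FPKM in the adult, with a smallest log2 fold change of -1.28 (standard error 0.30, adjusted p = 0.00726, limma) against the 1st instar.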

Since there were few genes significantly expressed between either of the two larval stages, no common genes were identified at the middle- or mature-larval stage compared to the genes in the other four developmental stages, and only one commonly upregulated gene was identified in the newly hatched larval stage.

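Between the 1st and 3rd instars none was higher in the 1st instar and 33 were higher in the 3rd instar by limma-trend, while 2 were higher in the 1st instar at an unadjusted p under 0.05 and a log2 fold change of at least 1, and none by limma-voom. Libraries of these 2 stages with the same replicate number deviated together from their group means across genes, and with the replicate number as a block 2 genes were higher in the 1st instar and 35 in the 3rd. Between the 3rd and 5th instars 3 genes were higher in the 3rd and 10 in the 5th. Between the 1st and 5th instars 7 were higher in the 1st and 54 in the 5th. The excess in the later stage was at most 1 gene with values scaled within the SP/SPH genes, which gave 24 higher in the 1st and 24 in the 5th instar, 3 in the 1st and 3 in the 3rd, and 0 in the 3rd and 1 in the 5th. With medians of ratios within the SP/SPH genes these numbers were 21 and 23, 1 and 5, and 0 and 0. Single libraries moved these counts. The 10 genes higher in the 5th than in the 3rd instar became 24 without 3rd instar replicate 2, 5 without 3rd instar replicate 3 and 6 without 5th instar replicate 3. The 3 genes higher in the 3rd instar became 1 with any of the 5th instar libraries left out. The genes higher in the 1st than in the 3rd instar became 5 without 3rd instar replicate 2, 3 without 3rd instar replicate 1 and 1 without 1st instar replicate 3. The 33 genes higher in the 3rd instar became 21 without 1st instar replicate 1 and 17 without 1st instar replicate 3. No gene was higher in the 1st or in the 3rd instar than in every other stage by limma-trend. At an unadjusted p under 0.05 there was 1 such gene in each, and limma-voom called 0 in the 1st instar and 1 in the 3rd. With the replicate number as a block OfuSP15 was called in the 1st instar, and so it was with all libraries in 1 fit and with medians of ratios within the SP/SPH genes. Scaling within the SP/SPH genes called OfuSP15, OfuSP19 and OfuSPH6 there. In the 3rd instar OfucSP7 was called with all libraries in 1 fit. Leaving out 1st instar replicate 3 or 3rd instar replicate 2 gave 1 such gene in the 1st instar, and leaving out 3rd instar replicate 1 gave 1 in the 3rd. OfucSP16/OfucSP17 and OfucSP15 were lower in the 1st instar than in every other stage. OfucSP16/OfucSP17 had 15.6 ± 3.46 FPKM there (SD, n = 3) and OfucSP15 7.37 ± 0.657, with smallest log2 fold changes of -1.50 (standard error 0.20, adjusted p = 5.38e-04, limma) and -1.15 (standard error 0.18, adjusted p = 9.84e-04, limma) against the adult. OfucSP11 was the only gene higher in the 5th instar than in every other stage, at 248 ± 9.78 FPKM, with a smallest log2 fold change of 1.41 (standard error 0.25, adjusted p = 0.00274, limma) against the adult. Scaled within the SP/SPH genes its smallest difference had the opposite sign (-0.76). The set held 9 genes without 3rd instar replicate 2 and none with any of the 5th instar libraries left out. No gene was lower in the 3rd or in the 5th instar than in every other stage by limma-trend, at an unadjusted p under 0.05 included, or by limma-voom.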

Analysis of gene expression patterns in different tissues showed that the number of SP/SPH genes that were differentially upregulated in the midgut was greater than the number of downregulated genes. Moreover, 46 commonly regulated genes and 7 genes shared with low expression were identified in the midgut (Fig. 5). 

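By limma-trend, 61 SP/SPH genes were higher and 35 lower in the midgut than in the hemolymph, 58 higher and 23 lower than in the fat body, and 59 higher and 10 lower than in the silk gland. The median log2 fold change of the SP/SPH genes was -3.21 for the hemolymph against the midgut, 3.06 for the midgut against the fat body and 3.75 for the midgut against the silk gland, while the median of all genes lay between -0.03 and 0.04. More genes were higher than lower in the midgut in all 3 comparisons also with values scaled by the recovered fragments (60 and 40 against the hemolymph, 58 and 20 against the fat body, 63 and 7 against the silk gland) and by medians of ratios within the SP/SPH genes (67 and 30, 53 and 30, 55 and 16). Scaled to the total of the SP/SPH genes, which divides out the midgut's high total, 60 were higher and 56 lower against the hemolymph, but 33 higher and 58 lower against the fat body and 51 higher and 56 lower against the silk gland.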

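Of the 87 SP/SPH genes tested in all 3 comparisons, 55 were higher in the midgut than in every other tissue and 3 were lower. The 5 genes with the largest differences were OfuSP72, OfuSP2, OfuSP74, OfuSP18 and OfuSPH31. Their midgut values were 7344 ± 930.1, 7083 ± 1566, 6556 ± 809, 49150.4 ± 11371 and 1771 ± 336 FPKM (SD, n = 3). Their smallest log2 fold changes, all against the fat body, were 10.46 (standard error 0.39), 10.28 (standard error 0.90), 10.24 (standard error 0.37), 9.55 (standard error 0.75) and 9.33 (standard error 0.49), with adjusted p from limma between 1.13e-06 and 7.39e-05. Over the 55 genes the smallest log2 fold change had a median of 6.46 and ranged from 1.37 to 10.46. The 3 lower genes were OfuSP43, OfucSP10 and OfucSP18/OfucSP19, at 1.51 ± 0.891, 6.97 ± 1.66 and 1.31 ± 0.362 FPKM in the midgut. Their smallest log2 fold changes were -1.36 (standard error 0.29), -1.31 (standard error 0.38) and -1.31 (standard error 0.23), with adjusted p from limma of 0.00433, 0.0259 and 0.00255. This lower set was empty with midgut replicate 1 or replicate 3 left out. Scaled within the SP/SPH genes, the sets held 30 higher and 38 lower genes.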

All the upregulated genes formed simple gene structures (carrying only signal peptides and serine protease-like domains). 

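Of the 55 genes that were higher in the midgut than in every other tissue, 53 consist only of a signal peptide and protease or protease-like domains in Supplementary Table S1. The 2 others, OfuSP39 and OfuSP42, have a protease domain and no signal peptide there. None carries a clip domain, against 15 of the 32 other genes tested (46.9%), a significant difference over genes (Fisher's exact test, two-sided, p = 2.15e-08, adjusted p = 1.07e-07 over 5 such tests). The catalytic triad is incomplete in 10 of the 55, which are SPHs. Of the 55 genes 6 have more than 1 protease domain in that table, namely OfuSP3, OfuSP4, OfuSP14, OfuSP47, OfuSP80 and OfuSP91.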

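In the hemolymph 23 SP/SPH genes were higher and 23 lower than in the fat body, and 35 were higher and 13 lower than in the silk gland by limma-trend. With values scaled by the recovered fragments 34 were higher and 16 lower than in the fat body. Leaving out silk gland replicate 1 raised the genes lower in the hemolymph than in the silk gland from 13 to 23. Scaled within the SP/SPH genes, the genes lower in the hemolymph numbered 47 against the fat body and 37 against the silk gland. Of the 45 SP/SPH genes tested in all 3 comparisons, 22 were higher in the hemolymph than in every other tissue and 5 were lower. The lower genes were OfuSP18, OfuSP67, OfucSPH7, OfuSP105 and OfuSP72, with 3.27 ± 5.23, 0.797 ± 1.38, 0.00636 ± 0.0110, 0.238 ± 0.374 and 0.126 ± 0.218 FPKM in the hemolymph (SD, n = 3). Their smallest log2 fold changes were -2.95 (standard error 0.79), -2.44 (standard error 0.57), -1.98 (standard error 0.19), -1.43 (standard error 0.41) and -1.24 (standard error 0.23), with adjusted p from limma of at most 0.0194. The mean of OfuSP18 rests on hemolymph replicate 1, with 9.32 FPKM against 0.167 and 0.335 in replicates 2 and 3. With hemolymph replicate 2 or replicate 3 left out 3 genes were in the lower set, and with silk gland replicate 1 left out 9. With values scaled by the recovered fragments only OfucSPH7 stayed in it. OfuSP18, OfuSP67, OfuSP105 and OfuSP72 left it. These are also genes higher in the midgut than in every other tissue. Midgut cells in the fat body and silk gland samples were not excluded as a source of their transcripts there.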

There were 24, 21 and 42 SP/SPH genes highly expressed respectively in both the hemolymph and fat body; hemolymph and silk gland; hemolymph and midgut; the number of genes with low expression in these pairs was 48, 67 and 74, respectively (Table 3). 

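In the fat body 5 SP/SPH genes were higher than in every other tissue and none was lower, also at an unadjusted p under 0.05 by limma-trend and by limma-voom. The higher genes were OfuSP43 with 1517 ± 929 FPKM (SD, n = 3), OfuSP55 with 131 ± 11.9, OfuSPH13 with 53.7 ± 6.13, OfuSP86 with 75.9 ± 24.5 and OfucSP25/OfucSP26 with 133 ± 37.2. Their smallest log2 fold changes were 6.84 (standard error 0.64), 5.60 (standard error 0.23), 4.08 (standard error 0.21), 2.36 (standard error 0.28) and 1.42 (standard error 0.28), with adjusted p from limma of at most 0.00368. The smallest difference of OfucSP25/OfucSP26, against the hemolymph, changed its sign to -0.17 when the values were scaled by the recovered fragments. In the silk gland 4 genes were higher than in every other tissue. OfuSP41 had 539 ± 47.4 FPKM, OfuSP77 12.8 ± 6.50, OfuSP24 24.1 ± 6.28 and OfuSP85 2657 ± 440.3, with smallest log2 fold changes of 7.93 (standard error 0.29), 3.54 (standard error 0.34), 2.86 (standard error 0.32) and 2.28 (standard error 0.25) and adjusted p from limma of at most 3.27e-04. OfucSP4 was lower in the silk gland than in every other tissue, at 0.0440 ± 0.0381 FPKM, with a smallest log2 fold change of -1.52 (standard error 0.28, adjusted p = 0.00357, limma) against the midgut. OfucSP4 was not in this set with values scaled by the recovered fragments or within the SP/SPH genes. Nor was it with medians of ratios within the SP/SPH genes. Leaving out silk gland replicate 3 raised this lower set from 1 gene to 3.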

In the fat body and silk gland, we only found common upregulated genes in comparison to genes in other three tissues (Fig. 5).

The expression patterns of SP/SPH genes in the midgut seemed to be correlated with their location in the scaffold. 

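Among the 87 SP/SPH genes tested in all 3 midgut comparisons, 50 shared a scaffold with another SP/SPH gene and 37 did not. In the first group 36 genes (72.0%) were higher in the midgut than in every other tissue, and in the second 19 (51.4%). The odds ratio was 2.44, and the difference was not significant at this number of genes (Fisher's exact test, two-sided, p = 0.0716). By the same exact test, the odds ratio was 2.93 (p = 0.0345) with values scaled by the recovered fragments and 2.86 (p = 0.0263) with medians of ratios within the SP/SPH genes, and under the other alternatives it lay between 1.72 and 2.44 with p from 0.0716 to 0.289.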

The genes highly expressed in the midgut are marked in Fig. 3, and a trend was found in the expression patterns, i.e., genes clustering on the same scaffold showed similar expression profiles. 

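The profile of each gene was taken as its mean log2(FPKM + 1) in the 4 tissues, for the 110 SP/SPH genes with at least 1 FPKM in at least 3 tissue libraries. The mean correlation of these profiles was 0.913 over the 106 pairs of genes on a shared scaffold and 0.136 over all other pairs. In 100000 permutations of the scaffold labels over genes the mean was 0.150 and no permutation reached the observed value (permutation test, one-sided, p = 1e-05, the smallest p that this number of permutations can give). A profile has 4 tissue means, so single correlations are coarse, and genes are not independent replicates. With 1 tissue library left out in turn the mean correlation lay between 0.893 and 0.911, and scaled within the SP/SPH genes it was 0.783. From the similar profiles of genes clustering on a scaffold, the paper proposes that expression in the midgut is related to the location in the scaffold.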

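All 10 SP/SPH gene models on NW_021131465.1 were higher in the midgut than in each of the 3 other tissues by limma-trend. With values scaled within the SP/SPH genes 4 of the 10 were so, namely OfuSP15, OfuSP18, OfuSP21 and OfuSPH5. With medians of ratios within these genes, or with midgut replicate 2 or 3 or fat body replicate 1 or 3 left out, all but OfuSP20 were. Their midgut means had a median of 60.3 FPKM, OfuSP18 being the highest. OfuSPH6 stood at 1756 ± 510 FPKM in the midgut (SD, n = 3), OfuSPH5 at 1170.4 ± 256 and OfuSP16 at 415 ± 78.3. OfuSP17 (79.2 ± 37.3), OfuSP21 (41.5 ± 20.2), OfuSP15 (38.2 ± 13.5), OfuSP14 (16.5 ± 9.33), OfuSP19 (9.46 ± 6.38) and OfuSP20 (2.37 ± 1.34) were far lower. In the fat body the same genes had means of 0.0722 to 103 FPKM, the highest being that of OfuSP18. This highest mean rests on fat body replicate 2, with 244 FPKM against 31.7 and 32.5 in replicates 1 and 3.

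**Figure D1:**
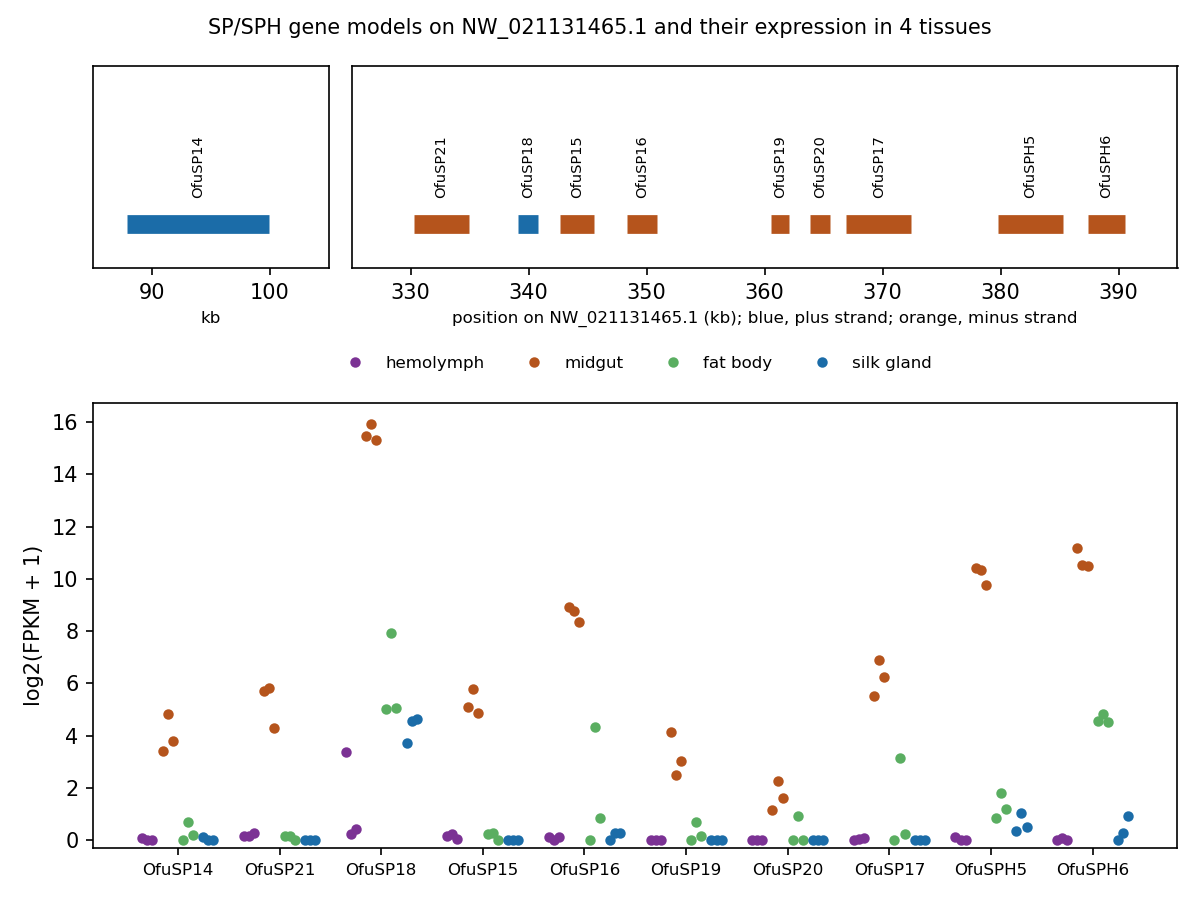
Top, positions of the 10 SP/SPH gene models along the scaffold in kb, with the plus strand in blue and the minus strand in orange and the interval between OfuSP14 and OfuSP21 left out. Bottom, log2(FPKM + 1) of each gene in the 3 libraries of each tissue, 1 point per library; the midgut points of every gene lie above all its points from the other tissues.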

The transcript levels of SP and SPH genes on scaffold NW_021131465.1 were high in the midgut (Fig. 3). All these genes were single protease domain SPs/SPHs at amino acid residues 256–260 (Supplementary Table S1). 

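In Supplementary Table S1 the protein lengths of the genes on NW_021131465.1 run from 255 residues (OfuSP21) to 260 (OfuSP15), apart from OfuSP14, which is listed with 843 residues and 3 protease domains. OfuSPH5 and OfuSPH6 have a protease-like domain in place of the protease domain.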

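On NW_021132648.1 the 5 gene models OfuSP47, OfuSPH15, OfuSP45, OfuSP46 and OfuSP48 (283423 to 317756) had midgut means of 30.5 to 1046 FPKM, with a median of 807. On NW_021130533.1 the 4 gene models OfuSP65, OfuSP61, OfuSP64 and OfuSP62 (18387 to 32973) had 24.0 to 144 FPKM, and on NW_021134344.1 the 4 gene models OfuSP67, OfuSP66, OfuSP68 and OfuSP63 (725613 to 758561) had 377 to 8320 FPKM. All 5, all 4 and all 4 of them were higher in the midgut than in each of the 3 other tissues by limma-trend. Scaled within the SP/SPH genes 5, 1 and 3 of them were so. OfuSP48 was not without the filter on low values, by limma-voom, or with any tissue library but midgut replicates 2 and 3 left out. Their listed proteins have 256 to 527, 282 to 284 and 280 to 297 residues. OfuSP47, with 527 residues, has a protease-like and a protease domain, and the others have 1 such domain each.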

Genes located on NW_021132648.1, NW_021130533.1 and NW_021134344.1 showed similar simple gene structures and expression profiles.

## Discussion

A total of 177 SP/SPH genes were identified in *O. furnacalis* genome. Since the genome of *O. furnacalis* was sequenced by second-generation sequencing technology, not in combination with third-generation sequencing technology, the quality of *O. furnacalis* gene models was not as good as that in some model insects*.* The quality of gene models is partly reflected in the percentage of sequences with signal peptides. There are 141 of the 177 (80%) *O. furnacalis* SPs/SPHs possess signal peptides. The percentage of SPs/SPHs with signal peptide in *O. furnacalis* is lower than that in *D. melanogaster* (248/257) and *A. gambiae* (324/337), similar to that in *Pteromalus puparum* (152/183)^36^, but higher than that in *Plutella xylostella* (105/221) and *T. molitor* (142/200)^37,38^. With the cost of sequencing the genome decreased, we can improve *O. furnacalis* serine protease gene models by the use of the third-generation sequencing technology in the future work.

SPs are catalyzed into active enzymes that activate downstream SPs and SPHs. The findings showed that more than 60% (114/177) of SPs/SPHs were catalyzed by trypsin-like proteases. Most SPs exhibited trypsin substrate specificity (80/134). The majority of SPs/SPHs with trypsin-like properties were observed in insects such as *D. melanogaster*, *A. gambiae* and *M. sexta*^4,26,27^. Notably, the analysis showed a tandem repeat distribution in *O. furnacalis* SP/SPH genes (71/177). Genes adjacent to scaffold are essential for the expansion of the gene family, and unequal cross over may be an important mechanism for the generation of these clusters^1^. Gene duplication events have been reported in several insect species in this gene family^4,23,24,26,27^. An entire 11.1-kb region that contains 7 trypsin genes were amplified by PCR in *A. gambiae*^39^. Long segments harboring 5 trypsin genes also have been found in *D. melanogaster* and *Drosophila erecta* by PCR amplification^40^. We considered that gene duplication occurred in the serine protease family of *O. furnacalis* and some serine proteases were duplicated genes. In addition, an analysis of tandem repeat genes was based on the location information in the scaffold, not the chromosome, implying that some duplicated genes may have been left out.

The functions of SPs/SPHs were predicted by gene structures, construction of phylogenetic tree and determination of relative expression levels. Proteases in the CLIPB and CLIPC groups of several related species were included in the analysis. The findings showed that the CLIPC group comprised serine proteases upstream of SP cascades with members serving as activators of terminal proteases. Activated by CLIPCs, CLIPBs were cleaved and activated downstream proSatzles or proPOs^15^. An analysis revealed that the sequence of OfucSP17 showed high similarity with that of MsHP8, implying that OfucSP17 exhibits functions similar to those of MsHP8 and may play a role in the Toll pathway and induce the expression of AMP genes. OfucSP19 and OfucSP24, also known as *O. furnacalis* SP105 and OfPAP were components of the PPO activation system^33,34^. In addition, OfucSP19, OfucSP24 and MsPAP3 all comprised 2 clip domains. Similar sequence structures and functions of PAP-like genes in *M. sexta* and *O. furnacalis* indicate that these genes were involved in similar protease pathways. OfucSP10 and OfucSP18, formed a cluster with MsPAP3, OfucSP19 and OfucSP24 and harbored 2 clip domains. These findings suggested that OfucSP10 and OfucSP18 may exhibit functions similar to those of MsPAP3, OfucSP19 and OfucSP24 and may be involved in the melanization cascade.

An analysis showed OfucSP5-8 were different from other Clip D genes and displayed lineage-specific expansion. These four genes in this group showed similar expression patterns and were specifically upregulated in the middle and mature larval stages. 

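In the 3rd instar OfucSP5 had 26.6 FPKM, OfucSP6 10.4, OfucSP7 58.0 and OfucSP8 5.67 as means of 3 libraries, and in the 5th instar 26.9, 16.2, 24.4 and 12.4. In the embryo, 1st instar, pupa and adult their means were between 0 and 2.19 FPKM. Each of the 4 genes in each of the 2 larval stages was compared with the embryo, the 1st instar, the pupa and the adult, and it was higher in all 32 comparisons by limma-trend. The smallest difference was that of OfucSP8 between the 3rd and the 1st instar, where the log2 fold change of the 1st against the 3rd instar was -1.95 (standard error 0.41, adjusted p = 0.0213, limma). For OfucSP7 the 3rd instar exceeded the adult by 5.41 on the log2 scale (standard error 0.40, adjusted p = 4.41e-05, limma). OfucSP6 and OfucSP8 were listed at 0 in all embryo libraries, and OfucSP8 in all adult libraries. Between the 3rd and the 5th instars none of the 4 genes was called within the 6 libraries (adjusted p from limma 0.179 to 0.996). With all stage libraries in 1 fit OfucSP7 was called higher in the 3rd instar, by 1.21 on the log2 scale (standard error 0.36, adjusted p = 0.0271, limma). Scaled within the SP/SPH genes 27 of the 32 comparisons were called, by limma-voom 31, and with 1 library left out in turn 31 or 32. The paper states that the roles of the 4 genes should be explored further.

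**Figure D2:**
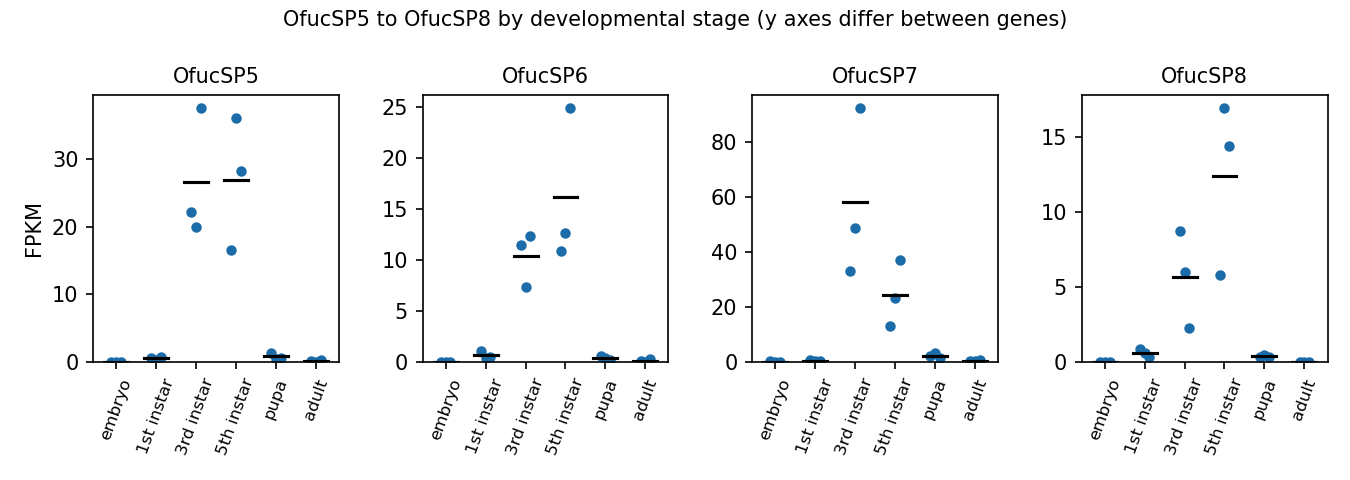
FPKM of each gene in the 3 libraries of each stage, 1 point per library, with the mean as a black line and a separate linear axis for each gene. The points of the 3rd and 5th instars lie above those of the other stages for every gene.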

The roles played by OfucSP5-8 should be explored further. Except 6 CLIPDs (OfucSP5-8, OfucSP12 and OfucSP20) considered as paralogous genes, the remaining 9 *O. furnacalis* CLIPDs were identified in 9 orthologous sets with CLIPDs from other four insects, indicating that most of CLIPDs were conserved.

In addition, several other genes that shared a high identity with known functional genes were identified through phylogenetic calculations. OfucSPH9 clustered with 5-clip SPHs in other species, indicating that the domain structure has been conserved and is similar across species. OfucSPH8 shared high identity with *M. sexta* SPH-2. MsSPH2 was a cofactor of PAP3 and has been implicated in mediating PO activity levels and can interact with immunlectine-2 by binding to lipopolysaccharide^41,42^. OfucSP2 presented high similarity with MsHP1a/b and clustered with TccSP52, DmcSP34 and AmcSP8. *M. sexta* proHP1 exerts its activity without proteolytic activation and can stimulate proHP6 to induce antimicrobial peptide synthesis and melanization^43^. These known functional serine protease-like proteins provide the potential function and characteristic of serine proteases in *O. furnacalis*.

Multidomain SPs can interact with other proteins through various structural modules to participate in more physiological processes^4,16^. SP cascades induce the dorsal–ventral axis reported in *Drosophila*. OfuSP104 is homologous to the Nudel gene and has been implicated in the processing of Gd. OfuSP86 and OfuSP97 were predicted to be Gd genes. These two genes play a role in cleaving and activating Snake, which subsequently processes Easter, and then cleaves Spatzle to form the active ligand for the Toll receptor^22,44^. The domain structures of OfuSP53/54/55 were similar to those of ModSP-like proteases, implying that they may interact with pattern recognition molecules and indirectly activate downstream proteins^16^.

Differentially expressed genes among different developmental stages and tissues were acquired and gave us comprehensive insight into their properties and functions. 

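By class, the 3 genes higher in the embryo than in every other stage were 2 CLIPBs and 1 CLIPD, and the 6 clip-domain genes among those lower in the embryo were 3 CLIPAs, 2 CLIPBs and 1 CLIPD.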

Approximately one-half of the genes highly expressed in embryos were CLIPs, including 3 CLIPBs and 3 CLIPDs. These genes may play essential roles in embryonic development. Hemolymph and fat bodies are important organs involved in immune defense. 

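Of the 22 SP/SPH genes higher in the hemolymph than in every other tissue, 11 carried a clip domain (50.0%), against 9 of the 23 other genes tested (39.1%; Fisher's exact test, two-sided, p = 0.554). The exact p was 1.91e-04 with all tissue libraries in 1 fit, 0.0195 without the filter on low values, 0.0399 with values scaled within the SP/SPH genes and 0.0375 with values scaled by the recovered fragments, and the share with a clip domain in the set was then 45.0% to 56.2%. The 5 genes with the largest differences were OfucSPH6, OfuSP31, OfucSP2, OfuSPH22 and OfuSP38. Their hemolymph values were 120.0 ± 25.1, 85.2 ± 5.50, 565 ± 98.4, 186 ± 104 and 876 ± 127 FPKM (SD, n = 3). Their smallest log2 fold changes were 5.78 (standard error 0.36), 5.74 (standard error 0.32), 5.62 (standard error 0.26), 5.55 (standard error 0.49) and 5.08 (standard error 0.17), with adjusted p from limma of at most 6.68e-05. OfuSP38, OfucSP24 and OfucSPH3 took the most SP/SPH fragments of the hemolymph, with 3282 ± 319, 1765 ± 93.0 and 1745 ± 13.7 fragments per 1000000.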

Five clip-domain SP genes and 3 clip-domain SPH genes, which are commonly highly expressed in the hemolymph compared to genes expressed in other tissues, may be involved in immune signaling pathways. More SPs/SPHs showed specifically high expression in the midgut in pairwise comparisons with genes in other tissues. 

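SP/SPH genes took 10.8% ± 0.838 of the recovered fragments in the midgut (SD, n = 3), 2.01% ± 0.281 in the hemolymph, 0.476% ± 0.207 in the fat body and 0.230% ± 0.0286 in the silk gland. The libraries of no 2 tissues overlapped in this share (exact permutation test, two-sided, p = 0.1 in each of the 6 comparisons, the smallest p that 3 libraries against 3 allow). Over whole animals the share was 0.364% ± 0.00277 in the embryo, 0.431% ± 0.411 in the 1st instar, 0.803% ± 0.908 in the 3rd instar, 0.961% ± 0.298 in the 5th instar, 0.811% ± 0.136 in the pupa and 0.467% ± 0.0587 in the adult. Replicate 2 raised the means of the 1st and 3rd instars. It had 0.904% in the 1st instar, against 0.232% and 0.158% in replicates 1 and 3. In the 3rd instar it had 1.85%, against 0.245% and 0.314%. In the midgut OfuSP18 alone had 41794 ± 3926 fragments per 1000000, which is 38.6% of the SP/SPH fragments there, followed by OfuSP72 with 7480 ± 428 and OfuSP74 with 7154 ± 589. Without the 10 genes with most fragments in each library, the share in the midgut was 7.09%.

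**Figure D3:**
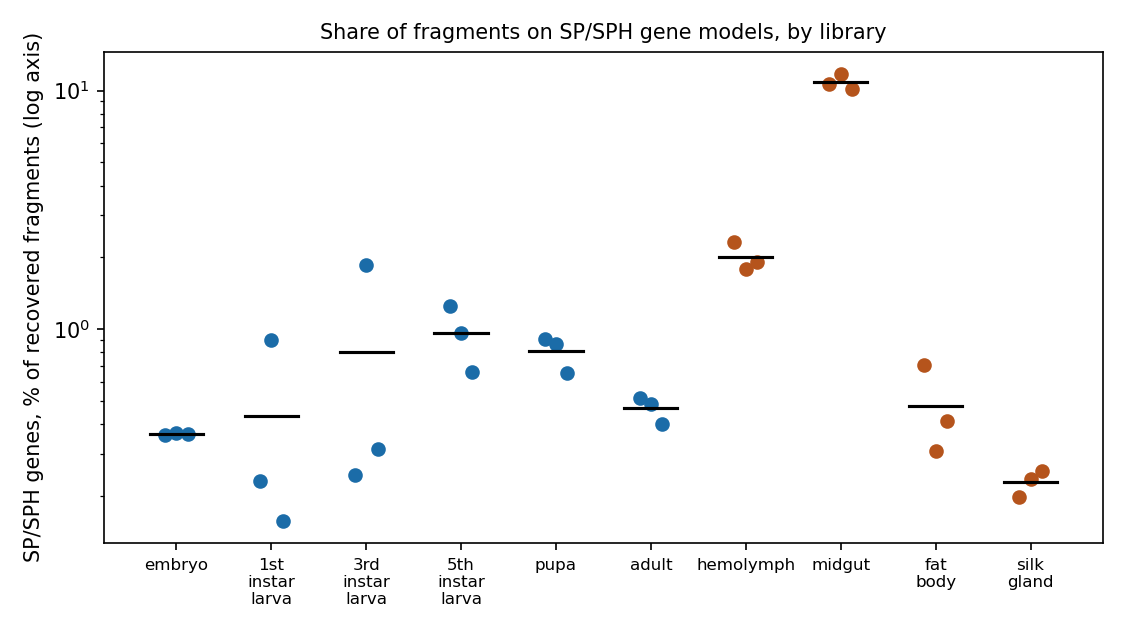
Percent of the recovered fragments of each library that lay on the 174 SP/SPH gene models, on a log axis, with stages in blue and tissues in orange, 1 point per library and the mean as a black line. The 3 midgut libraries stand highest, and replicate 2 of the 1st and 3rd instars stands apart from the other libraries of its stage.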

Since serine-like proteases formed dominate population in digestive environment^5^, these midgut-specific upregulated genes may exert important roles in food digestion. An interesting phenomenon was that most of the tandem repeat SP/SPH genes with simple gene structures displayed similar upregulated expression profiles in the midgut. The common expression values were whether due to the multi-mapping of RNA-seq reads on homologous region of the genome, or the result of gene duplicated events, should be explored in further studies.

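The deposited values do not tell how reads that fit several places were counted. For 167 of the SP/SPH gene models the protein sequence in the supplementary file was longer than 100 residues and was aligned with those on the same scaffold. Among the 35 genes higher in the midgut than in every other tissue that share a scaffold with such a sequence, the highest amino acid identity to a neighbor had a median of 71.4% and reached at most 96.0%. It was 90% or more in 6 genes and 95% or more in 2. The 54 pairs on a shared scaffold with under 60% identity had a mean profile correlation of 0.881, and the 39 pairs with 60% or more had 0.943, against 0.149 with permuted scaffold labels (permutation test, one-sided, p = 1e-05 for the pairs under 60%, the smallest p that 100000 permutations can give).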

In summary, the present study classified the SP-related genes of *O. furnacalis*, and explored their gene structures, sequence characteristics, and expression patterns, thus providing a comprehensive understanding of *O. furnacalis* SP/SPH genes. Orthologous comparisons of SP/SPH genes between *D. melanogaster*, *M. sexta* and *O. furnacalis* provide a basis for functional studies on *O. furnacalis* SPs/SPHs.

## Materials and methods

### Insect rearing

Asian corn borers were reared under standard insectary conditions at 25 ± 1 °C and 75 ± 5% relative humidity with a photoperiod of 14 h: 10 h (light: darkness). Newly hatched larvae were fed with an artificial diet until they pupated, and adults were fed with 10% sucrose solution^30^.

### Identification of *O. furnacalis* SP/SPH genes

The genome of *O. furnacalis* (accession number: ASM419383v1) was retrieved from NCBI. BUSCO was used to estimate genome assembly and for annotation completeness^45^. Arthropoda_odb10 and Lepidoptera_odb10 were chosen for performing this assessment. The genome file and GTF file of *O. furnacalis* were used to extract coding sequence regions as nucleotide sequences, and these sequences were batch translated into proteins with TBtools^46^. Serine protease domain sequences from known *D. melanogaster* and *M. sexta* serine protease sequences^4,26^ were used as queries for the BLAST search (E-value 1e-5). Identified genes were scanned by NCBI online BLASTP to remove sequences without serine protease domains. The remaining sequences were crosschecked with the *O. furnacalis* protein database via BLASTP to ensure that all the SP-like genes have been obtained. The identification of SPs and SPHs was based on the conserved His, Asp and Ser residues in catalytic triad residues (conserve region) of the serine protease domain. Sequences containing all three residues in TAA**H**C, **D**IAL and GD**S**GGP motifs were considered SPs. Sequences with amino acid substitution in one or more of these three residues were considered SPHs ^23,26^. The catalytic triad residues of these genes were manually checked, and severely incomplete sequences (sequence incomplete due to a missing catalytic triad residue in the serine protease domain) were removed. Fgenesh + was used for gene prediction to verify the accuracy of the assembly artifacts and annotation^47^. We retained only the longest sequence when one gene encoded more than one isoform. Finally, the amino acid sequences are listed in the Supplementary file in FASTA format. Signal peptides were predicted using SignalP 6.0 with default parameters. Pfam and ScanProsite were used to predict the domain structure of the protein sequences. Sequences with four cysteine residues and one cysteine doublet upstream of a serine protease domain were called clip SPs or SPHs. Residues 189, 216, and 226 in SPs determined the main specificity of the S1 pocket. SPs with Asp189, Gly216, and Glu/Ala/Ser226 played a role in the activation of trypsin-like proteases. SPs with Ser/Thr189, Gly216 and Gly/Ala/Ser226 residues conferred chymotrypsin-like protease activity. The SPs catalyzed elastase-like proteases when larger and nonpolar residues occur at position 216 or 226^3,4,26^. Three residues in the SP genes mentioned above were identified by sequence alignment, and the possible enzymatic activities of these SPs were predicted. Clip-domain serine protease-like sequences of *O. furnacalis, D. melanogaster*, *T. castaneum*, *A. mellifera* and *M. sexta*^4,26^ were obtained and used to characterize orthologs via OrthoFinder2^48^.

### Sequence alignment and phylogenetic analysis

SP/SPH protease-like domains of *O. furnacalis* were aligned with those of *D. melanogaster*, *T. castaneum*, *A. mellifera* and *M. sexta* sequences^4,26^*.* Amino acid sequence alignment were first analyzed by MAFFT and then trimmed by trimAI via default parameters^49,50^. ModelFinder^51^ implemented in IQ-TREE^52^ was used to seek the best substitution model according to the Bayesian Information Criterion (BIC). A phylogenetic tree was constructed by IQ-TREE with 1000 bootstrap replicates using the LG + I + G4 model suggested by ModelFinder. All the amino sequences used to construct phylogenetic tree has been listed in Supplementary file in FASTA format. The multiple sequence alignment of these serine protease-like sequences and the phylogenetic tree in newick format were also presented in Supplementary file.

### Scaffold location and gene duplication of SP/SPH genes

Genomic location information of SP/SPHs of *O. furnacalis* was retrieved from the NCBI genome database, visualized using TBtools^41^, and then improved with Adobe Illustrator. MCScan with default parameters was used to analyze SP/SPH sequences and provide an integrated view of gene duplication^53^. Genes commonly differentially upregulated in the midgut in comparison with other tissues are marked with symbols.

### Sample collection and RNA extraction

A graphic presentation of RNA-seq sample preparation is illustrated in Supplementary Figure S2.* O. furnacalis* embryos were collected less than 12 h post-oviposition. The 1st, 3rd and 5th instars of the Asian corn borer, which represent the newly hatched larvae, middle stage larvae and mature larvae, were harvested for subsequent experiments. Pupae and adults were grouped into females and males, and then, female and male samples were mixed at a ratio of 1:1. The samples were anesthetized at −70 °C for 8 min, washed three times in DEPC water, and then frozen in liquid nitrogen. Every 20 embryos or 20 1st instar larvae were pooled as one sample, and every six individuals in the other 4 insect stages were pooled as one sample.

The 3rd instar larvae were anesthetized on an ice plate for tissue extraction. The midgut, fat body and silk gland were isolated and transferred to 2-ml centrifuge tubes containing TriPure reagent. Twenty midguts, fat bodies or silk glands were pooled as one sample. Larvae and curved scissors were sterilized with alcohol-containing DEPC, and then bled onto Parafilm by cutting away the proleg. One hundred microliters of hemolymph from 20 larvae was homogenized using TriPure reagent. Three replicates of each tissue sample and three replicates of each developmental stage sample were obtained and processed for RNA extraction according to the manufacturer’s instructions.

### Transcriptome sequencing and data analysis

Total RNA was used as input material for library preparation. Briefly, mRNA was purified from total RNA by using poly-T oligo-attached magnetic beads. First-strand cDNA was then synthesized using mRNA fragments as templates, followed by second-strand cDNA synthesis using DNA polymerase I and RNaseH. After the construction of the library, the library was tested to ensure its quality. Qualified libraries were sequenced by the Illumina NovaSeq 6000 to generate 150-bp paired-end short reads. Raw FASTQ format data were processed by fastp 0.19.7 with the parameter -q 5 -u 50 -n 15 -l 150^54^. In this step, clean data were obtained by removing reads containing adapters, reads containing N-bases and low-quality reads from the raw data. The Q20, Q30 and GC contents of the clean data were calculated. The reference genome and gene model annotation files of *O. furnacalis* were downloaded. The index of the reference genome was built using HISAT2 2.0.5^55^, and paired-end clean reads were aligned to the reference genome using HISAT2 with the parameter -p 4 –dta -t –phred33. All the transcriptome data are available on the website of the NCBI GEO database (GEO accession: GSE197663).

Nucleotide sequences extracted from the genome of *O. furnacalis* were used as reference sequences, and the expression levels of these sequences were quantified by mapping the Illumina reads to the reference sequences with RSEM software using default parameters. Differential gene expression analysis was conducted using the DESeq2 1.16.1^56^. DEGs with log2(ratio) ≥ 1 & q-value < 0.05 or log2(ratio) ≤ -1 & q-value < 0.05 were classified as significantly upregulated or downregulated genes^57,58^ (Supplementary Table S5).

## Supplementary Information

Supplementary Information.

## Data Availability

The RNA-seq datasets generated in this study have been submitted to Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) under accession no. GSE197663.

# Supplementary material for: Identification and gene expression analysis of serine proteases and their homologs in the Asian corn borer Ostrinia furnacalis
**Source:** Sci Rep. 2023 Mar 23;13:4766. doi: 10.1038/s41598-023-31830-2
**Supplement:** Supplementary file 1 — Supplementary Information.

**Identification and gene expression analysis of serine proteases and their homologs in the Asian corn borer *Ostrinia furnacalis***

Lei Yang <sup>1</sup>, Xiaoli Xu<sup>1</sup>, Wei wei <sup>1</sup>, Xiaoyun Chen <sup>1</sup>, Cheng Peng <sup>1</sup>,  
Xiaofu Wang <sup>1</sup> and Junfeng Xu <sup>1\*</sup>

## Supplementary data

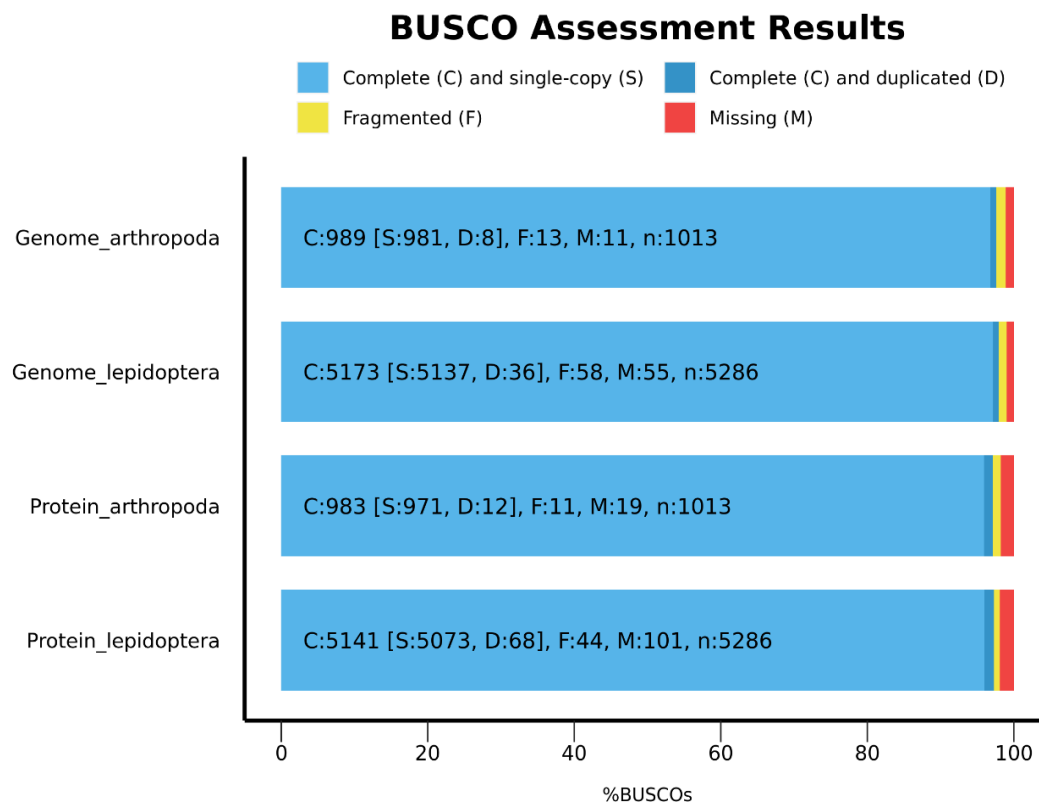

**Supplementary Figure S1. Illustration of the BUSCO bar plot as produced by the plotting script.** The genome and protein sequences of *Ostrinia furnacalis* were evaluated with Arthropoda and Lepidoptera lineage database. The result is depicted with varying degrees of completeness.

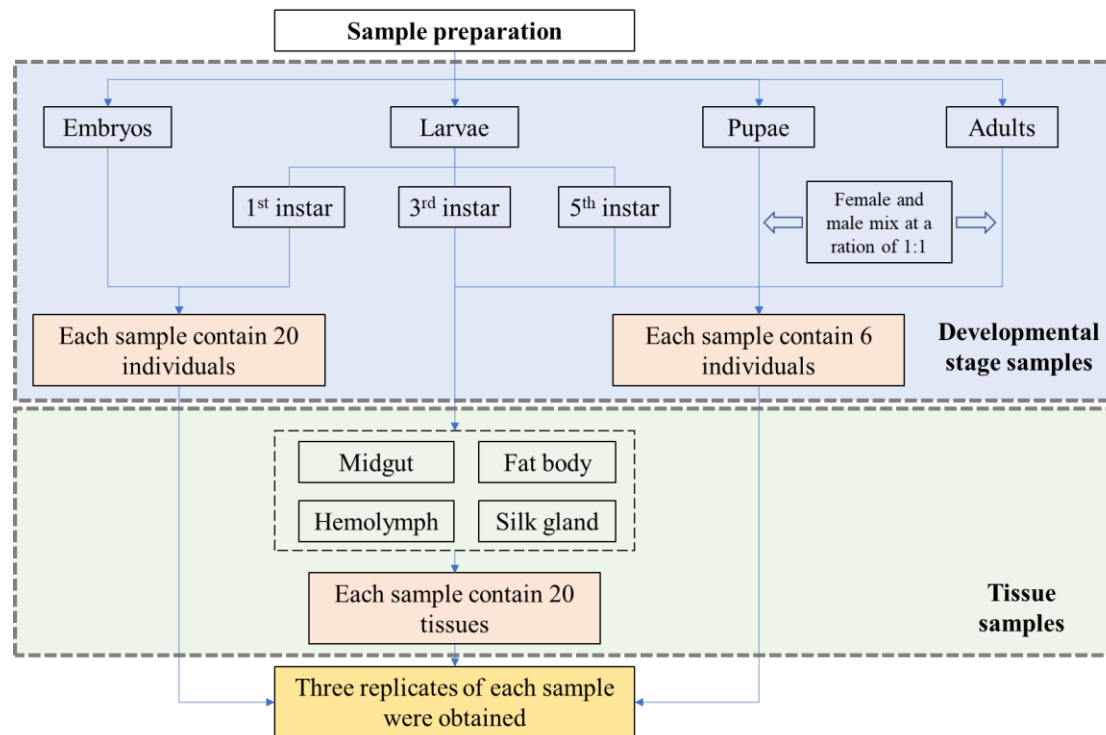

**Supplementary Figure S2. A graphical representation of RNA-seq sample preparation.**

**Supplementary Table S1. Prediction of serine proteases and their homologs in *Ostrinia furnacalis*.**

**Supplementary Table S2. Gene counts for CLIPA-E genes in 6 insects.**

**Supplementary Table S3. A summary of the orthogroups of CLIPs among five insect species.** The amino acid sequences of CLIPs in *Ostrinia furnacalis*, *Apis mellifera*, *Manduca sexta*, *Drosophila melanogaster* and *Tribolium castaneum* have been analyzed via OrthoFinder2. Single-copy orthologs were marked in bold and *O. furnacalis*-specific orthologs were marked with underline.

**Supplementary Table S4. A summary of RNA sequencing and mapping using the *Ostrinia furnacalis* genome as the reference.** Columns represent number of raw sequencing reads, number of clean reads, number of clean bases, GC content, percentage of bases with Phred values score more than 20 or 30 to total bases, and ratio of sequences mapped to *O. furnacalis* genome. 1<sup>st</sup> instar larva, 3<sup>rd</sup> instar larva and 5<sup>th</sup> instar larva present the newly hatched larvae, middle stage larvae and mature larvae.

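The table gives the depth behind each library before genes were counted. Clean reads are those left after adapters and low-quality reads were removed, and the mapped reads are divided into those with a single place in the genome and those with several. The number that bears on the precision of a gene's value is smaller, namely the fragments counted on gene models and recovered from the deposited expression values.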

**Supplementary Table S5. Differentially expressed genes in pairwise comparison in different developmental stages (A) and different tissues (B) using DESeq2.**

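Supplementary Table S5 lists the genes that the authors called between 2 groups, with a mean value in each group, a log2 ratio and a q-value. Over its 21 comparisons it names 1684 calls of SP/SPH genes, 1667 when names with a shared gene model are counted once. By limma-trend on the deposited values, 1132 of the 1667 calls (67.9%) were made in the same direction, 5 in the opposite direction and 134 were not called. The other 396 concerned genes under 1 FPKM in too many libraries to be tested. The overlap was highest between the midgut and the fat body (92.2% of 77) and lowest between the hemolymph and the silk gland (36.8% of 87, with 51 not tested).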

$|\log_2(\text{ratio})| \geq 1$  & q-value < 0.05 were set as a threshold. M: midgut; SG: silk gland; H: hemolymph; FB: fat body; E: embryo; 1<sup>st</sup> L: new hatch larva; 3<sup>rd</sup> L: middle stage larva; 5<sup>th</sup> L: mature larva; P: pupa; A: adult.

**(A)**

**(B)**

<sup>a</sup>: The method to obtain q-value is based on Benjamini & Hochberg (BH) method<sup>6,7</sup>.

<sup>b</sup>: Adequate hemolymph samples were obtained by cutting away the proleg of the 3<sup>rd</sup> instar larvae. Then the hemolymph bled onto Parafilm and were collected. The fat body is mainly distributed above the intestinal tract. 

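Fat body transcripts can be looked for in the hemolymph libraries. The 2 arylphorin gene models with most fat body expression had 71210 ± 20971 and 66759 ± 9688 FPKM in the fat body (SD, n = 3), and 92.9 ± 67.9 and 107 ± 59.5 FPKM in the hemolymph, which is 0.130% and 0.160% of the fat body level. An apolipophorin-3 gene model had 16592 ± 4857 FPKM in the fat body and 285 ± 34.5 in the hemolymph, 1.72% of the fat body level. Over all 6 arylphorin and apolipophorin gene models with at least 100 FPKM in the fat body, the hemolymph level was 0.130% to 5.12% of the fat body level. These percents depend on the scaling factor in the deposited values, and per recovered fragment the range was 0.401% to 15.6%. The 11 clip-domain genes that were higher in the hemolymph than in every other tissue had between 219% and 8950% of their fat body level in the hemolymph, and between 670% and 27694% per recovered fragment.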

We cut at the front of proleg and only collected hemolymph gushing out initially to ensure the samples were not contaminated by floating fat body.

## The newick format of the phylogenetic tree in Figure 2.

```
(AmcSP1:0.373203186,((((((((AmcSP10:0.0535965729,AmcSP9:0.0269348437):0.55989
58316,(((TccSP142:0.1701598525,TccSP173:0.1292699914):0.152986534,TccSP60:0.37498
```

99251):0.069243791,TccSP56:0.3121652823):0.1542078086,TccSP61:0.5211352349):0.1325  
567102):0.0913051218,((((DmcSP28\_Psh:0.2601256823,DmcSP31\_Hayan:0.1214049814):0.  
4876821474,TccSP66:0.4438516705):0.1260807905,(MsHP6:0.2542375257,OfucSP15:0.355  
1545442):0.3143583712):0.1247648303,((((MsHP13:0.4257676462,MsHP2:0.2795134586)  
:0.2885294302,MsSP144:0.2469942765):0.0540947771,(MsHP21:0.0809015045,MsHP22:0.  
1940166808):0.1894487759):0.0862984254,OfucSP11:0.3662532121):0.1340054947,((MsH  
P18a:0.0084888089,MsHP18b:2.6331E6):0.3226622508,MsSP33:0.3513820677):0.1262342  
488):0.2728103255,(TccSP177:0.3555336916,(TccSPH174:0.4472392115,TccSPH176:0.164  
8956419):0.1452628232):0.2212064231):0.1143959054):0.0513946519):0.0503818089,(((M  
sHP28:0.0946189156,MsSP30:0.2135833777):0.0452814685,OfucSP13:0.1818746048):0.01  
2158313,OfucSP14:0.2171776283):0.4120903996):0.0904223288,(((DmcSP115:2.6331E6,D  
mcSP26\_snk:2.6331E6):0.8730583644,DmcSP33\_spirit:0.3635001107):0.1822467596,(Dmc  
SP42:0.2278525527,DmcSP48:0.1760928298):0.718653514):0.0900802326):0.0441787781,  
TccSP44:0.3890992421):0.1557806909,AmcSP14:0.8735066448):0.1947926756,(((((((Amc  
SP16:0.0474350604,((MsSP132:2.6331E6,OfucSP29:0.025282989):0.0497445443,TccSP126  
:0.0609349088):0.0335105738):0.0193502953,DmcSP56\_Sb:0.0599978837):0.2920996232,(  
((AmcSP25:0.1191173657,DmcSP59\_Np:0.0594411823):0.031188543,(MsSP143:0.0568847  
754,OfucSP21:0.0392852802):0.0803790652):0.0463108487,TccSP86:2.2471E6):0.5425929  
044):0.1731482223,(((AmcSP6a:0.1019386085,(MsSP131:0.0088657936,OfucSP27:0.00802  
96817):0.0555644135):0.0341156194,DmcSP32:0.1261979427):0.0324583396,TccSP85:0.03  
21104111):0.4254164018):0.1175211869,(((AmcSP33:0.1001179413,(MsSP142:0.10722692  
3,OfucSP28:0.0304742416):0.0639152061):0.0287458199,DmcSP44:0.0691586768):0.0641  
596534,TccSP87:0.0430286352):0.4725138748):0.176418647,((AmcSP26:0.0775061415,((D  
mcSP54:0.1147272106,MsSP141:0.0940334825):0.0490148575,TccSP83:0.1010311856):0.0  
15003446):0.2794425025,((DmcSP67:0.2499470339,(MsSP140:0.0479194442,OfucSP22:0.0  
192723624):0.2033881964):0.1227292047,TccSP84:0.3646650159):0.518551936):0.4185320  
006):0.1462170899,((((AmcSP21:0.177481189,TccSP172:0.1129903349):0.0388450784,(D  
mcSP19:0.1595069947,(MsSP52:0.0025813829,OfucSP3:0.0768225201):0.2881152146):0.0  
270827599):0.4863473152,((AmcSP8:0.2485633133,DmcSP34:0.319377064):0.0784416793  
,(((MsHP1a:0.0181444578,MsHP1b:0.1084849134):0.1543750456,OfucSP2:0.0749005112):  
0.2731853996,TccSP52:0.571171022):0.0546579911):0.4862401407):0.0233830181,(AmcSP  
7:0.0414631259,((DmcSP36:0.2837842886,(MsSP60:0.0681999135,OfucSP1:0.0871375746)  
:0.0981777528):0.0517576608,TccSP53:0.1509081227):0.0196379448):0.4143104533):0.116  
0560709,(((AmcSP3:0.3030089787,(((MsHP17a:0.022965764,MsHP17b:0.1630218798):0.1  
290494207,OfucSP4:0.1719499521):0.1363839797,((((OfucSP5:0.024243512,OfucSP6:0.06  
8642213):0.0242074404,OfucSP7:0.0286717631):0.0546360955,OfucSP8:0.0346866738):0.  
4086644043,(OfucSP12:0.092359027,OfucSP20:0.0882495995):0.5000135261):0.35468975  
07):0.1374499469):0.0704083886,(DmcSP18:0.4639446687,DmcSP232:0.6673675658):0.09  
15309213):0.0556464022,(TccSP140:0.3309919334,TccSP55:0.2338189815):0.3164530207)  
:0.1852576628):0.1069722221):0.058748367,((((AmcSPH19:0.1811724544,(DmcSPH66:0.2  
295337555,TccSPH82:0.133639381):0.0954681664):0.1720303351,((AmcSPH37:0.3617443  
167,DmcSPH101:0.2893094339):0.062310632,OfucSPH1:0.3820473161):0.3577943044):0.0  
82592834,(AmcSPH41:0.0464686316,(DmcSPH79\_mas:0.0247851607,((MsSPH53:0.00818  
11319,OfucSPH9:0.0338543558):0.0166155144,TccSPH51:0.0080985748):0.00819561):0.01

18970734):0.9564145689):0.149586282,(AmcSPH39:0.6001026636,((((((AmcSPH42:0.239  
0526982,((MsSPH101:2.6508E-6,(MsSPH1a:0.097565331,(MsSPH1b:2.6331E-  
6,MsSPH4:0.0250899316):2.639E-  
6):0.016674585):0.1696745826,(OfucSPH4:0.086648937,OfucSPH6:0.4808077813):0.94153  
80717):0.1429496214):0.0500201107,TccSPH2:0.2532467968):0.0406026195,(((TccSPH28:  
0.215218409,TccSPH78:0.4717706218):0.0384133071,OfucSPH2:0.6789932745):0.0662139  
651,((TccSPH29:0.3740032477,OfucSPH3:0.8405067957):0.087561422,TccSPH5:0.5058943  
361):0.04043789):0.0934401781):0.090049183,(DmcSPH242:0.370990467,(MsSPH2:0.1771  
474184,OfucSPH8:0.2221909522):0.2921942634):0.1039569217):0.0368988541,(DmcSPH3  
5:0.3225893216,(TccSPH3:0.2159120119,TccSPH4:0.2639001316):0.1603887918):0.089925  
9696):0.0879497839,(((TccSPH125:0.278233186,TccSPH59:0.4065978176):0.2820953333,T  
ccSPH30:0.4631659923):0.0401888985,TccSPH34:0.8579083504):0.0620500549):0.060253  
2644,((((AmcSPH55:0.9177884865,((DmcSPH142\_scaf:1.02803094,OfucSPH7:0.51760433  
2):0.1571762165,TccSPH164:0.4242441369):0.2567803456):0.9164567608,DmcSPH166:1.4  
313130588):0.1684055941,((DmcSPH121:0.3197448965,DmcSPH58:0.3113429736):0.1828  
393403,((DmcSPH125:0.7884790409,((DmcSPH156:0.7669684603,DmcSPH93:0.32480300  
2):0.0824788856,DmcSPH94:0.5678483933):0.1831192435):0.0247103533,(DmcSPH128:0.  
3672226045,(DmcSPH231:2.6331E-6,DmcSPH69:2.6331E-  
6):0.4586822162):0.1614279902):0.2363018668):0.051208906):0.0227846051,(TccSPH1:0.5  
074085205,TccSPH6:0.44134405):0.1536657479):0.0226870931):0.1502911341):0.1146002  
324):0.227450921):0.0684943402):0.0538289263,(DmcSP12:1.0938052442,TccSP95:0.5226  
966563):0.2109739384):0.0422260771,((((((((AmcSP2:0.3502196342,((TccSP136:0.137390  
7118,TccSP138:0.4773140008):0.0392454401,TccSP137:0.2201251199):0.0501633438):0.03  
51616545,(MsHP8:0.232100222,OfucSP17:0.1323304505):0.3051941355):0.0862698928,Tc  
cSP8:0.3072388324):0.0438208034,(MsPAP1:0.147287258,OfucSP26:0.1708095468):0.388  
8510828):0.0929260758,((((((DmcSP14:0.5221076677,DmcSP61:0.5031766778):2.6284E-  
6,(DmcSP16:0.509209931,DmcSP38:0.3408204115):0.1064412308):0.1289906247,DmcSP2  
29:0.4276074512):0.2135708056,DmcSP4\_SPE:0.3325137234):0.158213685,DmcSP3\_Ser7:  
0.8307089662):0.0262616701,(DmcSPH9:0.5215769919,TccSPH35:0.9031903318):0.19884  
4939):0.0197293193,(DmcSP24\_ea:0.3360680681,DmcSP25\_MP1:0.3617441437):0.093034  
646):0.1549150872):0.0806406036,((DmcSP5:0.4766121943,((TccSP10:0.6076457431,TccS  
P175:0.4544050769):0.1963393672,(TccSP171:0.5131711812,TccSP7:0.350222187):0.21547  
41891):0.0220263733):0.1391083822,OfucSP25:0.7878821172):0.0751616143):0.03441449  
01,((DmcSP10:0.2250420612,DmcSP11:0.4044548068):0.3036308307,DmcSP7\_MP2:0.338  
7075196):0.165346579):0.0742130801,((((MsGP33:0.2636895052,(MsHP15:0.0685579088,  
MsHP23:0.0798318622):0.0491301645):0.0762351813,((MsHP12:0.0665205182,(MsHP24:0.  
.02606788,MsHP26:2.6331E6):0.1167224805):0.1721930099,MsPAP2:0.1923611911):0.060  
9847037):0.1946484277,((MsPAP3:0.1953464001,(OfucSP10:0.0203084344,(OfucSP18:0.26  
70357846,OfucSP19:0.1282761425):0.0367274005):0.1283188034):0.1473284643,OfucSP2  
4:0.5455730182):0.1026643744):0.1716129704,OfucSP9:0.338233067):0.0690306634,Ofuc  
SP23:0.7949058632):0.1077920963):0.065077084,(((AmcSPH50:0.9867780069,TccSPH99:0.  
.1545074025):0.2513978643,(MsSPH42:0.1985109642,OfucSPH5:0.1830142165):0.288289  
701):0.1518012386,DmcSPH64:0.4408862089):0.6076678905):0.0754336534):0.099370876  
4,(DmcSP1\_grass:0.5894959712,DmcSP8:0.8501805772):0.1929538586):0.1537060634,(Tc

cSP33:0.3998911776,TccSP90:0.3029217937):0.1636580057):0.0676267134,(((MsGP6:0.27  
7378995,MsHP5:0.1104631174):0.1248653157,OfucSP16:0.1726188618):0.2026815852,((Tc  
cSP91:0.0559670308,TccSP92:0.3353055178):0.1350482338,(TccSP93:0.2241507344,TccSP  
94:0.2175941758):0.0340531171):0.2158547569):0.0983455537);

## The amino acid sequences of 177 *Ostrinia furnacalis* SPs and SPHs.

>OfucSP1

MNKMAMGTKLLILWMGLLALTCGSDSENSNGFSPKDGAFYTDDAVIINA AVSRARRD TTNST  
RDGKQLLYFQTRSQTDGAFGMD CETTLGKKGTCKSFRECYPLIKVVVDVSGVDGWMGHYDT  
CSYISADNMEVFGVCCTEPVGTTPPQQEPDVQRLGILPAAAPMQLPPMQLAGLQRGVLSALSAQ  
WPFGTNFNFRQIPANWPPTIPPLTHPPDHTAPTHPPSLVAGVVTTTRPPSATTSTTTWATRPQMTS  
KPXKPTTKQTWPPMYPTQPSKPTQPQPVVDFSCGNKNAKIKEDERIVGGHNAELNEWPWIVAL  
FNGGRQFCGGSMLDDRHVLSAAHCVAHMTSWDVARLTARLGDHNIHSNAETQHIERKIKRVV  
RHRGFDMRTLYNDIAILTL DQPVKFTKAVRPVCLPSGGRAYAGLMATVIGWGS LRESGPQATL  
QEV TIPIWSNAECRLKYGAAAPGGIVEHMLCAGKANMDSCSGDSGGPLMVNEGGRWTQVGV  
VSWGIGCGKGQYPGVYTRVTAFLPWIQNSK

>OfucSP2

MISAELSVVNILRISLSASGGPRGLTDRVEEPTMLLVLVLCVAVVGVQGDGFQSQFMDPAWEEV  
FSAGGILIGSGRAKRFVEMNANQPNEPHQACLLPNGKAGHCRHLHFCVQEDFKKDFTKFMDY  
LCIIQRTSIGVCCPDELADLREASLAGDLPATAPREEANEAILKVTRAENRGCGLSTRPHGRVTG  
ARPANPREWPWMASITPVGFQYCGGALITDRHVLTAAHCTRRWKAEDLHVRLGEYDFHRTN  
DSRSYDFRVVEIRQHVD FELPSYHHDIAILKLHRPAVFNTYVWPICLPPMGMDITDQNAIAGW  
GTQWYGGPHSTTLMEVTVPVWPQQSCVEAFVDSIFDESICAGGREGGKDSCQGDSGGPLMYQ  
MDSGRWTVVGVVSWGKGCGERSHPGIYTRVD RYLGWIVDNVRF

>OfucSP3

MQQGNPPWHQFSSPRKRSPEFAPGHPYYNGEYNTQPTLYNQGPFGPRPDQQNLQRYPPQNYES  
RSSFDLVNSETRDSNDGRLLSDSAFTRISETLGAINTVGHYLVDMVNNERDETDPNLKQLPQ  
ALYTISK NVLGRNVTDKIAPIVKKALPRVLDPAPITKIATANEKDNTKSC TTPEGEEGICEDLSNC  
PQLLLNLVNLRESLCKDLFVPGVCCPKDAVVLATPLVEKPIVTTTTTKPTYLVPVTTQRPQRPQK  
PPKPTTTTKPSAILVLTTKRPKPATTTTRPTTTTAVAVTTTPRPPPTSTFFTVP PPILT NFSNIVSMEEC  
GQREDEGGRI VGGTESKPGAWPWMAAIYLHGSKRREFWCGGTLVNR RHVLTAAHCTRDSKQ  
RPF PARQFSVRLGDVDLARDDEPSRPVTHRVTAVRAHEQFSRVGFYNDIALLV LADNVLSKY  
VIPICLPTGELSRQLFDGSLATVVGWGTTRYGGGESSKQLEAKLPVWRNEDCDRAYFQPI TETF  
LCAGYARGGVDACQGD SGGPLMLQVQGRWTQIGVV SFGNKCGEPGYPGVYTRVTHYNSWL  
QQNLL

>OfucSP4

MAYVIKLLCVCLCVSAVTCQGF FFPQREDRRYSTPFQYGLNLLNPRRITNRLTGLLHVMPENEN  
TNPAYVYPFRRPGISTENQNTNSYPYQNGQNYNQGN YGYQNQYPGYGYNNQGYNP NYGYNQ  
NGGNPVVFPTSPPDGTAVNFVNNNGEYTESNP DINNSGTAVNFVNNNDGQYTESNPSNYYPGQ  
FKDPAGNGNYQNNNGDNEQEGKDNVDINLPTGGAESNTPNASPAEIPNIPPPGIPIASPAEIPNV  
SPGIPSSSPA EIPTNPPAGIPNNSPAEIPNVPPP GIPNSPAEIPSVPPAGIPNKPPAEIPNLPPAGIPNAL  
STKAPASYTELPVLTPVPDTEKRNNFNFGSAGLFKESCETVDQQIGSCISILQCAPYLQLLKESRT  
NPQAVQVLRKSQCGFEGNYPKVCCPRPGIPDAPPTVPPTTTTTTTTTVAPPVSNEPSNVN PEDLLG  
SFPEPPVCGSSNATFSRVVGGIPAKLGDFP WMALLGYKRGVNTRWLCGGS LISSKHVLTAAHCI  
HGHEIDL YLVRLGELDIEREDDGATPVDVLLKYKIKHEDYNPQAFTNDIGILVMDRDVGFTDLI  
KPICIPKDSEL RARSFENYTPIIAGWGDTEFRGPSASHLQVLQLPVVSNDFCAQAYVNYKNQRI  
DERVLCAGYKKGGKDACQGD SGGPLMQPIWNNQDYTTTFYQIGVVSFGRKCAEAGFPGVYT  
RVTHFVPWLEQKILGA

>OfucSP5

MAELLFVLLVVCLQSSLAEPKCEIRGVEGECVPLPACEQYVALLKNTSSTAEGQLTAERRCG  
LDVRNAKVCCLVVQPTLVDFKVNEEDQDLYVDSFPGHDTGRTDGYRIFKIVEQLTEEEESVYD  
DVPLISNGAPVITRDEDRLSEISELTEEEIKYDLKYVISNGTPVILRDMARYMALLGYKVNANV  
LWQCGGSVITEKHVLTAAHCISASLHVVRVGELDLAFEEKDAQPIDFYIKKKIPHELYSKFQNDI  
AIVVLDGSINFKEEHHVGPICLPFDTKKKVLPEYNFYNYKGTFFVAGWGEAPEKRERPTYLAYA  
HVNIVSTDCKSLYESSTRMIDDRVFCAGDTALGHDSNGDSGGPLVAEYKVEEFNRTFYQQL  
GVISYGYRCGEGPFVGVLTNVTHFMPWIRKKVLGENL

>OfucSP6

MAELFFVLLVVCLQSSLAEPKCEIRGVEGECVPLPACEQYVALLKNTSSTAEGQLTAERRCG  
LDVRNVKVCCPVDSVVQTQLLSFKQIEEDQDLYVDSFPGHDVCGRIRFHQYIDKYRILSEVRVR  
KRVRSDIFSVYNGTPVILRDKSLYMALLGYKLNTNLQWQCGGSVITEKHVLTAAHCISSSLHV  
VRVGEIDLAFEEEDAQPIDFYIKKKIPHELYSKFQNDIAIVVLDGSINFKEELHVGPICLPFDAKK  
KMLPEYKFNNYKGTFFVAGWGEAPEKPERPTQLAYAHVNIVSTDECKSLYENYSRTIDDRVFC  
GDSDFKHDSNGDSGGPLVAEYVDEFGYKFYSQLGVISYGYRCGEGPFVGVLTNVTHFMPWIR  
QKVLGENL

>OfucSP7

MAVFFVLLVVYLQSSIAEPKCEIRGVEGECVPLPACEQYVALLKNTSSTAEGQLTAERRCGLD  
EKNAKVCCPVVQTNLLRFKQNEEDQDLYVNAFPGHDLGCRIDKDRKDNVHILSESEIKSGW  
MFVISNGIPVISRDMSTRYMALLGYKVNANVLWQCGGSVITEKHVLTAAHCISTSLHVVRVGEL  
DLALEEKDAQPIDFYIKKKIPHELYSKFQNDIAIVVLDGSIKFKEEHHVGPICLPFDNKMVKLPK  
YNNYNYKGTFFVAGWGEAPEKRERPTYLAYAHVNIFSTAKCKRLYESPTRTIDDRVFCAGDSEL  
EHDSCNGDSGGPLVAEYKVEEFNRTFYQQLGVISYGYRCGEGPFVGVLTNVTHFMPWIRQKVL  
GEKL

>OfucSP8

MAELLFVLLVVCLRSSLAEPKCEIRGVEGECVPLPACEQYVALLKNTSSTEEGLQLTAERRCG  
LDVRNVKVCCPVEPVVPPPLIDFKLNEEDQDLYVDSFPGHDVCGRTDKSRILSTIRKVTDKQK  
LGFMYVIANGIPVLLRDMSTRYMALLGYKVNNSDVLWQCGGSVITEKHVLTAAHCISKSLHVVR  
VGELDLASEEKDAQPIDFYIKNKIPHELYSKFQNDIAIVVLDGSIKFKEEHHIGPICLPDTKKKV  
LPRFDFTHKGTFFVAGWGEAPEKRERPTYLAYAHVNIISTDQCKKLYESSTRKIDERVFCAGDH  
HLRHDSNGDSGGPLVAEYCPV

>OfucSP9

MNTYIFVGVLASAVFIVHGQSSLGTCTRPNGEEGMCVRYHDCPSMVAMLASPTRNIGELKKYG  
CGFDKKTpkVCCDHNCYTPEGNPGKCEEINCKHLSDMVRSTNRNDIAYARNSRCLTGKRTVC  
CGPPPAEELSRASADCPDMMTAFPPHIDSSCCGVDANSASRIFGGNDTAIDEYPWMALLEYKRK  
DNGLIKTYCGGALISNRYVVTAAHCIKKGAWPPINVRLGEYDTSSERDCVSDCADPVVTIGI  
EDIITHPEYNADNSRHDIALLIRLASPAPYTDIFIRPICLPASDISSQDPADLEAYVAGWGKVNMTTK  
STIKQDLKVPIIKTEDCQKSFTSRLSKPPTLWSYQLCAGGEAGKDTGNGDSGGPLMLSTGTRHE  
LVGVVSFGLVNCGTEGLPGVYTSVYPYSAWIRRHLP

>OfucSP10

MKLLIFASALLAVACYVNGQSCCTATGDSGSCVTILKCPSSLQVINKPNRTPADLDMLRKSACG  
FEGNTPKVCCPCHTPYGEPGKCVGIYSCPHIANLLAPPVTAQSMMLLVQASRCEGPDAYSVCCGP  
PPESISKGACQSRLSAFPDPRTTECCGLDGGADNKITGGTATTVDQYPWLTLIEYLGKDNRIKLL  
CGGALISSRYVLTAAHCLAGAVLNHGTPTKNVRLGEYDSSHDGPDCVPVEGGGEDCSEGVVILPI  
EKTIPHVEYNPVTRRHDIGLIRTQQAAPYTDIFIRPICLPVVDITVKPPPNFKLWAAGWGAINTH

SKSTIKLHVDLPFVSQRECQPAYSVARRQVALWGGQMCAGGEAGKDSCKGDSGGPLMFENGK  
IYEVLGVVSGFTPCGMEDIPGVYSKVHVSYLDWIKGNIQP

>OfucSP11

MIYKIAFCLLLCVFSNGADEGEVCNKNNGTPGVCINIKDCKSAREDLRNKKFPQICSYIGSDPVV  
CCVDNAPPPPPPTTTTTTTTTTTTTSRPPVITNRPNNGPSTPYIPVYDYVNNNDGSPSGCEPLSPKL  
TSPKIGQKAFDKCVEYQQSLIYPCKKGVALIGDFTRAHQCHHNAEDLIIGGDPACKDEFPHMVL  
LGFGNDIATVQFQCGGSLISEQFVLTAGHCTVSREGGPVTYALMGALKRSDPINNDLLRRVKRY  
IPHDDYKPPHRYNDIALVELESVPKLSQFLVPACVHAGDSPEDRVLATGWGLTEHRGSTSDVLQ  
KVILNQFTTEEC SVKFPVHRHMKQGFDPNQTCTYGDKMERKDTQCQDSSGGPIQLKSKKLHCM  
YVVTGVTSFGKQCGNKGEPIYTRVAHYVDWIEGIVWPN

>OfucSP12

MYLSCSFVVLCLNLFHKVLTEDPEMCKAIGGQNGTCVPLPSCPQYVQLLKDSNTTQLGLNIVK  
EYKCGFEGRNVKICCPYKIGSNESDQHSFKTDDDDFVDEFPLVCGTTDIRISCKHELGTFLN  
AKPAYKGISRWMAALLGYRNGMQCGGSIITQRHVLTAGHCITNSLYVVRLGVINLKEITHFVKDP  
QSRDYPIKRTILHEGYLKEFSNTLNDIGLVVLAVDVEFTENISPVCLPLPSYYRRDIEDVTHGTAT  
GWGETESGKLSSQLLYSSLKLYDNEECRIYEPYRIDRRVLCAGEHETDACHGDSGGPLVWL  
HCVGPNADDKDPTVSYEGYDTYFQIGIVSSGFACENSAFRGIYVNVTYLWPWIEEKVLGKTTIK  
V

>OfucSP13

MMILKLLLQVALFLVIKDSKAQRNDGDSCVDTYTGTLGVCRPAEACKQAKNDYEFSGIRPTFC  
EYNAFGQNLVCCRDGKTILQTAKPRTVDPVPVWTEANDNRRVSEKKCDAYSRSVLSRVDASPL  
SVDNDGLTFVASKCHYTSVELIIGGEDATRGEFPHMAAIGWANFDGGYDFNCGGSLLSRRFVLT  
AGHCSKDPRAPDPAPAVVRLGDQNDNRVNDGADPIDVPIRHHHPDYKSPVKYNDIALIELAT  
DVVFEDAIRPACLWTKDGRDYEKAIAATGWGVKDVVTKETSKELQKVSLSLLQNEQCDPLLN  
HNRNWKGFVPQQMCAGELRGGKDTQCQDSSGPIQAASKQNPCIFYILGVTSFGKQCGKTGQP  
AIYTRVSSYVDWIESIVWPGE

>OfucSP14

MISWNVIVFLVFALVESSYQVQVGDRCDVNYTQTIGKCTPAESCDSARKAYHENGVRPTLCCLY  
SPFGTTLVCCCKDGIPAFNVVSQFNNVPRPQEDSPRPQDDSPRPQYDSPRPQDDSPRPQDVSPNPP  
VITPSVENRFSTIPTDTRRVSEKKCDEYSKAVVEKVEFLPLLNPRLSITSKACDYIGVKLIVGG  
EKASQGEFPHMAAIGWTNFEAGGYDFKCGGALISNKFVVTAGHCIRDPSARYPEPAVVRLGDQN  
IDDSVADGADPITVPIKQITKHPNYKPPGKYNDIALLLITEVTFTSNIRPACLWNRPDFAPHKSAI  
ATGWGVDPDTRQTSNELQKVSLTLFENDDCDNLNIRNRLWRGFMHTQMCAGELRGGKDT  
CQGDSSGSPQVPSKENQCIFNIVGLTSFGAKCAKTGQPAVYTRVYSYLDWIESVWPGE

>OfucSP15

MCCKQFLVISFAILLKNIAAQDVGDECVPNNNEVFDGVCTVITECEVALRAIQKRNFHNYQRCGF  
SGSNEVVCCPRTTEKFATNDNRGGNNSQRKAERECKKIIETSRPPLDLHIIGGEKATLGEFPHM  
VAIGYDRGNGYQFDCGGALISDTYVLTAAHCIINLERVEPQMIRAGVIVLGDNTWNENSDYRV  
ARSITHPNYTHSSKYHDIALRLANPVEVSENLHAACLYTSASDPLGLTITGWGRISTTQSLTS  
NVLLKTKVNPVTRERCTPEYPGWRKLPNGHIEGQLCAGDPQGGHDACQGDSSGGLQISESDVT  
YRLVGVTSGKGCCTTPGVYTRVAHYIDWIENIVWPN

>OfucSP16

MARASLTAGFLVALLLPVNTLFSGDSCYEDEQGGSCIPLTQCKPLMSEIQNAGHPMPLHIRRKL  
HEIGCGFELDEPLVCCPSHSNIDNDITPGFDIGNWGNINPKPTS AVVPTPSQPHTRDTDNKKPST

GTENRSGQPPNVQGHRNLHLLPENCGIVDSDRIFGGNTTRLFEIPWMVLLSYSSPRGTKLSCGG  
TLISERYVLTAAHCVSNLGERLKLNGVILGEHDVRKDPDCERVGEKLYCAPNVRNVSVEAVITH  
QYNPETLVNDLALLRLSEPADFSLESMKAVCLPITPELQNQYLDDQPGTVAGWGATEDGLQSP  
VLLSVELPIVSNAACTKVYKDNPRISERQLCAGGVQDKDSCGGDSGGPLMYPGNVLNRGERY  
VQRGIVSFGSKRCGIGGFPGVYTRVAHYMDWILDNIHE

>OfucSP17

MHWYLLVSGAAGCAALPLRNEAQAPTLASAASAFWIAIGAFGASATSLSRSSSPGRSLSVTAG  
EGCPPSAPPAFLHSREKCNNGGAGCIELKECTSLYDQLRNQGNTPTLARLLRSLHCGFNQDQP  
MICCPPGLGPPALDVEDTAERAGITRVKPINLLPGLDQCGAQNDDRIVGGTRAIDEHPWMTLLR  
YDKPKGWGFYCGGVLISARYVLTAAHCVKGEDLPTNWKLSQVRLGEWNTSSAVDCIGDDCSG  
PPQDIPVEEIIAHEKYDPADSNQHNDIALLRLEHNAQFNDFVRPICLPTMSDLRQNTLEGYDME  
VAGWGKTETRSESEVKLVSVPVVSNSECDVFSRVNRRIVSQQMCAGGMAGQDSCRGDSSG  
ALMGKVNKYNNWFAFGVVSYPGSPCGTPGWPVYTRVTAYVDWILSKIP

>OfucSP18

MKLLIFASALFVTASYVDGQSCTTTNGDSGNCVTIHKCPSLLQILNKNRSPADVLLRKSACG  
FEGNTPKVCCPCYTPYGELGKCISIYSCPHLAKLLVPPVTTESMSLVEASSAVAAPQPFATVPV  
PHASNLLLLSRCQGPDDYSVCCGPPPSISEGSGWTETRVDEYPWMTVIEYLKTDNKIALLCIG  
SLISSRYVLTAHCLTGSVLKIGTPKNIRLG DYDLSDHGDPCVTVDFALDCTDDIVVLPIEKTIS  
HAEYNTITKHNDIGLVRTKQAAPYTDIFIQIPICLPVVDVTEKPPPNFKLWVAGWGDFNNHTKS  
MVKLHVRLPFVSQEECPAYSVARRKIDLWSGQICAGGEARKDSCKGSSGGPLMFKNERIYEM  
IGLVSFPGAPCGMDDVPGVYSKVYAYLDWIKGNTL

>OfucSP19

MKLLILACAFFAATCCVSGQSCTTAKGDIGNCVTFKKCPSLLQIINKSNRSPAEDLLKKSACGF  
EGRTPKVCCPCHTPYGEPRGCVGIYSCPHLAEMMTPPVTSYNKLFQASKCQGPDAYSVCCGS  
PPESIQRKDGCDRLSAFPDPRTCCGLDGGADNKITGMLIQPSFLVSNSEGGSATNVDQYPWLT  
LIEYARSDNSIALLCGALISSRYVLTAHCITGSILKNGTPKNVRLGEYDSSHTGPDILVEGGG  
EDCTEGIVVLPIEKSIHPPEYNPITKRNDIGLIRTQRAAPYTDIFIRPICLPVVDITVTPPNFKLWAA  
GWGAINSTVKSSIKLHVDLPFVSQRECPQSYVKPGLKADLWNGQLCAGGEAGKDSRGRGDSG  
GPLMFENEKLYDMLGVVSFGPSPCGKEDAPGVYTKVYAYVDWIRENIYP

>OfucSP20

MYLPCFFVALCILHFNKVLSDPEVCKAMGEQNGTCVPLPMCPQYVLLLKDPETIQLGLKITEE  
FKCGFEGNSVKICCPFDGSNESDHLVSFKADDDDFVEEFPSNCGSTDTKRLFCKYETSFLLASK  
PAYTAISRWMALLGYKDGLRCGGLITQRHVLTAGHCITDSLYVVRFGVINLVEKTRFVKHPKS  
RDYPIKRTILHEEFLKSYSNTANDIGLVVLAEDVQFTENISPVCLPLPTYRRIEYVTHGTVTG  
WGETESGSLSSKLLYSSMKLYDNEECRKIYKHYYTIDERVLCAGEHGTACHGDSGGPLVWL  
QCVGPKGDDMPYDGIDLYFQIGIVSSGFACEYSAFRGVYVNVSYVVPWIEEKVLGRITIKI

>OfucSP21

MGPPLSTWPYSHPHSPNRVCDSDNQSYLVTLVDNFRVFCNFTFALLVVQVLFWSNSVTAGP  
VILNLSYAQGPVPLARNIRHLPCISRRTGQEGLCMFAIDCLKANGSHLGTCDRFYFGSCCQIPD  
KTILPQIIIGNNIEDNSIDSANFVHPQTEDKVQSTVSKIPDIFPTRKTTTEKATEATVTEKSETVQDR  
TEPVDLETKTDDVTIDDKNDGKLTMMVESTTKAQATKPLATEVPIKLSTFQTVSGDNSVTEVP  
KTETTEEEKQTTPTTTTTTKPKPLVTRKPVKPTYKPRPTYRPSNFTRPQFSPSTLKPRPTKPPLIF  
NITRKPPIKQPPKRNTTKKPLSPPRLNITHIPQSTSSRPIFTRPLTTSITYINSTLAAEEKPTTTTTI  
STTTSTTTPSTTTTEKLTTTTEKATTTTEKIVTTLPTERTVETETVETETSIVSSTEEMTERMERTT

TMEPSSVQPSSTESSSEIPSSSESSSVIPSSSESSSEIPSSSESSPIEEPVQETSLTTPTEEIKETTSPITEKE  
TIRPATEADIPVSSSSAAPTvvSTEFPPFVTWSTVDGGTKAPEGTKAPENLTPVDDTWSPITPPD  
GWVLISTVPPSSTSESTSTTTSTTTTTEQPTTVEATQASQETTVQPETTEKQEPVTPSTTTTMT  
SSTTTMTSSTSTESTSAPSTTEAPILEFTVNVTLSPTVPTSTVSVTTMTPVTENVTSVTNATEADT  
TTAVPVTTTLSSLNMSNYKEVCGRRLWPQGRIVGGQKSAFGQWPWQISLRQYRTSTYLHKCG  
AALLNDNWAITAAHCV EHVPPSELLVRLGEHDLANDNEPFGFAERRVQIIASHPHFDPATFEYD  
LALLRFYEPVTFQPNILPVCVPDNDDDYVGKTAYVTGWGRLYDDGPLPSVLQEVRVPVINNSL  
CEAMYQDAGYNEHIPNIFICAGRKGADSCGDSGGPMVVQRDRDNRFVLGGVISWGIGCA  
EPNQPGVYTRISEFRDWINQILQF

>OfucSP22

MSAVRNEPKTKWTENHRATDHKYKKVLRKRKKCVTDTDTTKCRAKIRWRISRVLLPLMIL  
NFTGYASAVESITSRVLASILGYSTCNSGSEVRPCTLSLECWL RGGVRARGCGGWLF TCCMPP  
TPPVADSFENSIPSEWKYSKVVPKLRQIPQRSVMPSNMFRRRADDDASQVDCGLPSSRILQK  
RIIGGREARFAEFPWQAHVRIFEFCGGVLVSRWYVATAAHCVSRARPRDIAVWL GALD TTAG  
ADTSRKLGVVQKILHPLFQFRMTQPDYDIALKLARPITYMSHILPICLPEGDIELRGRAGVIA  
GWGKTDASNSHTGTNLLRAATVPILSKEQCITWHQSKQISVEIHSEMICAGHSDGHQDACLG D  
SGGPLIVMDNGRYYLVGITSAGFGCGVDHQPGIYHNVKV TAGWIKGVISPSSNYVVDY

>OfucSP23

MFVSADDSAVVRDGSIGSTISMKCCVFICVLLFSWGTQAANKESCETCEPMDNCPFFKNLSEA  
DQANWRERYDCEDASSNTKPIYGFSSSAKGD LVCCPEN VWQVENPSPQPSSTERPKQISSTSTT  
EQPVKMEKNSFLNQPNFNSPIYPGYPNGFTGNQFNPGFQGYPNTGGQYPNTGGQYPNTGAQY  
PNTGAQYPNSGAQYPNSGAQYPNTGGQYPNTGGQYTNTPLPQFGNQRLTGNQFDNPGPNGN  
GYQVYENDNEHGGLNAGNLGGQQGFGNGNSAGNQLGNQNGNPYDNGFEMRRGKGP DNNA  
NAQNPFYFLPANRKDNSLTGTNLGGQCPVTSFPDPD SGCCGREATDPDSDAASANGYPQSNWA  
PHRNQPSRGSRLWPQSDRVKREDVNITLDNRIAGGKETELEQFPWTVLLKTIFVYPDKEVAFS  
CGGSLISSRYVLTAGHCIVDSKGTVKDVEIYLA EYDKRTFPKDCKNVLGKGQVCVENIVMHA E  
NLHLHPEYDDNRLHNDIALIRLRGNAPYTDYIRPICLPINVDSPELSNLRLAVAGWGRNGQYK  
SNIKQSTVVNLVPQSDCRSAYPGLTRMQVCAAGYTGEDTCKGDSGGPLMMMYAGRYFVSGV  
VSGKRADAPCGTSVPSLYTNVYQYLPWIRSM MQK

>OfucSP24

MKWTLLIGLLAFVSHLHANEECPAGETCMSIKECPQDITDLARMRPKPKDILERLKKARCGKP  
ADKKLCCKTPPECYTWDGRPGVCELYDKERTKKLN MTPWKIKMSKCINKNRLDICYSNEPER  
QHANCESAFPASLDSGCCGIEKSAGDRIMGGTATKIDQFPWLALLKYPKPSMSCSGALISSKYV  
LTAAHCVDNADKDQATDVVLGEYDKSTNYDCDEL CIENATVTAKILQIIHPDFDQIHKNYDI  
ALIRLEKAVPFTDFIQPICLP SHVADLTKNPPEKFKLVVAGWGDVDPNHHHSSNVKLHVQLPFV  
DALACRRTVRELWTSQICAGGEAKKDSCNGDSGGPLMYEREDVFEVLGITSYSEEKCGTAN  
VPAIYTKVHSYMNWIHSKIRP

>OfucSP25

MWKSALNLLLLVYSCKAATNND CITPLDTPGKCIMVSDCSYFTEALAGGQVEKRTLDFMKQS  
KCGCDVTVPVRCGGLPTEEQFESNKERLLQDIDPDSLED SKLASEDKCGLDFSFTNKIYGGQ  
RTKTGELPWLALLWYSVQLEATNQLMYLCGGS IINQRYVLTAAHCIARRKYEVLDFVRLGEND  
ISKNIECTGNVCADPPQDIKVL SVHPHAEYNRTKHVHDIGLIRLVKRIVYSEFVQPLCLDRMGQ  
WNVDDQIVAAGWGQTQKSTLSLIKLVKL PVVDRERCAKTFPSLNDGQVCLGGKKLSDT CQG  
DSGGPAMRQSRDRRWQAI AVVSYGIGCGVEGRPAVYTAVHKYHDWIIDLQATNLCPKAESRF

SDEPGE

>OfucSP26

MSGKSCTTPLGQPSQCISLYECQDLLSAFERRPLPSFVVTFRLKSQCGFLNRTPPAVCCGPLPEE  
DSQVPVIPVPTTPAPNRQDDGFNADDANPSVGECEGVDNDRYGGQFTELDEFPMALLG  
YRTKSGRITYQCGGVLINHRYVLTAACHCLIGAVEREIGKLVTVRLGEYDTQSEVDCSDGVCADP  
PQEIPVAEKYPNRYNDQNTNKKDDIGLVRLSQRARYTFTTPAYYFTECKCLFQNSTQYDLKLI  
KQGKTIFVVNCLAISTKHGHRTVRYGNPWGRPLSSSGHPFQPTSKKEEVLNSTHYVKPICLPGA  
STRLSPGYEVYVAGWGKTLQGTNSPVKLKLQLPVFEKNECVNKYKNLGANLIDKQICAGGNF  
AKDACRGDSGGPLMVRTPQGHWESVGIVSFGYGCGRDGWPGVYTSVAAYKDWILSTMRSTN  
S

>OfucSP27

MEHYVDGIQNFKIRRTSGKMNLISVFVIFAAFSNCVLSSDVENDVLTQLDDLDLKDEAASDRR  
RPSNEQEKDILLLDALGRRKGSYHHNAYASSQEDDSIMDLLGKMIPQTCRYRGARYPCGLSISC  
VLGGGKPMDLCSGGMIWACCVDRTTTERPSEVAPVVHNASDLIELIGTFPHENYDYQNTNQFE  
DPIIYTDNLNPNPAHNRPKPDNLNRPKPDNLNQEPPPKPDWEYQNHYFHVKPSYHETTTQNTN  
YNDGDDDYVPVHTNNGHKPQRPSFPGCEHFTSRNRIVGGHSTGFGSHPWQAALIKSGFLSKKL  
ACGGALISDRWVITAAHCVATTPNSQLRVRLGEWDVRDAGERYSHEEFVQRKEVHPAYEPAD  
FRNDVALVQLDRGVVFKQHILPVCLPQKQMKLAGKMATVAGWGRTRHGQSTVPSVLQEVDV  
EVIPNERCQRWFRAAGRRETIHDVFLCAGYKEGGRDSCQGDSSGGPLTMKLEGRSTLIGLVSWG  
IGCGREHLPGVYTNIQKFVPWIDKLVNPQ

>OfucSP28

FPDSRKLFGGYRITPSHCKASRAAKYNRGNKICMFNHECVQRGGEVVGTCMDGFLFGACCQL  
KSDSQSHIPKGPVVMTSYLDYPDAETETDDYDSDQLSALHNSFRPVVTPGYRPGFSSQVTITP  
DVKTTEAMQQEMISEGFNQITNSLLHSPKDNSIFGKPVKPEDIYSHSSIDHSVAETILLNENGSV  
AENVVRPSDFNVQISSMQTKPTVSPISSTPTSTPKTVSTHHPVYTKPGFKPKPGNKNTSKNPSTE  
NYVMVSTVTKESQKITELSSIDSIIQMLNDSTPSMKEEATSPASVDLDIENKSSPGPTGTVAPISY  
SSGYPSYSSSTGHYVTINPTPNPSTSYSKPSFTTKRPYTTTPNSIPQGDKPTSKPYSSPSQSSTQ  
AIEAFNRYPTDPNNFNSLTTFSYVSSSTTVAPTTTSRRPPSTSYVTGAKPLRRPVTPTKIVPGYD  
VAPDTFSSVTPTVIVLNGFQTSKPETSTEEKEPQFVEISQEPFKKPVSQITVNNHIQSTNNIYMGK  
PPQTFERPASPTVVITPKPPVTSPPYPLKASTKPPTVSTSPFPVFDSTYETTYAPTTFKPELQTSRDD  
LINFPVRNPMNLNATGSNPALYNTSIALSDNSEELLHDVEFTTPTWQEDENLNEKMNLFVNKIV  
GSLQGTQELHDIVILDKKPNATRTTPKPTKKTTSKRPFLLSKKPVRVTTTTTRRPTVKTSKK  
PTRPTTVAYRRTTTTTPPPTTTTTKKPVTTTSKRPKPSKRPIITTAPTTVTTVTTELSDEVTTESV  
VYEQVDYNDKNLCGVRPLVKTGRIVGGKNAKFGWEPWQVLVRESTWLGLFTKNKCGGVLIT  
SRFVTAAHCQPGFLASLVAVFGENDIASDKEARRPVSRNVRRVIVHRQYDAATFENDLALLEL  
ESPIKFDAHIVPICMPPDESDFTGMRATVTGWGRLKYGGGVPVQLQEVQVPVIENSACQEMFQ  
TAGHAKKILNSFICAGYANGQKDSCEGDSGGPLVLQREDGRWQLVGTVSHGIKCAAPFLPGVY  
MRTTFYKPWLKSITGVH

>OfucSP29

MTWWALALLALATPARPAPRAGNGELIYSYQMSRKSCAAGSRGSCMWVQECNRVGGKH  
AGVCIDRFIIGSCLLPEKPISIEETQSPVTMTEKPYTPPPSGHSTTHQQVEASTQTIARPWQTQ  
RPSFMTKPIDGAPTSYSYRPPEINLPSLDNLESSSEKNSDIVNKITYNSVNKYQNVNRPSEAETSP  
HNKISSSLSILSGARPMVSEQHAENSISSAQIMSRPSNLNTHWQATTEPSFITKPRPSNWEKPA  
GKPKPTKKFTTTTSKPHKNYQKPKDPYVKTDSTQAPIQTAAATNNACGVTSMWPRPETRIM

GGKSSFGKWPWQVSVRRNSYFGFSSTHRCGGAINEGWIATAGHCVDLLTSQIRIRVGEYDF  
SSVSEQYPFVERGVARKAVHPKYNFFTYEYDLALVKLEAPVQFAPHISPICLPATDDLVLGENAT  
VTGWGRLEGGVLP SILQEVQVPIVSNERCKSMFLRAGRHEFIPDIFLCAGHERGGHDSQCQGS  
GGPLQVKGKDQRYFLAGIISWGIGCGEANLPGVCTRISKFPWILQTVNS

>OfucSPH1

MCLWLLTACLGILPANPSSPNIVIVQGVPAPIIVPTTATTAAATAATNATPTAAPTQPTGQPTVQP  
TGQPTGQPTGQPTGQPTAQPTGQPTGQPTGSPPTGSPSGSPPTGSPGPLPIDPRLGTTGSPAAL  
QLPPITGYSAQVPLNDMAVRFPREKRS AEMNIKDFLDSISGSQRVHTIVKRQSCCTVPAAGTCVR  
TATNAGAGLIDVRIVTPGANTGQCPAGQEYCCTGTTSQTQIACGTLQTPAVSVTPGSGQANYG  
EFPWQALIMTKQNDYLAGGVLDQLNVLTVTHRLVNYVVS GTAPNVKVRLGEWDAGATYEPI  
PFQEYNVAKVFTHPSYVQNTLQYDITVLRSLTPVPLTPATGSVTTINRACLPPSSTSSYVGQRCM  
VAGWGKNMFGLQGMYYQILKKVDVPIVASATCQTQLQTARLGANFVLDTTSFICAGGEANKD  
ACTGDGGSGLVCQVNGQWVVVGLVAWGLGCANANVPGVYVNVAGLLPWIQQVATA

>OfucSPH2

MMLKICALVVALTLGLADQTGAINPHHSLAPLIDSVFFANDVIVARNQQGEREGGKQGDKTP  
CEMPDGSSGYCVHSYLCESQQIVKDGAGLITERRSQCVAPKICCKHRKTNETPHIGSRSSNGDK  
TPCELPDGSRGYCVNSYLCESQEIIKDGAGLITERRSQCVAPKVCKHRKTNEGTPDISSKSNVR  
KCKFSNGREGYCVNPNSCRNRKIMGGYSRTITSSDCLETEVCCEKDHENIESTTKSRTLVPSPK  
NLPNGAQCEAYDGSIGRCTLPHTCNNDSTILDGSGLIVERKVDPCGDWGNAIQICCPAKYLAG  
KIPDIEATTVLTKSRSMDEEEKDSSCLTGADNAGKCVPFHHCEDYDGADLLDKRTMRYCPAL  
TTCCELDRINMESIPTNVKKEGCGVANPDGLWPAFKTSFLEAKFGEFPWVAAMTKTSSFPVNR  
NITVGS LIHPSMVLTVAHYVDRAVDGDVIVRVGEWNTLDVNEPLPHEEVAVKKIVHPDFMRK  
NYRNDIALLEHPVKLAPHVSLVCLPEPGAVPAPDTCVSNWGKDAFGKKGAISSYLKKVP  
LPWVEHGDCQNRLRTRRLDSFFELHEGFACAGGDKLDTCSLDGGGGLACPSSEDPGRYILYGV  
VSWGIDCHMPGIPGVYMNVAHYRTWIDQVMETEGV

>OfucSPH3

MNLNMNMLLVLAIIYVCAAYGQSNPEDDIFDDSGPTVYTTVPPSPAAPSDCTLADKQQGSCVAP  
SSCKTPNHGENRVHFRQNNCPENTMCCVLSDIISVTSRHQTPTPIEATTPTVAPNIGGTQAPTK  
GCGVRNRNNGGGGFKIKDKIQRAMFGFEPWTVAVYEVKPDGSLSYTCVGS LIHPRVVLTVANRF  
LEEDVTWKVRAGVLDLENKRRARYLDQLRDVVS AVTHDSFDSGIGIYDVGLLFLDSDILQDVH  
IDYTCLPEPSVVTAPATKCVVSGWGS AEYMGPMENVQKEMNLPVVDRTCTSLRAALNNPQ  
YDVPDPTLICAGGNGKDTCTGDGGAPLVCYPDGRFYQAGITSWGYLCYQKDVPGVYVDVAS  
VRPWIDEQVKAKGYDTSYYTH

>OfucSPH4

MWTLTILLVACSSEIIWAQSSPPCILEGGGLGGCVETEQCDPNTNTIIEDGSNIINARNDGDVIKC  
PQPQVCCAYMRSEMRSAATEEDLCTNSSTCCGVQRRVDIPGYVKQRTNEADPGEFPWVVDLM  
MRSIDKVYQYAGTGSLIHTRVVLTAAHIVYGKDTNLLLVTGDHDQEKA VMKKKGKVVEVVI  
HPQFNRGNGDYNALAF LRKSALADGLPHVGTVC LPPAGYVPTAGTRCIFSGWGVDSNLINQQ  
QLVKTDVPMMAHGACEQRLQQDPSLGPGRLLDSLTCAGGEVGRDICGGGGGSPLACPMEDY  
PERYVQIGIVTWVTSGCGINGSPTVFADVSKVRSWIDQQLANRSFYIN

>OfucSPH5

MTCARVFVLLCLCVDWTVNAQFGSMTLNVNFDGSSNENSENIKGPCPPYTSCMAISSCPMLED  
LFD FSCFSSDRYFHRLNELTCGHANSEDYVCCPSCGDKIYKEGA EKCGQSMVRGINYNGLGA  
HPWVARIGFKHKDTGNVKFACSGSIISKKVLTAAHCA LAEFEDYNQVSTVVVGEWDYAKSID

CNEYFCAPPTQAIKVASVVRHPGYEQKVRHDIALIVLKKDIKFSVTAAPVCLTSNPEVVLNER  
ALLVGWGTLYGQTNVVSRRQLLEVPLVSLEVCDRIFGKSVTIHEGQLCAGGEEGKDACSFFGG  
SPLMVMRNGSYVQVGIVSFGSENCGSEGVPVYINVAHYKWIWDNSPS

>OfucSPH6

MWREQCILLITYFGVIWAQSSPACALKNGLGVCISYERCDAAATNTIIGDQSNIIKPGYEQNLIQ  
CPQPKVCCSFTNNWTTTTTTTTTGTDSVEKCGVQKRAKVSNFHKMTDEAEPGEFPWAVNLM  
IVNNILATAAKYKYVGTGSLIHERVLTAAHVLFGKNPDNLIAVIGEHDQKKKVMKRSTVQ  
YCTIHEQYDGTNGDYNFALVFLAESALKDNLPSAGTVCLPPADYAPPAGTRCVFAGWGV DYH  
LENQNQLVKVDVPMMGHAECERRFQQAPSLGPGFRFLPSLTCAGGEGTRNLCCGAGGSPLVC  
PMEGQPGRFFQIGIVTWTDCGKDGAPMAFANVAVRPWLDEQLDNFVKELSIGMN

>OfucSPH7

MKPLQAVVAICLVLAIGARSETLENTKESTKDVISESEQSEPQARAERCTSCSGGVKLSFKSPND  
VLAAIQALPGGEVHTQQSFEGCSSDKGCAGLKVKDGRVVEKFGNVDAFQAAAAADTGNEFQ  
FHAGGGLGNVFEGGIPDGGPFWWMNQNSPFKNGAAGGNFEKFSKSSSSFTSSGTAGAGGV DI  
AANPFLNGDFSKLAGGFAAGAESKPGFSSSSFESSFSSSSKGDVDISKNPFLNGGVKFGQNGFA  
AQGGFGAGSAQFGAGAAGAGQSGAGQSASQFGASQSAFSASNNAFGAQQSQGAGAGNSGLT  
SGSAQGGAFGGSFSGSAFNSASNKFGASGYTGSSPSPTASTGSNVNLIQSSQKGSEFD FEQQQ  
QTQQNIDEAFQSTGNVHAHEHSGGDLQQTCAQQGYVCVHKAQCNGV VNTNGAGVVQART  
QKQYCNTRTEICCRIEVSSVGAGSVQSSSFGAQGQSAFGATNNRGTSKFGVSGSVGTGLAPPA  
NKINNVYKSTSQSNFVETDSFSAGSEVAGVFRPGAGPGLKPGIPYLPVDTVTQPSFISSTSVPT  
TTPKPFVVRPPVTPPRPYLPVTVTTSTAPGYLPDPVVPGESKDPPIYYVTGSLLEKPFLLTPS  
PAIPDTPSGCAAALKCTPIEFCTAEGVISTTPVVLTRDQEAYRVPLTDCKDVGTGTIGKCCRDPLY  
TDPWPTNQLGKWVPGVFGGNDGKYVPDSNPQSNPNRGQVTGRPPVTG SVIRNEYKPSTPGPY  
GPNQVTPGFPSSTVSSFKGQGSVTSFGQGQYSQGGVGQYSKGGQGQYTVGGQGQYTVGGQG  
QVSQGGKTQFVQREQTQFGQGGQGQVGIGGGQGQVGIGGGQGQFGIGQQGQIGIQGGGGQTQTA  
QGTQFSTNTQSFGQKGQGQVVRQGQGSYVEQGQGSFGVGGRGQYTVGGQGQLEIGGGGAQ  
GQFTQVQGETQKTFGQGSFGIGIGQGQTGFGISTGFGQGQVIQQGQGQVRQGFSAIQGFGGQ  
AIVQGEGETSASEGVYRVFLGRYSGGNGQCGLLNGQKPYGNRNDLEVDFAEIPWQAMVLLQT  
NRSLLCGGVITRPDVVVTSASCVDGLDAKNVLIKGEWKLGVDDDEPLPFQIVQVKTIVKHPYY  
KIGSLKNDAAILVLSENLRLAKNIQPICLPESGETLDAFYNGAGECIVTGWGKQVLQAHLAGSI  
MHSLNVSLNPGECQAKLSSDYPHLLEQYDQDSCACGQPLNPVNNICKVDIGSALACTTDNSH  
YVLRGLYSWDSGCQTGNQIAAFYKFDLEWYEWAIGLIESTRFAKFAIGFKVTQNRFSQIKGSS  
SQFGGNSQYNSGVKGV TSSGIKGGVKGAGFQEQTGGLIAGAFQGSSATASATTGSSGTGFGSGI  
SGSGFGNGAGFGSGAGFEGSAIKGGFGTGQFGFSQFGSXETCVQIFGLLSQRHLVCL

>OfucSPH8

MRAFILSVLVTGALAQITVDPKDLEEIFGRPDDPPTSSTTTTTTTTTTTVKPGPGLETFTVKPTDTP  
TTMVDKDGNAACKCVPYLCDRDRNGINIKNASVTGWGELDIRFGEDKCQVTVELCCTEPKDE  
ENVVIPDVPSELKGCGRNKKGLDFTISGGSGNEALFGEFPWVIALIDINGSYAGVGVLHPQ  
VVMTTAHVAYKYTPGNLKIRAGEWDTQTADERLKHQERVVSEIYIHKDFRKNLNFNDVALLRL  
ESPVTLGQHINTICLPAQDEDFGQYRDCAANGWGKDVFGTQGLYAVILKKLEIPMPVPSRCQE  
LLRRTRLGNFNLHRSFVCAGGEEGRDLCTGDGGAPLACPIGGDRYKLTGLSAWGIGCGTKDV  
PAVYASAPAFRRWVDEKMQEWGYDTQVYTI

>OfucSPH9

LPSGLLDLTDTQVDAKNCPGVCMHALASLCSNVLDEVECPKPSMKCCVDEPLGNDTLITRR

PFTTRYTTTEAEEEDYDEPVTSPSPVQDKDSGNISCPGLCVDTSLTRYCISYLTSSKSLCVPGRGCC  
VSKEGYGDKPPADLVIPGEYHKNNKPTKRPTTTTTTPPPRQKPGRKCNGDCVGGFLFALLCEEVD  
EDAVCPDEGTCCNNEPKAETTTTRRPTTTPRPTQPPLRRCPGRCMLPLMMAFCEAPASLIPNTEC  
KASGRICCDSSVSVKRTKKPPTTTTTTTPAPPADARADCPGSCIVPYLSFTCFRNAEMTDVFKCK  
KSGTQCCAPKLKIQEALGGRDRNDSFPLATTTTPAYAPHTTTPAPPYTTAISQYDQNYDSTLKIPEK  
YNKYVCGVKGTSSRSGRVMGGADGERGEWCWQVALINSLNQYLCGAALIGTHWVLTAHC  
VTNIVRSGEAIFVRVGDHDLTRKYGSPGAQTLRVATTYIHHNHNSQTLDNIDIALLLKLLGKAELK  
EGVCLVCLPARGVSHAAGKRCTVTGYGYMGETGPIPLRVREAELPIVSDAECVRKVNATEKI  
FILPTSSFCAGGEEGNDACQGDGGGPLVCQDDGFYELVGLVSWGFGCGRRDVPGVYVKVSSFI  
GWINQIISVNNL

>OfuSP1

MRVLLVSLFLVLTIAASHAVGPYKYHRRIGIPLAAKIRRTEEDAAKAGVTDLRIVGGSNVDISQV  
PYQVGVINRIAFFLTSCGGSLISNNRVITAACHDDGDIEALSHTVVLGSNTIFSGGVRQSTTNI  
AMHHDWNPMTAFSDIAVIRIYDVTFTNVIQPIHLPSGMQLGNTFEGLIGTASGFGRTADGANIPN  
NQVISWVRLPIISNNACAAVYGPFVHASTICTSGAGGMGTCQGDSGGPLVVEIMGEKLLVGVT  
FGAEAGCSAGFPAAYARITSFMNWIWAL

>OfuSP2

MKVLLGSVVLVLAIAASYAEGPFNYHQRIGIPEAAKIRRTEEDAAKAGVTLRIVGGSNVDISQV  
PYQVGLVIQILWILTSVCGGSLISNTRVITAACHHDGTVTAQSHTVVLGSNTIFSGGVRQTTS  
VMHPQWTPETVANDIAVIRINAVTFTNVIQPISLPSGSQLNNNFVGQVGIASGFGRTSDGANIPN  
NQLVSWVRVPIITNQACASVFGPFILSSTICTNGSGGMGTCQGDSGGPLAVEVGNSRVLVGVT  
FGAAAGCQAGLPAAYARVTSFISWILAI

>OfuSP3

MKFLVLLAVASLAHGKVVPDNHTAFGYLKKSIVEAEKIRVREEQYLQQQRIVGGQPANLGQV  
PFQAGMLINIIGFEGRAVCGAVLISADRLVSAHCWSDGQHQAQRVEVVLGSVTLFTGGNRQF  
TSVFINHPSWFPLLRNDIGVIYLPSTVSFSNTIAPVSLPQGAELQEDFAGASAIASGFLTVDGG  
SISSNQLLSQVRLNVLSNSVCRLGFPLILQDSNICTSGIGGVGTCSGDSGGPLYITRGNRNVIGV  
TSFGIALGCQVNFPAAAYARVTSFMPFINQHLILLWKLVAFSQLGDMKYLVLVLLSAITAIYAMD  
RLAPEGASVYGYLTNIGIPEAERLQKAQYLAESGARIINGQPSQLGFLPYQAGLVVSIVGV  
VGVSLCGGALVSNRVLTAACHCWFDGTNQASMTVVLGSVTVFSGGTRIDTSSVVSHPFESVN  
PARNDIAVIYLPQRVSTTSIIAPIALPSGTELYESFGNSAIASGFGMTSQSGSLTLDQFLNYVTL  
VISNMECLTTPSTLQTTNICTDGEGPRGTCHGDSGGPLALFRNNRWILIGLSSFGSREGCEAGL  
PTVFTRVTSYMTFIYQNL

>OfuSP4

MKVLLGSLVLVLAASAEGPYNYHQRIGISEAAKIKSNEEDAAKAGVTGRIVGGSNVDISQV  
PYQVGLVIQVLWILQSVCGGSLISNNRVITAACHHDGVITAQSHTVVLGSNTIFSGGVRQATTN  
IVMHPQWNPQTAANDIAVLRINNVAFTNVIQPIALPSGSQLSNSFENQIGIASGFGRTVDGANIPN  
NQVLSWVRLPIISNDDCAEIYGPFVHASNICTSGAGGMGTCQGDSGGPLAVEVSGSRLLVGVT  
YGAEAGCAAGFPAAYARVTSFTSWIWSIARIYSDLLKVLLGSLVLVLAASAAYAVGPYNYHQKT  
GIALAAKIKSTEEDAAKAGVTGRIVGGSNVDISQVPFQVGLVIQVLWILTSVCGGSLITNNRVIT  
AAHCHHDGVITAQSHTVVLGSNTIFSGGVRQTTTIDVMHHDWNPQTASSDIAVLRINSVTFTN  
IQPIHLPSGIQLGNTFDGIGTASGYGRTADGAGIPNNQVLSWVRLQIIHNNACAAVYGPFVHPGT  
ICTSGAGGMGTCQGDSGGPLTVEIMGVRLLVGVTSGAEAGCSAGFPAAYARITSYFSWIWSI

>OfuSP5

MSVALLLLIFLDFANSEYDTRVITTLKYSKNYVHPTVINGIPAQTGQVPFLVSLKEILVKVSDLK  
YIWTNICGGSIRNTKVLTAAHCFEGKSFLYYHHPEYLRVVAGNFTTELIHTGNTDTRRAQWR  
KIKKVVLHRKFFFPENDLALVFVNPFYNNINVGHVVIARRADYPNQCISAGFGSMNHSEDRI  
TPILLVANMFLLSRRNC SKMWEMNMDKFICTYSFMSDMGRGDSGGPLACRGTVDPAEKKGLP  
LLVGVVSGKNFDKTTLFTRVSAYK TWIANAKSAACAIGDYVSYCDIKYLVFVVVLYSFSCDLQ  
STDVCG

>OfuSP6

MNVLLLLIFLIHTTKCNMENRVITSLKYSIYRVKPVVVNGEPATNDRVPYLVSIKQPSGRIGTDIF  
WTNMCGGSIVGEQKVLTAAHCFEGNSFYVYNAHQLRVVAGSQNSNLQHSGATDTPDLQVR  
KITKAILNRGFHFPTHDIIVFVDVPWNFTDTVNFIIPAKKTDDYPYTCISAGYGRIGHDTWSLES  
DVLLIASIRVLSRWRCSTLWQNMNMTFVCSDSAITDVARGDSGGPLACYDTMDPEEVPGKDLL  
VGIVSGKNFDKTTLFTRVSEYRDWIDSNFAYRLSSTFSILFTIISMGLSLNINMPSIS

>OfuSP7

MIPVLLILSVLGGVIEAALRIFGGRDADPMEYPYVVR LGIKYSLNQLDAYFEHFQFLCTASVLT  
VWTLTAGHCVD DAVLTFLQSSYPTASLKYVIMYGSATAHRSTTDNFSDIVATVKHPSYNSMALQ  
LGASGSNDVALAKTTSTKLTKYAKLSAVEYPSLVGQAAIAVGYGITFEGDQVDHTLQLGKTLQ  
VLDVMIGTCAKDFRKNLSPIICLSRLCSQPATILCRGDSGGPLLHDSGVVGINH MVESDECTLR  
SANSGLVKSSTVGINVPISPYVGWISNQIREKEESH

>OfuSP8

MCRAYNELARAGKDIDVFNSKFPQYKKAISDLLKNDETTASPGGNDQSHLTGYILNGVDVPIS  
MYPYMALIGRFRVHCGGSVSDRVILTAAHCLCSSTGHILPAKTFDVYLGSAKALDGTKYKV  
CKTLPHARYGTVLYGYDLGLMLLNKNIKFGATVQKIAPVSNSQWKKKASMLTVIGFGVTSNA  
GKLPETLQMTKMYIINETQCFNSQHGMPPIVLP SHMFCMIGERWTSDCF GDSGSPVIWKRN  
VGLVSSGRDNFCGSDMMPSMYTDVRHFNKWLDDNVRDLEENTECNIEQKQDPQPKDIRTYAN  
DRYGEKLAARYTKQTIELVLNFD

>OfuSP9

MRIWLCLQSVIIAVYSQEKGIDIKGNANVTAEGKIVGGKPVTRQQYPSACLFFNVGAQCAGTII  
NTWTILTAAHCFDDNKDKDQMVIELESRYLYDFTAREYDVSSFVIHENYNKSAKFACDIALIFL  
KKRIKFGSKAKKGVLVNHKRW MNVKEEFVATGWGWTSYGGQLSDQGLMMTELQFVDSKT  
CSRMHNV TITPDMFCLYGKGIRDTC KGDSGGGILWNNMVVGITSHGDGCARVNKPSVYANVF  
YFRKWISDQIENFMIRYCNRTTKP

>OfuSP10

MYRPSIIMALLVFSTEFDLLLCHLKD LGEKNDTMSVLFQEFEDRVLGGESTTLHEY PFNVQFFN  
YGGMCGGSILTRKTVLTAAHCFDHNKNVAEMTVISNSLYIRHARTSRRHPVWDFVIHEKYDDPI  
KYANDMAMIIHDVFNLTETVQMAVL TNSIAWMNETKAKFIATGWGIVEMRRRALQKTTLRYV  
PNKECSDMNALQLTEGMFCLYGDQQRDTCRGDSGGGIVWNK

>OfuSP11

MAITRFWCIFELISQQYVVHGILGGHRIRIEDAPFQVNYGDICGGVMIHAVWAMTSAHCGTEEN  
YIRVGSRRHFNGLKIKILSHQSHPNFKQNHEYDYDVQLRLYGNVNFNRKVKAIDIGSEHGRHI  
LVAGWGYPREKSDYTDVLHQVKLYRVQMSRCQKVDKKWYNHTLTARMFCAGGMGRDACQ  
GDSGGA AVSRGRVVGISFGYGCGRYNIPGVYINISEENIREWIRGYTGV

>OfuSP12

MFFQFVLVVLV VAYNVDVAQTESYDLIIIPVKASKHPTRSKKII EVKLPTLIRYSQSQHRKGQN  
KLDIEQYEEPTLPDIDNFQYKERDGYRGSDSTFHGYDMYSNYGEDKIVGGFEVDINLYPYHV

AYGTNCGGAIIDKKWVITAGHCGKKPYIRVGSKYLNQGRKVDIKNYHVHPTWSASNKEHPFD  
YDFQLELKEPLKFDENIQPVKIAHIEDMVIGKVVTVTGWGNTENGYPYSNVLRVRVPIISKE  
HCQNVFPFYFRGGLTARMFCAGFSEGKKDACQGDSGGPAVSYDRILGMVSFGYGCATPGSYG  
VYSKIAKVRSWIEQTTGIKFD

>OfuSP13

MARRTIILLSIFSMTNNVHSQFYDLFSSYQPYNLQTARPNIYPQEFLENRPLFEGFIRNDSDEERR  
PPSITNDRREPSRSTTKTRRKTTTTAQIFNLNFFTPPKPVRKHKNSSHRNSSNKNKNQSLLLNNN  
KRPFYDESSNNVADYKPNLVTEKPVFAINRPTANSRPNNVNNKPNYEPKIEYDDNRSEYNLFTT  
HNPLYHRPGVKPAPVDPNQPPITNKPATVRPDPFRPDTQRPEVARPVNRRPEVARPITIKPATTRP  
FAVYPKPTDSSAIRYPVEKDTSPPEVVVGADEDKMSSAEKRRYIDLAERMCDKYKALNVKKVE  
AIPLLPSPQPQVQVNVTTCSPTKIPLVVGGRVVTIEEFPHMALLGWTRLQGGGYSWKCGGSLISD  
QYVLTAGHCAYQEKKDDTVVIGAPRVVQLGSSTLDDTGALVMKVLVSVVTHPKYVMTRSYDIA  
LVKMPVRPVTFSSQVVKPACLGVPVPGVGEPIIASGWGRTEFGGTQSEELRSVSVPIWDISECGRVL  
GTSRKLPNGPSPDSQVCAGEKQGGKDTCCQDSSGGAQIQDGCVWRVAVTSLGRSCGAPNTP  
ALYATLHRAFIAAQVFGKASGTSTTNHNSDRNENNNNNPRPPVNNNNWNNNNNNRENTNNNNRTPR  
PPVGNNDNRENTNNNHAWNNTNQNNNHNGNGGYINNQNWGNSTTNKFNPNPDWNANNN  
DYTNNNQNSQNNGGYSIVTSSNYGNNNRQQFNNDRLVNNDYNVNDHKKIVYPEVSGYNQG  
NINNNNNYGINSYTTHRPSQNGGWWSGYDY

>OfuSP14

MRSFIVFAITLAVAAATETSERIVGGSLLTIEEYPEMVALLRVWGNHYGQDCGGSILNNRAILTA  
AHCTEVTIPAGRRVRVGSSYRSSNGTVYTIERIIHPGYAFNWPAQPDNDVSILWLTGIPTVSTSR  
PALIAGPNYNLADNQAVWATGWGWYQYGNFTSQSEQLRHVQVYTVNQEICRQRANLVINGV  
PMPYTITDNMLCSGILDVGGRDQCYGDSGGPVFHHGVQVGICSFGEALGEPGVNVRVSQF  
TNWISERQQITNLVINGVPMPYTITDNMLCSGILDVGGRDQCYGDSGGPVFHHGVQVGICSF  
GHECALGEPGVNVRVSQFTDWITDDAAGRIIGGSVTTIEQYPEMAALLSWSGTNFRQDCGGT  
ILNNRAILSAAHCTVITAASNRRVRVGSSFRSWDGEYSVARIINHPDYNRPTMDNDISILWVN  
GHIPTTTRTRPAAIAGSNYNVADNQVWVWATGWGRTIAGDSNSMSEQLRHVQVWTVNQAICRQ  
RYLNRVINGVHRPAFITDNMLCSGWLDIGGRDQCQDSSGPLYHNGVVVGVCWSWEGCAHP  
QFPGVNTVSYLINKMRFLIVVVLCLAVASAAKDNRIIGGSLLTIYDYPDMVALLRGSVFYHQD  
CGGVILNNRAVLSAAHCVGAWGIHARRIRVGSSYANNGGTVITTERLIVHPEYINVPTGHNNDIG  
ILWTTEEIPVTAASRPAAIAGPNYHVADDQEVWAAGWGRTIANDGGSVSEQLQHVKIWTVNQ  
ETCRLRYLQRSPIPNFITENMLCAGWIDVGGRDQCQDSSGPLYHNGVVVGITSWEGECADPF  
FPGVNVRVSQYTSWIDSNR

>OfuSP15

How the deposited data were processed for this re-analysis (not part of the article)

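RNA from whole animals at 6 stages and from 4 tissues of 3rd instar larvae was sequenced in 30 libraries, 3 per stage or tissue. According to the methods, the authors cleaned the reads with fastp, aligned them with HISAT2 to the genome of the species and took expression levels with RSEM. The authors deposited 1 table of values per gene model and library. Its header names no unit. The values are FPKM as deposited by the authors, divided by gene length and by an effective library size that includes a scaling between libraries, and this was found from the values themselves: multiplied by gene length they are whole multiples of 1 amount per library. The number of fragments per gene was recovered from that amount. Each column was assigned to its stage or tissue by its label, and no library was left out.

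The design set before the data were examined named a test on counts, and limma-trend on log2(value + 1) if the table held FPKM. As it holds FPKM, the second was used: genes with at least 1 FPKM in at least 3 of the 6 libraries of a pair, or 2 where 1 library was left out, were tested, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a log2 fold change of at least 1 in size. The 15 pairs of stages and 6 pairs of tissues were tested separately. The SP/SPH genes were those of Supplementary Table S1. Common sets held the genes called in 1 direction against every other stage or tissue. The genes named are those of the scaffolds and of OfucSP5 to OfucSP8 that the paper names, every member of a common set of up to 10 genes, the 5 genes of a larger set with the largest smallest log2 fold change, and the first 5 genes of a set of the paper that were not called. Genes with the most fragments in a group were chosen after their values were seen.

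Shares of genes were compared by Fisher's exact test, shares of fragments by an exact permutation test, which cannot go below 0.1 with 3 libraries against 3, and profiles of genes on 1 scaffold by 100000 permutations of the scaffold labels. Protein sequences of the supplementary file were aligned in pairs for their amino acid identity. Genes are not independent replicates in the tests over genes.

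Replicate numbers were checked for pairing. Across genes, the deviations of the 1st and 3rd instar libraries with the same number from their group means were correlated (0.34, 0.62 and 0.14 for replicates 1, 2 and 3), and in the 20 other pairs of groups not all 3 correlations exceeded 0.1. The alternatives tried were a pseudocount of 0.1, no filter, scaling and testing within the SP/SPH genes, adjustment over the list alone, all libraries in 1 fit, the replicate number as a block, leaving out each library, and the share of fragments without the 10 genes with most fragments. Scaling by the recovered fragments, medians of ratios over all genes or within the SP/SPH genes, and limma-voom on the recovered fragments were added after the data were seen. The alternatives that need deposited counts were not run.

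The test was tried on simulated data with 200 genes changed by 2 on the log2 scale. It called 179 of them with the depths of the hemolymph and midgut libraries, 182 with those of the 3rd and 5th instars and 173 with those of the embryo and adult, all in the right direction, and it called 5, 9 and 12 unchanged genes. All simulated genes had 1 spread between replicates, the median of the real genes, and no library stood apart from its group. The changed genes were drawn above a low limit on fragments, with as many raised as lowered. These rates therefore need not hold for SP/SPH genes with a wider spread, such as those of the 3rd instar. The filter kept genes under about 1 FPKM out of the test. This limits what can be said about weakly expressed SP/SPH genes. Without the filter all 200 changed genes were tested, and 172, 143 and 127 were called in the same order of pairs.

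The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.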

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

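The 2 comparisons in this part were set before their results were seen, but 2 choices in them were made afterwards. The list of other serine proteases was narrowed by description after its values had been seen, and the test on the unannotated gene models was changed from 1 test over all tissues to 1 test for each tissue. Both patterns concern genes that the paper does not report on, and the counts were made with the deposited scaling only.

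Outside Supplementary Table S1, 33 genes have a description that names a serine protease, and 9 of them were higher in the midgut than in every other tissue by limma-trend. Together the 33 genes took 0.144% ± 0.0128 of the midgut fragments (SD, n = 3), and 14 of them lie on a scaffold with an SP/SPH gene. Their median gene length was 0.838 times that of the simple SP/SPH genes with 1 protease domain (permutation test, p = 1.40e-04), so partial gene models may be part of the reason why they stand outside the list. Before the list was narrowed it held 44 genes, 11 of them higher in the midgut, and the length ratio was 0.875 (permutation test, p = 0.0108). The 11 genes removed include genes called putative serine protease K12H4.7, which were taken out as members of another peptidase family without a test of that. Whether a protease domain is complete in them was not tested, and neither were reads shared with the SP/SPH genes. A role in the midgut stays open.

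Among the gene models that the authors added to the annotation, 44 were higher in the hemolymph than in every other tissue, 78 in the midgut, 86 in the fat body and 91 in the silk gland. Of these, 23.1% lay within 5 kb of an annotated gene of the same set, against 3.09% to 3.71% of the unannotated gene models outside the set of the same tissue, those of the other tissues' sets included. By tissue the share was 18.2%, 21.8%, 18.6% and 30.8% (Fisher's exact test, two-sided, p at most 2.33e-04). As most of them lay further away, extensions of annotated genes cannot be told from other sources for the sets as a whole, and the rest are left open as separate transcripts, fragments of more distant genes or repeats, which were not tested.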

How the results depend on the processing

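Scaling by the recovered fragments, by medians of ratios over all genes and by medians of ratios within the SP/SPH genes, and limma-voom on the recovered fragments, were chosen after the values were seen. The other alternatives were set before the data were examined. The planned tests on counts, the size factors taken from counts and the filter on counts were not run, because the deposited table holds FPKM.

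All 42 counts of SP/SPH genes between 2 groups and all 20 common sets stayed within 1.5 times their value with a pseudocount of 0.1 and with medians of ratios over all genes. Scaling within the SP/SPH genes alone moved most. With values scaled and tested within the SP/SPH genes alone, 21 of the 42 counts and 10 of the 20 sets left that range. This scaling divides out the share that the family takes of each library, so its log2 fold changes have another reference than those over all genes. The filter and the pseudocount were applied to the scaled values, where they bear less on low values and differ in effect between groups. The changes below are therefore not those of the scaling reference alone. The counts went from 13 to 22 for the genes higher in the embryo than in the 1st instar, from 24 to 13 for the genes higher in the 3rd instar than in the pupa and from 21 to 13 for the genes lower in the 3rd instar than in the pupa. The common sets went from 3 to 11 for the genes higher in the embryo, from 0 to 3 for the genes higher in the 1st instar, from 2 to 0 for the genes lower in the 1st instar and from 1 to 0 for the genes higher in the 5th instar. Other sets went from 0 to 1 for the genes lower in the pupa, from 5 to 20 for the genes lower in the hemolymph, from 55 to 30 for the genes higher in the midgut and from 3 to 38 for the genes lower in the midgut. Other sets went from 5 to 11 for the genes higher in the fat body and from 1 to 2 for the genes lower in the silk gland. The log2 fold change of OfucSP11 nearest 0 in the 5th instar reversed to -0.76. The clip-domain share of the hemolymph set was 50.0% and passed the threshold (Fisher's exact test, p = 0.0399).

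With medians of ratios within the SP/SPH genes, the counts went from 3 to 0 for the genes higher in the 3rd instar than in the 5th instar, from 10 to 0 for the genes lower in the 3rd instar than in the 5th instar and from 10 to 16 for the genes lower in the midgut than in the silk gland. The common sets went from 3 to 12 for the genes higher in the embryo, from 15 to 9 for the genes lower in the embryo, from 0 to 1 for the genes higher in the 1st instar and from 2 to 0 for the genes lower in the 1st instar. Other sets went from 1 to 0 for the genes higher in the 5th instar, from 5 to 10 for the genes lower in the hemolymph, from 3 to 6 for the genes lower in the midgut and from 1 to 0 for the genes lower in the silk gland. OfucSP11 in the 5th instar reversed to -0.22 and OfuSP43 in the midgut to 0.089. The odds ratio of midgut calls on shared scaffolds was 2.86 (Fisher's exact test, p = 0.0263).

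With values scaled by the recovered fragments, the counts went from 6 to 12 for the genes higher in the embryo than in the 5th instar, from 8 to 14 for the genes higher in the embryo than in the pupa and from 0 to 2 for the genes higher in the 1st instar than in the 3rd instar. The common sets went from 3 to 8 for the genes higher in the embryo, from 4 to 17 for the genes higher in the pupa, from 1 to 2 for the genes lower in the adult and from 5 to 1 for the genes lower in the hemolymph. Other sets went from 3 to 1 for the genes lower in the midgut, from 5 to 3 for the genes higher in the fat body and from 1 to 2 for the genes lower in the silk gland. OfucSP25/OfucSP26 in the fat body reversed to -0.17. The clip-domain share of the hemolymph set was 56.2% (Fisher's exact test, p = 0.0375), and the odds ratio on shared scaffolds 2.93 (p = 0.0345, the same exact test). The cause of these changes beyond the scaling was not tested.

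The share of calls in the higher direction moved by more than 10 points in these pairs. Embryo against 1st instar had 13 higher and 54 lower genes, and 19 and 44 with medians of ratios within the family. Embryo against 3rd instar had 8 higher and 57 lower genes, and 17 and 55 scaled within the SP/SPH genes, 18 and 50 scaled by the recovered fragments and 19 and 38 with medians of ratios within the family. Embryo against 5th instar had 6 higher and 85 lower genes, and 31 and 70 scaled within the SP/SPH genes and 19 and 61 with medians of ratios within the family. Embryo against pupa had 8 higher and 51 lower genes, and 21 and 62 scaled within the SP/SPH genes and 16 and 36 with medians of ratios within the family. Embryo against adult had 8 higher and 72 lower genes, and 27 and 61 scaled within the SP/SPH genes, 16 and 63 scaled by the recovered fragments and 19 and 53 with medians of ratios within the family. 1st instar against 3rd instar had 0 higher and 33 lower genes, and 3 and 3 scaled within the SP/SPH genes and 1 and 5 with medians of ratios within the family. 1st instar against 5th instar had 7 higher and 54 lower genes, and 24 and 24 scaled within the SP/SPH genes and 21 and 23 with medians of ratios within the family. 1st instar against pupa had 28 higher and 42 lower genes, and 43 and 38 scaled within the SP/SPH genes and 35 and 33 with medians of ratios within the family. 1st instar against adult had 38 higher and 55 lower genes, and 50 and 48 scaled within the SP/SPH genes. 3rd instar against 5th instar had 3 higher and 10 lower genes, and 0 and 1 scaled within the SP/SPH genes. 3rd instar against pupa had 24 higher and 21 lower genes, and 19 and 44 scaled by the recovered fragments. 3rd instar against adult had 39 higher and 44 lower genes, and 21 and 56 with medians of ratios within the family. 5th instar against pupa had 51 higher and 7 lower genes, and 44 and 41 scaled within the SP/SPH genes, 47 and 25 scaled by the recovered fragments and 44 and 23 with medians of ratios within the family. 5th instar against adult had 73 higher and 41 lower genes, and 63 and 54 scaled within the SP/SPH genes and 50 and 54 with medians of ratios within the family. Pupa against adult had 35 higher and 42 lower genes, and 55 and 38 scaled by the recovered fragments. Hemolymph against midgut had 35 higher and 61 lower genes, and 56 and 60 scaled within the SP/SPH genes. Hemolymph against fat body had 23 higher and 23 lower genes, and 24 and 47 scaled within the SP/SPH genes and 34 and 16 scaled by the recovered fragments. Hemolymph against silk gland had 35 higher and 13 lower genes, and 41 and 37 scaled within the SP/SPH genes, 41 and 6 scaled by the recovered fragments and 24 and 30 with medians of ratios within the family. Midgut against fat body had 58 higher and 23 lower genes, and 33 and 58 scaled within the SP/SPH genes. Midgut against silk gland had 59 higher and 10 lower genes, and 51 and 56 scaled within the SP/SPH genes. Fat body against silk gland had 27 higher and 10 lower genes, and 19 and 13 with medians of ratios within the family.

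With all libraries of the stages or tissues in 1 fit, the counts went from 0 to 1 for the genes higher in the 1st instar than in the 3rd instar and from 10 to 18 for the genes lower in the 3rd instar than in the 5th instar. The sets went from 0 to 1 for the genes higher in the 1st instar, from 0 to 1 for the genes higher in the 3rd instar and from 3 to 0 for the genes lower in the midgut. Clip-domain shares passed the threshold in this fit, at 100.0% of the genes commonly higher in the embryo, 47.6% of those higher or lower there and 50.0% of those higher in the hemolymph. Without the filter on low values, the count went from 3 to 1 for the genes higher in the 3rd instar than in the 5th instar, and the 3 shares passed the threshold at 100.0%, 52.4% and 45.0%. The cause was not tested.

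Adjusted over the list alone, the count went from 7 to 11 for the genes lower in the 5th instar than in the pupa. The set went from 1 to 2 for the genes higher in the 5th instar. With the replicate number as a block, the counts went from 0 to 2 for the genes higher in the 1st instar than in the 3rd instar and from 10 to 6 for the genes lower in the 3rd instar than in the 5th instar. The sets went from 0 to 1 for the genes higher in the 1st instar and from 1 to 0 for the genes higher in the 5th instar. Only for the 1st against the 3rd instar did all 3 correlations of same-numbered libraries exceed 0.1. The labels and the methods state no pairing. By limma-voom, the count went from 10 to 5 for the genes lower in the 3rd instar than in the 5th instar. The sets went from 0 to 1 for the genes higher in the 3rd instar and from 1 to 0 for the genes higher in the 5th instar. The cause was not tested.

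With 1 library left out in turn, the counts ranged from 0 to 5 for the genes higher in the 1st instar than in the 3rd instar (0 with all libraries), 17 to 34 for the genes lower in the 1st instar than in the 3rd instar (33 with all libraries), 1 to 3 for the genes higher in the 3rd instar than in the 5th instar (3 with all libraries) and 5 to 24 for the genes lower in the 3rd instar than in the 5th instar (10 with all libraries). They ranged from 4 to 10 for the genes lower in the 5th instar than in the pupa (7 with all libraries), 13 to 23 for the genes lower in the hemolymph than in the silk gland (13 with all libraries), 2 to 5 for the genes higher in the embryo than in every other stage (3 with all libraries) and 0 to 1 for the genes higher in the 1st instar than in every other stage (0 with all libraries). Further ranges were from 0 to 1 for the genes higher in the 3rd instar than in every other stage (0 with all libraries), 0 to 9 for the genes higher in the 5th instar than in every other stage (1 with all libraries), 2 to 5 for the genes higher in the pupa than in every other stage (4 with all libraries) and 0 to 1 for the genes lower in the pupa than in every other stage (0 with all libraries). The last ranges were from 3 to 9 for the genes lower in the hemolymph than in every other tissue (5 with all libraries), 0 to 4 for the genes lower in the midgut than in every other tissue (3 with all libraries) and 1 to 3 for the genes lower in the silk gland than in every other tissue (1 with all libraries). The clip-domain share of the genes commonly higher in the embryo lay between 80.0% and 100.0% and passed the threshold without embryo replicate 1 or embryo replicate 2.

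The libraries behind counts that moved by more than 1.5 times were these. Genes higher in the 1st instar than in 3rd instar, 1 without 1st instar replicate 3, 3 without 3rd instar replicate 1 and 5 without 3rd instar replicate 2. For genes lower in the 1st instar than in 3rd instar, 21 without 1st instar replicate 1 and 17 without 1st instar replicate 3. Among genes higher in the 3rd instar than in 5th instar, 1 without 5th instar replicate 1, 1 without 5th instar replicate 2 and 1 without 5th instar replicate 3. Genes lower in the 3rd instar than in 5th instar, 24 without 3rd instar replicate 2, 5 without 3rd instar replicate 3 and 6 without 5th instar replicate 3. For genes lower in the 5th instar than in pupa, 4 without 5th instar replicate 2. Among genes lower in the hemolymph than in silk gland, 23 without silk gland replicate 1. Genes higher in the embryo than in every other stage, 5 without embryo replicate 3. For genes higher in the 1st instar than in every other stage, 1 without 1st instar replicate 3 and 1 without 3rd instar replicate 2. Among genes higher in the 3rd instar than in every other stage, 1 without 3rd instar replicate 1. Genes higher in the 5th instar than in every other stage, 9 without 3rd instar replicate 2, 0 without 5th instar replicate 1, 0 without 5th instar replicate 2 and 0 without 5th instar replicate 3. For genes higher in the pupa than in every other stage, 2 without 5th instar replicate 2 and 2 without pupa replicate 1. Among genes lower in the pupa than in every other stage, 1 without embryo replicate 2. Genes lower in the hemolymph than in every other tissue, 3 without hemolymph replicate 2, 3 without hemolymph replicate 3 and 9 without silk gland replicate 1. For genes lower in the midgut than in every other tissue, 0 without midgut replicate 1 and 0 without midgut replicate 3. Among genes lower in the silk gland than in every other tissue, 3 without silk gland replicate 3.

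Without the 10 genes with most fragments, the SP/SPH share of fragments was 0.387% in the embryo, 1.32% in the 5th instar, 0.698% in the adult, 7.09% in the midgut, 0.721% in the fat body and 0.383% in the silk gland. Between 53 and 140 SP/SPH gene models had at least 1 FPKM in 3 of 6 libraries, and the others were not tested.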

Differences from the paper's values

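No test in this part was chosen after the results were seen, apart from the alternatives named as such. The alternatives set before the data were examined are a pseudocount of 0.1, no filter, scaling within the SP/SPH genes alone, adjustment over the list alone, all libraries in 1 fit and the replicate block, and those not named for a value leave it more than 1.5 times apart from the paper's. A count is given as near the paper's where the larger is at most 1.5 times the smaller, so it need not equal it, and a paper's count of 0 is matched only by 0. A count near the paper's need not hold the paper's genes, so the number of those it drops is given beside it. The paper's values are those of its text, Table 3 or Supplementary Table S5. They come from DESeq2 after RSEM and may rest on another scaling, while those here come from limma-trend on the deposited values. The 2 sets of counts are therefore not like measures. In Table 3 the arrows are read as in the text and in Supplementary Table S5, with the upward arrow for genes higher in the group of the column, although its footnote reads otherwise.

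The paper gives 28 SP/SPH genes higher in the embryo than in the 1st instar, against 13 here. It is near the paper's under scaling within the SP/SPH genes alone (22, dropping 5 of 27). Of settings chosen after seeing the values, scaling by the recovered fragments gives 19 and drops 8 of the paper's 27 genes and medians of ratios within the SP/SPH genes gives 19 and drops 9 of the paper's 27 genes. For SP/SPH genes higher in the embryo than in the 3rd instar, the paper's value is 27 and the value here 8. None of these alternatives brings it near. Among those chosen after seeing the values, scaling by the recovered fragments gives 18 and drops 8 of the paper's 26 genes and medians of ratios within the SP/SPH genes gives 19 and drops 8 of the paper's 26 genes. Here the number of SP/SPH genes higher in the embryo than in the 5th instar was 6, and the paper's is 29. Near the paper's value it comes under scaling within the SP/SPH genes alone (31, dropping 2 of 28). As to SP/SPH genes higher in the embryo than in the pupa, the number found here was 8 and that of the paper 20. The count is near the paper's under scaling within the SP/SPH genes alone (21, dropping 1 of 19). Also, chosen after seeing the values, scaling by the recovered fragments gives 14 and drops 5 of the paper's 19 genes and medians of ratios within the SP/SPH genes gives 16 and drops 5 of the paper's 19 genes.

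The number of SP/SPH genes higher in the embryo than in the adult is 27 in the paper and 8 here. A count near the paper's comes from scaling within the SP/SPH genes alone (27, dropping 1 of 27). As a setting chosen after seeing the values, medians of ratios within the SP/SPH genes gives 19 and drops 9 of the paper's 27 genes. With 6 SP/SPH genes higher in the 1st instar than in the 3rd instar in the paper, the value here was 0. No such alternative comes near it. It is also near without 3rd instar replicate 2 (5, dropping 6 of 6). The paper gives 9 SP/SPH genes lower in the 1st instar than in the 3rd instar, against 33 here. It stays further apart under all of these. For SP/SPH genes higher in the 1st instar than in the 5th instar, the paper's value is 28 and the value here 7. Counts near the paper's come from scaling within the SP/SPH genes alone (24, dropping 8 of 28). Once more chosen after seeing the values, medians of ratios within the SP/SPH genes gives 21 and drops 12 of the paper's 28 genes.

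Here the number of SP/SPH genes lower in the 1st instar than in the 5th instar was 54, and the paper's is 30. It is near the paper's under scaling within the SP/SPH genes alone (24, dropping 7 of 30). Of settings chosen after seeing the values, medians of ratios within the SP/SPH genes gives 23 and drops 10 of the paper's 30 genes. With libraries left out, it is near without 1st instar replicate 1 (45, dropping 6 of 30). As to SP/SPH genes higher in the 1st instar than in the pupa, the number found here was 28 and that of the paper 46. Near the paper's value it comes under a pseudocount of 0.1 (32, dropping 18 of 46), scaling within the SP/SPH genes alone (43, dropping 10 of 46) and the replicate block (31, dropping 18 of 46). Among those chosen after seeing the values, medians of ratios within the SP/SPH genes gives 35 and drops 15 of the paper's 46 genes. Leaving out a library brings it near, without 1st instar replicate 3 (33, dropping 17 of 46). The number of SP/SPH genes higher in the 1st instar than in the adult is 58 in the paper and 38 here. The count is near the paper's under adjustment over the list alone (40, dropping 21 of 58), a pseudocount of 0.1 (41, dropping 21 of 58), no filter (39, dropping 22 of 58), scaling within the SP/SPH genes alone (50, dropping 14 of 58) and the replicate block (42, dropping 21 of 58). Also, chosen after seeing the values, medians of ratios within the SP/SPH genes gives 41 and drops 20 of the paper's 58 genes. It is also near without 1st instar replicate 3 (44, dropping 18 of 58). With 6 SP/SPH genes lower in the 3rd instar than in the 5th instar in the paper, the value here was 10. A count near the paper's comes from no filter (9, dropping 1 of 6) and the replicate block (6, dropping 2 of 6). As a setting chosen after seeing the values, limma-voom on the recovered fragments gives 5 and drops 4 of the paper's 6 genes. With libraries left out, it is near without 3rd instar replicate 1 (8, dropping 3 of 6), without 3rd instar replicate 3 (5, dropping 4 of 6), without 5th instar replicate 1 (7, dropping 1 of 6), without 5th instar replicate 2 (7, dropping 1 of 6) and without 5th instar replicate 3 (6, dropping 2 of 6).

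The paper gives 36 SP/SPH genes lower in the 3rd instar than in the pupa, against 21 here. Counts near the paper's come from all libraries in 1 fit (24, dropping 12 of 35). Once more chosen after seeing the values, scaling by the recovered fragments gives 44 and drops 8 of the paper's 35 genes. Leaving out a library brings it near, without 3rd instar replicate 1 (24, dropping 13 of 35). For SP/SPH genes lower in the 5th instar than in the pupa, the paper's value is 42 and the value here 7. It is near the paper's under scaling within the SP/SPH genes alone (41, dropping 9 of 42). Here the number of SP/SPH genes lower in the hemolymph than in the fat body was 23, and the paper's is 48. Near the paper's value it comes under scaling within the SP/SPH genes alone (47, dropping 14 of 48) and all libraries in 1 fit (32, dropping 26 of 48). As to SP/SPH genes higher in the hemolymph than in the silk gland, the number found here was 35 and that of the paper 21. None of these alternatives brings it near. Of settings chosen after seeing the values, medians of ratios within the SP/SPH genes gives 24 and drops 1 of the paper's 21 genes.

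The number of SP/SPH genes lower in the hemolymph than in the silk gland is 67 in the paper and 13 here. No such alternative comes near it. With 22 SP/SPH genes lower in the midgut than in the silk gland in the paper, the value here was 10. It stays further apart under all of these. Among those chosen after seeing the values, medians of ratios within the SP/SPH genes gives 16 and drops 7 of the paper's 22 genes. The paper gives 19 SP/SPH genes lower in the fat body than in the silk gland, against 10 here. None of these alternatives brings it near. Also, chosen after seeing the values, medians of ratios within the SP/SPH genes gives 13 and drops 6 of the paper's 19 genes. For commonly higher or lower SP/SPH genes in the embryo, the paper's value is 31 and the value here 18. The count is near the paper's under no filter (21, dropping 16 of 30), scaling within the SP/SPH genes alone (28, dropping 9 of 30) and all libraries in 1 fit (21, dropping 16 of 30). As a setting chosen after seeing the values, scaling by the recovered fragments gives 24 and drops 12 of the paper's 30 genes and medians of ratios within the SP/SPH genes gives 21 and drops 14 of the paper's 30 genes. It is also near without embryo replicate 3 (22, dropping 15 of 30).

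Here the number of clip-domain genes among commonly higher or lower in the embryo was 9, and the paper's is 15. A count near the paper's comes from no filter (11, dropping 4 of 14), scaling within the SP/SPH genes alone (10, dropping 5 of 14) and all libraries in 1 fit (10, dropping 4 of 14). Once more chosen after seeing the values, scaling by the recovered fragments gives 11 and drops 3 of the paper's 14 genes. With libraries left out, it is near without embryo replicate 1 (10, dropping 5 of 14), without embryo replicate 2 (10, dropping 5 of 14), without embryo replicate 3 (11, dropping 4 of 14), without 1st instar replicate 2 (10, dropping 5 of 14) and without 1st instar replicate 3 (10, dropping 5 of 14). As to commonly higher SP/SPH genes in the pupa, the number found here was 4 and that of the paper 9. Counts near the paper's come from all libraries in 1 fit (6, dropping 4 of 9). Of settings chosen after seeing the values, medians of ratios within the SP/SPH genes gives 6 and drops 4 of the paper's 9 genes. The number of commonly higher SP/SPH genes in the 1st instar is 1 in the paper and 0 here. It is near the paper's under all libraries in 1 fit (1, dropping 1 of 1) and the replicate block (1, dropping 1 of 1). Among those chosen after seeing the values, medians of ratios within the SP/SPH genes gives 1 and drops 1 of the paper's 1 genes. Leaving out a library brings it near, without 1st instar replicate 3 (1, dropping 0 of 1) and without 3rd instar replicate 2 (1, dropping 1 of 1). With 7 commonly lower SP/SPH genes in the midgut in the paper, the value here was 3. No such alternative comes near it. Also, chosen after seeing the values, medians of ratios within the SP/SPH genes gives 6 and drops 3 of the paper's 7 genes.

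The paper gives 12 commonly higher SP/SPH genes in the embryo, against 3 here. Near the paper's value it comes under scaling within the SP/SPH genes alone (11, dropping 2 of 12). As a setting chosen after seeing the values, scaling by the recovered fragments gives 8 and drops 4 of the paper's 12 genes and medians of ratios within the SP/SPH genes gives 12 and drops 1 of the paper's 12 genes. For commonly lower SP/SPH genes in the 1st instar, the paper's value is 0 and the value here 2. The count is near the paper's under scaling within the SP/SPH genes alone (0). Once more chosen after seeing the values, medians of ratios within the SP/SPH genes gives 0. Here the number of commonly higher SP/SPH genes in the 5th instar was 1, and the paper's is 0. A count near the paper's comes from scaling within the SP/SPH genes alone (0) and the replicate block (0). Of settings chosen after seeing the values, medians of ratios within the SP/SPH genes gives 0 and limma-voom on the recovered fragments gives 0. It is also near without 5th instar replicate 1 (0), without 5th instar replicate 2 (0) and without 5th instar replicate 3 (0). As to commonly lower SP/SPH genes in the adult, the number found here was 1 and that of the paper 5. It stays further apart under all of these.

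The number of commonly lower SP/SPH genes in the hemolymph is 22 in the paper and 5 here. Counts near the paper's come from scaling within the SP/SPH genes alone (20, dropping 11 of 22). With 8 commonly higher SP/SPH genes in the fat body in the paper, the value here was 5. It is near the paper's under scaling within the SP/SPH genes alone (11, dropping 1 of 8). Among those chosen after seeing the values, medians of ratios within the SP/SPH genes gives 6 and drops 3 of the paper's 8 genes. With libraries left out, it is near without fat body replicate 1 (6, dropping 3 of 8) and without fat body replicate 2 (7, dropping 2 of 8). The paper gives 9 commonly higher SP/SPH genes in the silk gland, against 4 here. None of these alternatives brings it near. Also, chosen after seeing the values, medians of ratios within the SP/SPH genes gives 6 and drops 3 of the paper's 9 genes. Leaving out a library brings it near, without silk gland replicate 1 (6, dropping 3 of 9). For commonly lower SP/SPH genes in the silk gland, the paper's value is 0 and the value here 1. No such alternative comes near it. As a setting chosen after seeing the values, medians of ratios within the SP/SPH genes gives 0.

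By name, the first genes of the paper's sets that were not called here were as follows. Of the genes commonly higher in the embryo they were OfuSP13, OfuSP29, OfuSP55, OfuSP59 and OfuSP86, and in the 1st instar OfuSP19. In the pupa they were OfuSP31, OfuSP33, OfuSP34, OfuSP6 and OfuSP78, and in the adult OfuSP83 and OfuSPH3. In the fat body they were OfuSP37, OfuSPH14 and OfucSP16/OfucSP17. In the silk gland they were OfuSP102, OfuSP39, OfuSP69, OfuSPH21 and OfucSP21. Of the genes commonly lower in the embryo they were OfuSP2, OfuSP60, OfuSP85, OfuSPH2 and OfuSPH28. Lower in the adult they were OfuSP55, OfuSPH7, OfucSP14 and OfucSP4. Lower in the hemolymph they were OfuSP1, OfuSP27, OfuSP32, OfuSP40 and OfuSP45, and lower in the midgut OfuSP55, OfuSP93, OfucSP15 and OfucSP2.

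More of the paper's own genes than here were called under the following settings, of which scaling by the recovered fragments, medians of ratios and limma-voom were chosen after seeing the values. Of the paper's genes commonly higher in the embryo 3 of 12 were called here, and 4 under a pseudocount of 0.1, 10 under scaling within the SP/SPH genes alone, 8 under scaling by the recovered fragments, 4 under medians of ratios over all genes and 11 under medians of ratios within the SP/SPH genes; lower in the embryo 8 of 18 were called here, and 11 under no filter, 11 under scaling within the SP/SPH genes alone, 11 under all libraries in 1 fit and 10 under scaling by the recovered fragments; higher in the 1st instar 0 of 1 were called here, and 1 under scaling within the SP/SPH genes alone; higher in the pupa 3 of 9 were called here, and 4 under adjustment over the list alone, 5 under all libraries in 1 fit, 8 under scaling by the recovered fragments and 5 under medians of ratios within the SP/SPH genes; higher in the adult 33 of 35 were called here, and 34 under no filter; lower in the hemolymph 3 of 22 were called here, and 4 under no filter, 11 under scaling within the SP/SPH genes alone, 4 under all libraries in 1 fit and 5 under medians of ratios within the SP/SPH genes; lower in the midgut 3 of 7 were called here, and 7 under scaling within the SP/SPH genes alone and 4 under medians of ratios within the SP/SPH genes; higher in the fat body 5 of 8 were called here, and 7 under scaling within the SP/SPH genes alone; higher in the silk gland 4 of 9 were called here, and 5 under a pseudocount of 0.1, 6 under medians of ratios within the SP/SPH genes and 5 under limma-voom on the recovered fragments.

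The paper states that all the genes on NW_021131465.1 have a single protease domain and nearly the same length, while Supplementary Table S1 lists OfuSP14 with 843 residues and 3 protease domains and OfuSP21 with 255 residues. For the other 9 gene models the statement holds for the number of domains. Among the genes highly expressed in the embryo the paper counts as many CLIPBs as CLIPDs, beside genes without a clip domain, and the 3 commonly higher genes here were 2 CLIPBs and 1 CLIPD. The paper states that all its genes higher in the midgut carry signal peptides and protease-like domains only. Of the 46 such genes of Supplementary Table S5, 45 have a signal peptide in Supplementary Table S1 and OfuSP42 has none there.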

Other observations

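The tests chosen only after the result was seen are those of more midgut tissue and of cuticle genes in the larval libraries, of a batch of same-numbered libraries, and the 2 tests on the genes lower in the hemolymph.

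Chance as the source of the counts between 2 groups cannot be excluded by regrouping the libraries, because 3 libraries against 3 give 10 splits. In each of the pairs of groups the real split had the most calls, 1 of 10, and 1 of 4 for the 1st against the 3rd instar, where only the splits that part all replicate numbers were counted. The real splits gave 13 to 114 calls and the other splits counted at most 0, but a share under 0.05 cannot be had from so few splits. For the common sets, random partitions mixed libraries of unlike groups. Of 99 such partitions 98 of the stages and 94 of the tissues gave no entry. They show that libraries of a group are alike in these genes. Whether single members of a set are there by chance cannot be told from them. Of 100 partitions of the stage libraries only the real one gave a total of 61 entries or more, and the next gave 32. Of 100 partitions of the tissue libraries 1, the real one, reached 95, and the next 18.

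Replicate 2 of the 1st and of the 3rd instar had 4.65 and 6.62 times the mean SP/SPH share of the other libraries of their stage. More midgut tissue in the library argues for a higher level of all midgut genes, but the fragments on other genes commonly higher in the midgut were 1.00 times those of the sibling libraries in the 3rd instar and 1.01 times in the 1st. Without the carboxypeptidase and amylase genes, and among genes that reached 1 FPKM in a library of the stage, their median log2 difference was 0.89 and 0.54. The fragments on the SP/SPH genes commonly higher in the midgut were 50.5 and 8.06 times those of the siblings. More midgut tissue is therefore argued against as the whole source, and a smaller part of it stays open. A library of another group is also argued against, since the lowest correlation with a sibling exceeded the highest with another group by 0.020 (correlation over genes outside the SP/SPH genes). Without the 10 genes with most fragments the ratio was 5.76 in the 3rd instar, but these 10 included no SP/SPH gene in any 3rd instar library. The ratio therefore does not tell whether a few SP/SPH genes carried the excess. Among the 55 SP/SPH genes commonly higher in the midgut, those that reached 1 FPKM in a library of the stage had a median log2 difference of 4.94 in the 3rd instar. In the 1st instar it was 2.30. Those carboxypeptidase and amylase genes that were commonly higher in the midgut were higher as well. Their median log2 difference was 3.37 in the 3rd instar (higher in 17 of 17 genes) and 2.49 in the 1st (16 of 16). A different digestive state of the pooled larvae, such as feeding, is a candidate explanation. Cuticle genes differed by -0.86 from the median of all genes in the 3rd instar (lower in 86 of 101) and by -0.25 in the 1st (51 of 81). Their share of the fragments was 4.85% against 5.38% and 5.44% in the siblings of the 3rd instar, but 1.25% against 0.976% and 1.11% in the 1st, where the share and the median go opposite ways. Whether cuticle formation in the siblings is a source cannot be told, because each stage has 1 such library and the 1st instar gives no clear direction.

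Libraries of the 1st and 3rd instars with the same number deviated together from their group means. A batch of same-numbered libraries across all stages would give this in other pairs too, and 0 of 14 other pairs of stages that were compared had all 3 correlations over 0.1. A batch of these 2 stages alone is left open.

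The means listed in Supplementary Table S5 may have been scaled within the SP/SPH genes. The median log2 ratio of the listed means to values scaled in that way had an SD of 0.197 over the 10 groups, and the ratio to the deposited values an SD of 1.82.

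Of the 22 genes that Supplementary Table S5 gives as commonly lower in the hemolymph, 19 were not called here. Whether low values under the pseudocount are the source cannot be told. With a pseudocount of 0.1, 0 of the 19 were called, but only 1 of them passed the filter on low values against all 3 tissues, so this count was largely fixed by the filter. Without the filter 18 were tested and 2 called with a pseudocount of 1. Of the 19, 13 were under 1 FPKM in at least 2 tissues. With values scaled within the SP/SPH genes 16 were tested and 8 called, so this scaling is not the whole source.

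Reads shared between near-identical copies could make profiles on a scaffold alike. Pairs under 60% amino acid identity still had a mean profile correlation of 0.881, against 0.149 with permuted scaffold labels, which argues against shared reads as the whole source. For the 2 midgut genes with a neighbor of 95% identity or more it stays open.

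Whether clusters hold genes of one expression pattern was also tested with pairs of genes in a common set. In the midgut set 80 pairs shared a scaffold, against 35.7 with permuted labels (permutation test, one-sided, p = 1e-05, the smallest p that 100000 permutations can give). The same test was made outside the midgut. Of the genes commonly higher in the adult, 11 pairs shared a scaffold, against 5.67 with permuted labels (permutation test, one-sided, p = 0.0340), and in the hemolymph 4 against 4.89 (permutation test, one-sided, p = 0.693). The adult set was no richer in genes without the catalytic triad, with 25.7% against 26.0% (Fisher's exact test, two-sided, p = 1).

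Marker genes chosen by their product names before the values were seen gave the following shares of fragments (SD, n = 3). The 1 silk gland gene took 6.51% ± 0.717 in the silk gland, the 10 fat body genes 18.8% ± 3.70 in the fat body and 0.152% ± 0.0623 in the hemolymph, and the 10 hemolymph genes 2.56% ± 0.542 in the hemolymph. Of these genes the silk gland gene, 7 of the fat body genes and 9 of the hemolymph genes were highest in the tissue they were chosen for. The midgut list did not mark the midgut, since 7 of its 23 genes were highest there.

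Fat body cells in the hemolymph would bring their abundant transcripts in like proportion. The highest percent of the fat body level among the 6 fat body markers with a mean of at least 100 FPKM there was 39.3 times the lowest, which argues against such cells as the only source of these transcripts. Midgut SP/SPH transcripts in the other tissues cannot be told apart from midgut cells in these samples. In 7 of 9 libraries the median percent of the midgut level over 20 SP/SPH and 20 other midgut genes lay within 3 times of each other, where the criterion set beforehand for midgut cells asked for at least 8. In the 2 other libraries, both from the hemolymph, the SP/SPH median was 0 and the values lay at the floor, which excludes nothing. The medians were at most 0.397% and 0.154%, and per recovered fragment 0.241% and 0.0939%, with 7 libraries within 3 times.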
